# Genotype-specific modulation of drought tolerance by arbuscular mycorrhizal symbiosis in foxtail millet

**DOI:** 10.3389/fpls.2025.1696600

**Published:** 2025-11-18

**Authors:** O-Chi Chang, Wei-Yi Lin

**Keywords:** arbuscular mycorrhizal fungi, symbiosis, drought, foxtail millet, transcriptome

## Abstract

Drought stress is a major environmental factor limiting crop productivity. Arbuscular mycorrhizal fungi (AMF), as beneficial soil microbes, can improve plant growth and stress resilience; however, the effectiveness of this symbiosis is often influenced by the host plant’s genetic background. In this study, we investigated the interaction between AM symbiosis and drought tolerance in two foxtail millet (*Setaria italica*) accessions with contrasting drought responses: the drought-tolerant ISE42 and the drought-sensitive TT8. Following a 14-day drought treatment, both accessions exhibited wilting, but AMF-colonized plants reduced malondialdehyde accumulation, indicating alleviated oxidative stress. Notably, only colonized ISE42 plants recovered upon rewatering. Although AMF colonization was confirmed by staining and qRT-PCR, AM symbiosis-conserved genes were strongly induced in ISE42 and TT8 only at 7 days post-treatment. Transcriptomic analysis further revealed that AM symbiosis significantly enhanced the expression of genes involved in nitrogen transport, assimilation, lignin metabolism, and cellulose biosynthesis in ISE42, suggesting improved nutrient uptake and cell wall reinforcement as key mechanisms underlying enhanced drought tolerance. In addition, drought-induced stress hormone signaling pathways were downregulated in colonized ISE42 roots, pointing to AM symbiosis-mediated stress alleviation. Together, these results demonstrate genotype-specific effects of AMF on drought tolerance and recovery capability, and highlight the importance of considering host genetic variation in the application of AMF for crop improvement.

## 1 Introduction

Climate change has led to a significant reduction in terrestrial water storage, contributing to the increased frequency and intensity of drought events, which in turn severely threaten global crop production and food security (Pokhrel et al., 2021). Under moderate drought conditions, yield losses can range from 30% to 90%, depending on the timing, duration and frequency of water deficit, and crop species involved (Vadez et al., 2024). To cope with drought stress, plants have evolved a range of adaptive mechanisms, including the enhancement of water uptake efficiency, minimizing water loss through stomatal closure, and mitigating oxidative stress via increased activities of anti-oxidative enzymes and accumulation of antioxidant compounds (Gupta et al., 2020).

Arbuscular mycorrhizal fungi (AMF) are soil-born microorganisms that establish symbiotic association with approximately 80% of terrestrial plant species. Through their external hyphal networks, AMF enhance the acquisition of water and mineral nutrients-especially phosphorus-from the soil and transfer them to host plants in exchange for photosynthetic products. The arbuscule, a highly branched fungal structure within root cortical cells, serves as the main site for nutrient exchange due to its large surface area (Smith and Smith, 2011; Kakouridis et al., 2022). Beyond nutrient acquisition, AMF colonization has been widely reported to confer increased tolerance to abiotic stress, including drought (Begum et al., 2019). Under drought conditions, AM symbiosis can induce osmolyte accumulation and enhance water and nutrient uptake efficiency, thereby alleviating osmotic stress in host plants, Furthermore, AMF modulate antioxidative enzyme activities, which help reduce the detrimental effects of oxidative stress during water deficit. AMF also influence abscisic acid (ABA) levels and ABA-mediated stress responses, ultimately supporting higher photosynthetic efficiency and biomass accumulation in colonized plants compared to non-mycorrhizal controls under drought stress (Liu et al., 2015; Chitarra et al., 2016; Ren et al., 2019; Nahuelcura et al., 2024).

Foxtail millet [*Setaria italica* (L.) P.Beauv.] is a small-grained cereal crop widely cultivated in arid and semi-arid regions in east Asia. As an ancient crop domesticated by various indigenous groups, foxtail millet exhibits significant genetic diversity. Morphological variation in plant height, flowering time, and panicle architecture has been observed across accessions collected from different continents (Ramesh et al., 2023; Xue et al., 2025). In Taiwan, foxtail millet is a staple food crop among indigenous communities, with over 300 landraces collected and grouped into three clusters based on molecular markers, which correspond to geographic distribution. These landraces exhibit variation in agronomic traits and starch content, indicating high genetic diversity within the Taiwanese germplasm (Lin et al., 2012; Kuo et al., 2018). Compared to other C4 plants such as maize and sorghum, foxtail millet possesses a dense, deep root system and thickened cell walls, contributing to its high water-use efficiency and remarkable drought tolerance (Terfa et al., 2025). Notably, its yield remains largely unaffected by drought stress occurring after heading (Matsuura et al., 2012). Comparative transcriptomic studies of drought-tolerant and -sensitive accessions have identified candidate genes involved in metabolic pathways, stress signaling, gluconeogenesis, transcriptional regulation, and proteolysis that are associated with drought adaptation in foxtail millet (Zhang et al., 2007; Lata et al., 2010; Shi et al., 2018; Xu et al., 2019).

The role of AMF in alleviating drought stress has been validated in multiple crop species, including soybean, citrus, maize, and foxtail millet (Gong et al., 2015; Begum et al., 2019; Cheng et al., 2022; Oliveira et al., 2022). Although foxtail millet is generally considered drought tolerant, genetic variation in drought responses has been documented among accessions (Mohammadi-Nejad et al., 2017; Vaezi et al., 2020). Moreover, increasing evidence indicated that the outcome of AMF symbiosis on plant growth and nutrient acquisition is strongly influenced by both host and fungal genotypes (Mateus et al., 2019; Watts-Williams et al., 2019; Chang and Lin, 2023). Despite this, limited is known about the difference in drought tolerance among host genotypes affect the efficacy of AMF symbiosis under drought condition.

In this study, we investigated the AMF-mediated modulation of drought stress responses in foxtail millet by comparing a drought-tolerant and a drought-sensitive accession. We evaluated growth performance and physiological responses under drought stress with and without AMF colonization and performed transcriptomic analysis to uncover molecular mechanisms underlying the genotype-dependent effects of AM symbiosis. These findings provide insights into the interaction between host genetic background and AMF symbiosis and have potential implication for improving drought resilience in foxtail millet through targeted microbial and genetic interventions.

## 2 Materials and methods

### 2.1 Plant materials and growth conditions

Plants were cultivated in a growth chamber under a 12-hour light (28°C)/dark (22°C) photoperiod with a light intensity of approximately 200 μmol m^-2^ sec^-1^ and 60% relative humidity. In this study, a drought-sensitive accession, TaiTung8 (TT8), and a high drought-tolerant accession, ISE42, were selected for investigation. Seeds were pre-treated at 45°C dry bath for 30 minutes and surface-sterilized with 2% NaOCl. Two weeks after germination, seedlings were transplanted into sterile cones filled with a 9:1 (v/v) sterilized substrate mixture of river sands and peat moss.

*Claroideoglomus etunicatum*, provided by Dr. Jui-Chang Huang (Tainan District Agricultural Research and Extension Station, Taiwan) was used as the AMF inoculant. Foxtail millet was employed as the host plant for propagating fungal inoculum. For each plant, 10 mL of inoculum containing approximately 1000 spores were applied to the substrate before transplanting. All plants were watered daily with equal volumes of water and fertilized biweekly with a nutrient solution (N: P_2_O_5_: K_2_O = 15: 5: 25; Cheng et al., 2022) until initiation of drought stress treatment.

At six weeks post-transplanting, irrigation was withheld for two weeks to induce drought stress. Watering was resumed for four days to assess plant recovery. Plants were harvested at 7 and 14 days after the onset of drought, and at 4-days after rewatering, for evaluating stress responses and RNA isolation.

### 2.2 AMF staining and evaluation of colonization efficiency

Mycorrhizal roots were fragmented and cleaned in 10% (w/v) KOH at 90°C for 30 minutes. Subsequently, the roots were transferred to 0.3 N HCl for 30 minutes for neutralization. Next, roots were stained with 0.1% (w/v) trypan blue overnight, followed by de-staining with acidic glycerol (Phillips and Hayman, 1970).

Colonization efficiency was quantified using the gridline intersect method as described by Mcgonigle et al. (1990). Over 100 root fragments were randomly selected and examined under an Olympus SZX-16 stereomicroscope (Olympus, Japan). Colonization efficiency (%) was calculated using following formula:

(Numberof colonized root intersections/ Total number of root intersections)×100%.

### 2.3 Malondialdehyde concentration measurement

Around 0.1g leaf tissue was homogenized in 4 mL of 5% (w/v) trichloroacetic acid (TCA) and centrifuged at 10,000 ×*g* for 10 minutes. The supernatant (1 mL) with 4 mL of 0.5% thiobarbituric acid (TBA) in 5% TCA. The reaction mixture was incubated at 95°C for 30 minutes, cooled on ice, and centrifuged at 10,000 ×*g* for 10 minutes at 4°C. The absorbance was measured at 532 nm (specific) and at 600 nm (non-specific) using a spectrophotometer (Heath and Packer, 1968). MDA concentration was calculated using the extinction coefficient of 155 mM^-1^cm^-1^ and expressed as nanomole per gram of fresh weight (nmole g^-1^ FW).

### 2.4 Catalase and ascorbate peroxidase activity evaluation

Around 0.1g leaf tissue was homogenized in 4 mL of 50 mM potassium phosphate buffer (pH 6.8) and centrifuged at 12,000 ×*g* for 20 minutes at 4°C. Catalase (CAT) activity was determined by mixing 0.2 mL of the resulting supernatant with 2.7 mL of 100 mM sodium phosphate buffer (pH 7.0) and 0.1 mL of 1 M H_2_O_2_. The change of absorbance at 240 nm was recorded for 1 minute, following the method described by (Kato and Shimizu, 1987). One unit of CAT activity is defined as 1 nmol of H_2_O_2_ consumed per minute. Ascorbate peroxidase (APX) activity was measured by adding 0.1 mL of supernatant to a reaction mixture containing 1 mL of 150 mM potassium phosphate buffer (pH 7.0), 1 mL of 150 mM ascorbate, 0.4 mL of 0.75 mM EDTA, and 0.5 mL of 6 mM H_2_O_2_. The change of absorbance at 290 nm was monitored for 1 minute. One unit of APX activity is defined as 1 μmol ascorbate consumed per minute (Nakano and Asada, 1981).

### 2.5 RNA isolation and gene expression analysis

Total RNA was extracted following the method by Wang and Vodkin (1994). Briefly, 100 mg of ground root tissues was homogenized in 0.7 mL extraction buffer containing 4% SDS, 20 mM DTT, 78 mM Tris, 17.2 mM EDTA-Na_2_ and 156 mM NaCl. RNA was subsequently purified using phenol: chloroform: isoamylalcohol (25:24:1). Two steps of RNA precipitation were carried out using 4M LiCl and isopropanol with 3M NaOAc, respectively. The resulting RNA pellet was dissolved in nuclease-free water and stored at -80°C until further use. Three replicates were prepared for each treatment.

Genomic DNA contamination was removed using 5× gDNA Eraser (Tools, Taiwan), and 500 ng of total RNA was used for first-strained cDNA synthesis using Moloney murine leukemia virus reverse transcriptase (Thermo Fisher Scientific, USA). Quantitative real-time PCR (qRT-PCR) was performed using iQ™ SYBR^®^ Green Supermix (Bio-Rad, USA) on a CFX Connect Real-Time PCR Detection System (Bio-Rad). Relative gene expression was normalized to the reference gene *SiEF1α* and was expressed as 2^-ΔCt^. The primers used in this study are listed in **Supplementary Table 1**.

### 2.6 RNA sequencing and analysis

The quantity and quality of RNA was assessed using a SimpliNano™ spectrophotometer (Biochrom, USA). For RNA sequencing, 1 μg of RNA per sample was used for library preparation. RNA libraries were prepared using the KAPA mRNA HyperPrep Kit (Roche, Switzerland) in combination with KAPA Pure Beads system (Roche) for fragment sorting. Sequencing was conducted on a Illumina NovaSeq 6000 platform (Illumina, USA).

High quality reads were selected and the adapter sequences were trimmed using Trimmomatic v0.38 (Bolger et al., 2014). The reads were aligned to the *Setaria italica* reference genome v2.0 (Bennetzen et al., 2012) using HISAT2 v2.1.0 (Kim et al., 2015). Relative gene expression levels and identification of differentially expressed genes (DEGs) were analyzed using edgeR v3.28.1 and DESeq2 v.1.26.0, respectively (Anders et al., 2013; Love et al., 2014). DEGs were defined based on a false discovery rate (FDR) threshold of< 0.05 and ∣log_2_ fold change (FC)∣ ≥ 1. Gene ontology (GO) enrichment of DEGs was performed using clusterProfiler v3.14.3 R package (Yu et al., 2012).

### 2.7 Statistical analysis

All data were analyzed using R software. Difference among treatments were assessed by analysis of variance (ANOVA), followed by Tukey’s honest significant difference (HSD) test at a significance level of *p* < 0.05.

## 3 Results

### 3.1 Variation of drought responses and AM symbiotic effects between two millet accessions

To investigate whether symbiotic effects on drought tolerance in foxtail millet vary by genotype, we used two contrasting accessions: TT8, a drought-sensitive accession, and ISE42, a highly drought-tolerant accession. These genotypes were examined for their dynamic responses to drought and the influence of AMF colonization.

At seven days after drought treatment (7 DAT), mock-treated TT8 plants exhibited erect leaves, whereas AMF-inoculated TT8 plants showed drooping leaves (**Figure 1A**). Although no significant differences in shoot or root fresh weight were observed between treatments at this stage, the wilting index was significantly lower in AMF-inoculated TT8 compared to the mock control (**Figure 1B**). In contrast, ISE42 plants maintained normal growth and showing no wilting symptoms, regardless of AMF inoculation (**Figure 1**).

**Figure 1:**
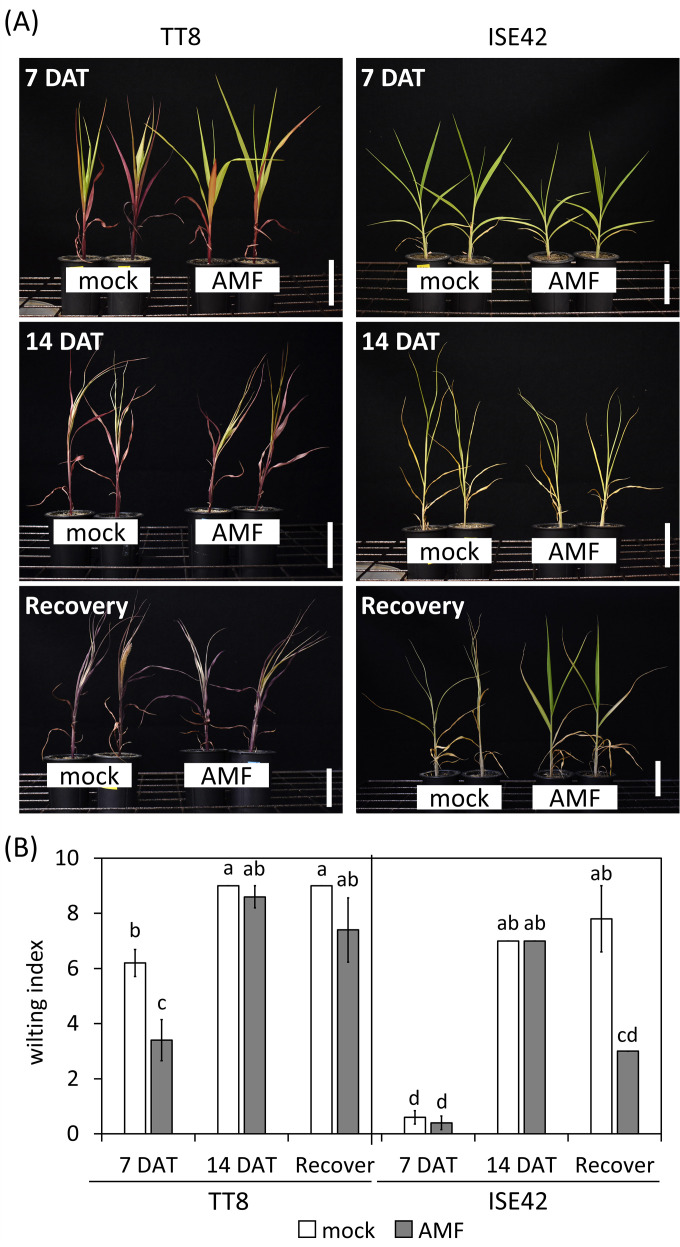
Morphology and wilting index of TT8 and ISE42 during drought stress and after recovery. **(A)** Morphology of mock- and AMF-treated TT8 and ISE42 at 7 and 14 DAT and 4 days after water resupply. **(B)** Wilting index of plants. N = 5. Error bars represent the standard error of the mean. Data were analyzed using ANOVA (*p* < 0.05) followed by Tukey’s HSD test. Different letters above the bars indicate statistically significant differences.

By 14 DAT, both accessions exhibited severe growth retardation and wilting. AMF colonization did not fully prevent stress symptoms in either genotype. Upon rewatering for four days, most TT8 plants remained wilted, irrespective of AMF colonization. Conversely, AMF-inoculated ISE42 plants recovered and displayed green, turgid leaves, unlike mock-treated ISE42 plants with remained wilted (**Figure 1**). These phenotypes were reflected in shoot fresh weight measurement: ISE42 displayed a significant increase in shoot biomass after rehydration. In contrast, the shoot biomass in TT8 gradually declined under drought and remained low after rehydration, regardless of AMF treatment. Root fresh weight decreased under drought in both accessions but did not recover following rehydration (**Figure 2**).

**Figure 2:**
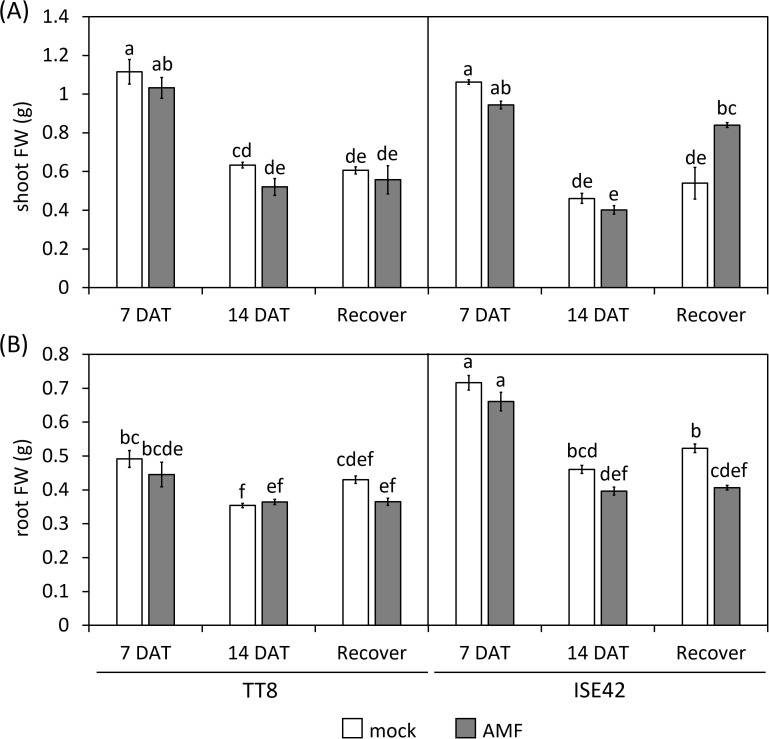
Shoot **(A)** and root **(B)** fresh weight of TT8 and ISE42 during drought stress and after recovery. FW, fresh weight. N = 5. Error bars represent the standard error of the mean. Data were analyzed using ANOVA (*p* < 0.05) followed by Tukey’s HSD test. Different letters above the bars indicate statistically significant differences.

AMF staining indicated similar colonization efficiency between the two accessions, with no significant change under drought conditions. Based on the relative expression of *C. etunicatum β-Tubulin* gene, the AMF colonization in ISE42 at 7 DAT was highest, whereas TT8 showed no noticeable effects by prolonged drought treatment (**Supplementary Figure 1**), Taken together, the AMF colonization efficiency and host physiological responses suggested that the differential drought responses between the two accessions are unlikely to be due to variation in AMF colonization efficiency.

During water deficit conditions, photosynthesis efficiency is declined due to stomata closure, leading to reactive oxygen species (ROS) accumulation (Cruz de Carvalho, 2008). To assess oxidative stress and ROS scavenging activity, we measured malondialdehyde (MDA)-a marker of lipid peroxidation-and the activities of two antioxidant enzymes: catalase (CAT) and ascorbate peroxidase (APX). Prolonged drought treatment increased MDA levels in both accessions; however, ISE42 accumulated significantly less MDA than TT8, consistent with its shoot phenotype. At 7 DAT, no significant differences in MDA content were observed between AMF and mock treatments. By 14 DAT, MDA levels significantly decreased in AMF-inoculated TT8 compared to the mock control. Following rehydration, MDA content in mock-treated plants remained high, whereas AMF-colonized plants in both accessions showed a significant reduction in MDA levels (**Figure 3A**), indicating that AMF symbiosis alleviated oxidative stress.

**Figure 3:**
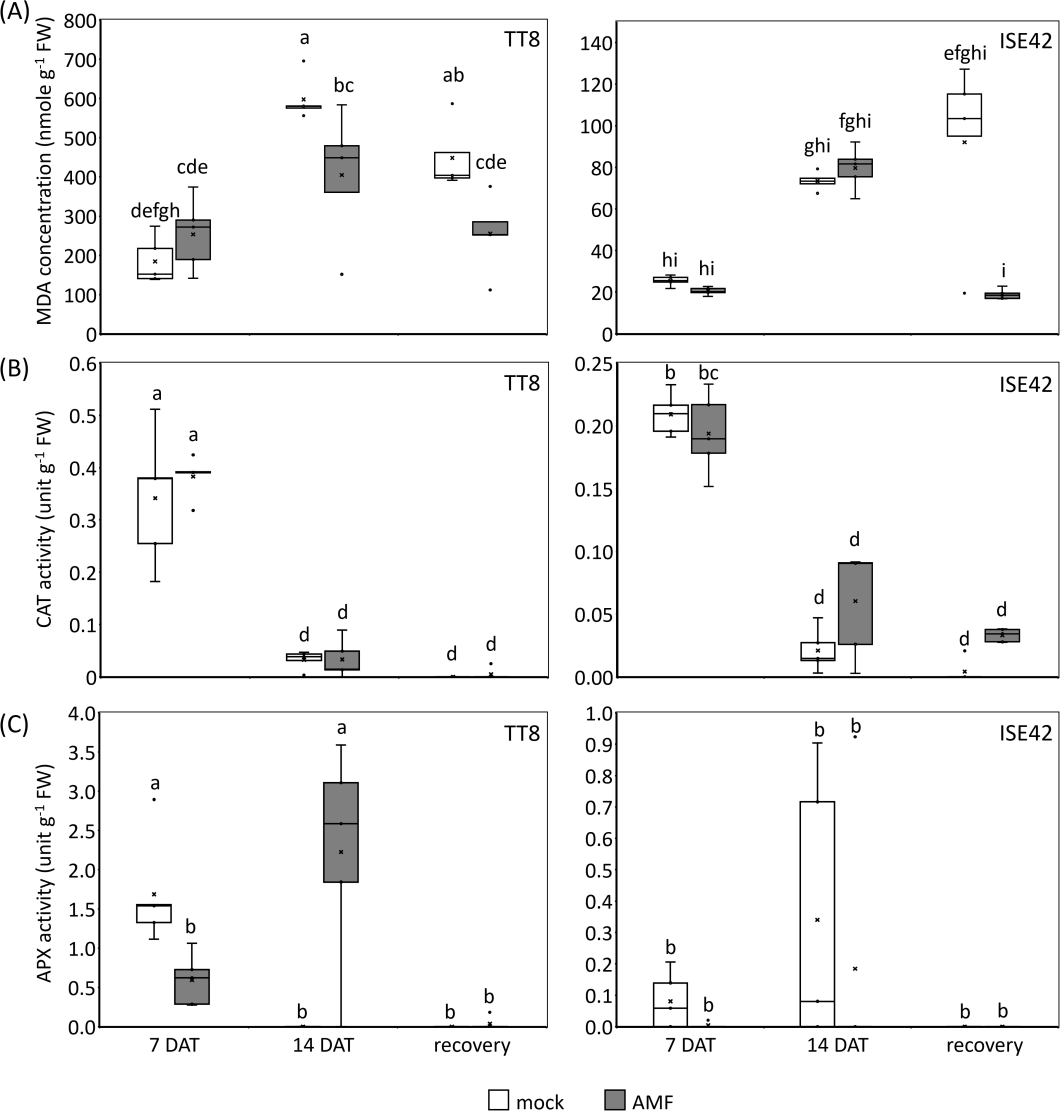
Indicators of oxidative stresses in TT8 and ISE42 during drought stress and after recovery. **(A)** Malondialdehyde (MDA) concentrations, **(B)** catalase (CAT) activity, and **(C)** ascorbate peroxidase (APX) activity. The horizontal lines within boxes indicate median values, the upper and bottom boundaries represent the 25^th^ and 75^th^ percentiles. N = 5. Data were analyzed using ANOVA (*p* < 0.05) followed by Tukey’s HSD test. Different letters above the bars indicate statistically significant differences.

In both accessions, CAT activity peaked at 7 DAT but declined sharply at 14 DAT and remained low after rehydration. No significant differences in CAT activity were observed between AMF and mock treatments in either accession (**Figure 3B**). APX activity in ISE42 remained low throughout drought and recovery, with no apparent effect from AMF colonization. In contrast, in TT8, APX activity increased progressively under drought in AMF-treated plants, while it was undetectable in mock-treated plants by 14 DAT (**Figure 3C**). The inverse relationship between MDA levels and APX activity in TT8 suggests that APX may play a critical role in mitigating oxidative damage during drought in AMF-colonized plants.

### 3.2 Dynamics of transcriptome during drought stress treatments

To elucidate the genome-wide effects of AM symbiosis on drought stress responses in the two accessions, transcriptomic analyses were performed on roots of mock- and AMF-treated plants at 7 and 14 DAT. These analyses aimed to capture the dynamic expression profiles of stress- and symbiosis-responsive genes.

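The root libraries came from foxtail millet inoculated with the AM fungus *Claroideoglomus etunicatum* or with mock inoculum, harvested 7 and 14 days after irrigation was withheld. Each of the 8 groups, 1 for every combination of accession, treatment and day, had 3 libraries, 24 in all. The authors deposited expression as FPKM values (fragments scaled to transcript length and to mapped fragments) for 36610 genes of the *S. italica* genome v2.0, so this scaling was theirs. Of these genes, 3118 were listed at 0 in every library. The values of the other 33492 genes were whole numbers of fragments once the scaling was undone, which gave totals of 13275855 to 27028250 fragments per library, with a median of 17782504. The median total of the 4 groups ranged from 19859179 to 23955725 at 7 DAT and from 14839843 to 17422834 at 14 DAT, and the sequencing of the days was therefore not equally deep. Between mock- and AMF-treated roots of the same accession and day, the medians were 19859179 and 21488104 (TT8, 7 DAT), 15687975 and 14839843 (TT8, 14 DAT), 23955725 and 21652871 (ISE42, 7 DAT), and 17422834 and 15962940 (ISE42, 14 DAT). A group whose libraries all held 3 fragments or fewer of a gene was treated as lying at the detection floor, and fold changes against it are given as lower bounds, which cover counting error only. FPKM values were log2-transformed after a pseudocount of 0.1 FPKM, and the 24291 genes with at least 1 FPKM in at least 3 of the 24 libraries were tested. A linear model with a mean for each of the 8 groups was fitted to all 24 libraries with limma, with empirical Bayes variances that followed mean expression, and the effect of AM symbiosis was the AMF-treated minus the mock-treated mean. P values were two-sided and adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. Genes with an adjusted p below 0.05 and an absolute log2 fold change of at least 1 are called upregulated or downregulated, which are the limits the authors set for their DEGs. Differences between the effects of AM symbiosis in TT8 and ISE42, or at 7 and 14 DAT, were tested as interactions in the same model with the same limits. Gene positions and descriptions were available for the 12277 tested genes matched to the RefSeq annotation of the same assembly, and descriptions alone for some others.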

After trimming and filtering, each RNA-seq library yielded between 3.4 × 10^7^ and 6.4 × 10^7^ high-quality reads, with Q_30_ values exceeding 93% (**Supplementary Table 2**). More than 78.2% of reads were successfully mapped to the foxtail millet reference genome and over 75.4% represented uniquely mapped reads (**Supplementary Table 3**). To validate the transcriptomic data, ten differentially expressed genes (DEGs) were selected for qRT-PCR analysis. 

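The expression of the 10 genes measured by qRT-PCR was examined in the RNA-seq libraries, and the qRT-PCR values were not analysed here. In colonized ISE42 roots at 7 DAT, 6 of them were upregulated and 2 downregulated. The largest rise was that of SETIT_016682mg, described as NRT1/PTR family protein 8.3, from 11.2 ± 8.23 to 106 ± 15.0 FPKM (SD, n = 3 libraries each), a log2 fold change of 3.46 (standard error 0.39, adjusted p = 9.13e-07). The potassium channel AKT1 gene SETIT_000254mg had a log2 fold change of 2.67 (standard error 0.35, adjusted p = 5.39e-06) and the GH3.8 gene SETIT_029251mg had one of 2.41 (standard error 0.51, adjusted p = 0.000723). Those of SETIT_009413mg (cellulose synthase-like protein H1), SETIT_016794mg (protein DETOXIFICATION 49) and SETIT_004153mg, which has no description, were 1.93, 1.55 and 1.38, with adjusted p values of 0.000133, 0.00374 and 0.0366. The aquaporin gene SETIT_030712mg (PIP2-6) and SETIT_020982mg had log2 fold changes of -1.96 (adjusted p = 0.000164) and -2.08 (adjusted p = 1.77e-06). SETIT_021174mg and the SPX domain gene SETIT_037147mg changed by 0.92 and -0.40 and were not among the DEGs. The first was upregulated with median-of-ratios scaling, quantile normalization and a block for replicate number within accession and day. It was also upregulated in 3 of the 6 fits that each left out a library, and SETIT_004153mg in 1 of them. With a term for replicate number in the model, 5 genes were upregulated and 2 downregulated. In TT8 at 14 DAT, SETIT_009413mg, SETIT_021174mg and SETIT_020982mg were upregulated, with log2 fold changes of 1.90, 1.18 and 1.10, and SETIT_004153mg and SETIT_037147mg were downregulated, with -2.47 and -2.22. At 7 DAT in TT8 0 genes were upregulated and only SETIT_037147mg was downregulated (-1.65, standard error 0.34, adjusted p = 0.0367), against 4 and 4 at an unadjusted p below 0.05, and in ISE42 at 14 DAT no gene was called, against 2 and 2. Adjusted over the 10 genes alone, 6, 3, 3 and 2 were upregulated in ISE42 at 7 DAT, TT8 at 7 DAT, TT8 at 14 DAT and ISE42 at 14 DAT, and 2, 2, 2 and 0 downregulated. The effects of AM symbiosis at 7 DAT differed between the accessions for 6 of the 10 genes. The reference gene of the qRT-PCR, an elongation factor 1-alpha gene (SETIT_022040mg), had a log2 fold change of -0.47 (standard error 0.15, adjusted p = 0.0122) in colonized ISE42 roots at 7 DAT, under the 2-fold limit.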

The high correlation coefficient (R^2^) between RNA-seq and qRT-PCR results confirmed the reliability of the transcriptomic analysis (**Supplementary Figures 2**, **3**).

Principle Component Analysis (PCA) was conducted to assess the consistency of biological replicates and to explore global expression variation across treatments. PC1 and PC2 accounted for 53.9% and 19.3% of the total variance, respectively. 

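In a PCA of the centered log2 values of the 24291 tested genes in the 24 libraries, PC1 accounted for 50.12% and PC2 for 19.99% of the variance. Over the 24 fits that each left out 1 library, the SDs of these shares were 1.09 and 1.02 percentage points. These SDs are not standard errors of the shares. Scaling each gene to unit variance moved the PC1 share most, to 44.35%, and across all alternatives it lay between 44.35% and 54.29%. The PC2 share lay between 18.60% and 21.41%.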

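Pairwise Spearman correlations between replicate libraries, computed across the tested genes of a library and thus not over independent units, were between 0.9595 and 0.9862. The median SD of the log2 values was smallest in mock-treated ISE42 roots at 14 DAT, at 0.154, and largest in colonized ISE42 roots at 7 DAT, at 0.291. At 7 DAT, the 6 TT8 libraries had PC2 scores of -112.1 to -98.14 and the 6 ISE42 libraries scores of -25.96 to 75.48. At 14 DAT, the PC2 scores were -7.534 to 0.2333 in TT8 and 68.52 to 93.80 in ISE42, so the accessions did not overlap on either day. Along PC1, the 7 DAT libraries lay between -205.1 and 45.19 and the 14 DAT libraries between 40.93 and 117.2.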

Replicates clustered tightly within each treatment group, while samples from TT8 and ISE42 were clearly separated, indicating distinct transcriptomic responses to drought between the two accessions (**Figure 4A**). Notably, clear separation between mock- and AMF-treated samples was observed at 7 DAT, particularly in ISE42. However, by 14 DAT, transcriptomic profiles of mock- and AMF-treated samples converged in both accessions, suggesting that prolonged drought diminished the transcriptional impact of AM symbiosis (**Figure 4A**).

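At 7 DAT, the scores of mock- and AMF-treated ISE42 roots were separated on both components, with PC1 at -170.1 to -162.5 and -205.1 to -192.2, and PC2 at -25.96 to 3.234 and 67.04 to 75.48. In TT8, PC1 ran from -12.82 to 45.19 in mock-treated and from -38.96 to -5.964 in AMF-treated roots, and PC2 from -110.2 to -98.14 and from -112.1 to -107.8, so the scores of the treatments overlapped. Over all tested genes, the distance between the means of the treatments was compared with the mean distance of libraries from their own group mean. It was 2.95 times as large in ISE42 and 1.28 times in TT8. Both were the largest of the 10 ways to split the 6 libraries into 3 and 3 (exact permutation test, p = 0.1 in each accession, the smallest p that 3 libraries against 3 allow), and the next largest ratios were 1.11 and 1.21. Of the tested genes, 56.4% did not overlap between mock- and AMF-treated libraries in ISE42 and 18.2% in TT8, against 10% by chance.

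**Figure D1:**
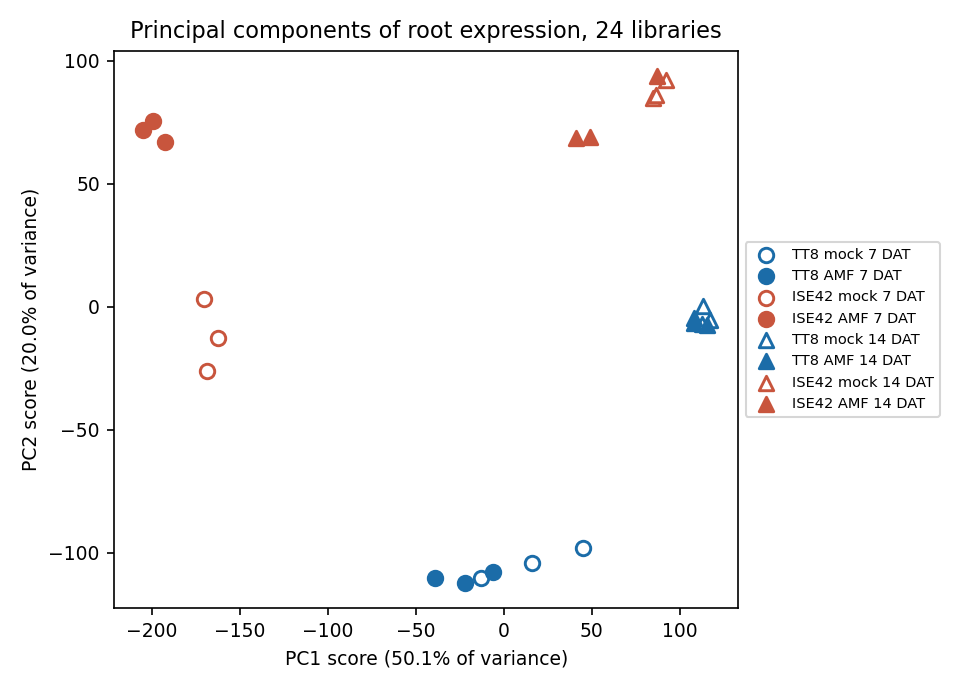
Scores of the 24 root libraries on PC1 (x axis, 50.12% of the variance) and PC2 (y axis, 19.99%) of log2 FPKM values, with circles for 7 DAT and triangles for 14 DAT, filled for AMF-treated and open for mock-treated, blue for TT8 and red for ISE42. The 3 colonized ISE42 libraries at 7 DAT lie at PC2 scores of 67.04 to 75.48, apart from their mock controls at -25.96 to 3.234.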

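At 14 DAT, mock- and AMF-treated TT8 roots had PC1 scores of 113.0 to 117.2 and 108.0 to 115.4, and PC2 scores of -6.982 to 0.2333 and -7.534 to -4.421. In ISE42, mock-treated roots had PC1 scores of 85.11 to 92.45 and PC2 scores of 84.96 to 92.18, while AMF-treated roots spread over 40.93 to 87.17 and 68.52 to 93.80. Replicate 1 of the AMF-treated ISE42 roots lay among the mock controls, at a PC1 score of 87.17, and replicates 2 and 4 lay at 48.81 and 40.93. The ratio of the distance between treatment means to the mean distance of libraries from their group mean was 1.30 in TT8 and 1.37 in ISE42. Both were again the largest of the 10 splits (exact permutation test, p = 0.1, the smallest possible). The next largest ratios were 1.14 and 1.28. At this day 24.9% of the tested genes in TT8 and 21.4% in ISE42 did not overlap between the treatments, where 10% would by chance.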

**Figure 4:**
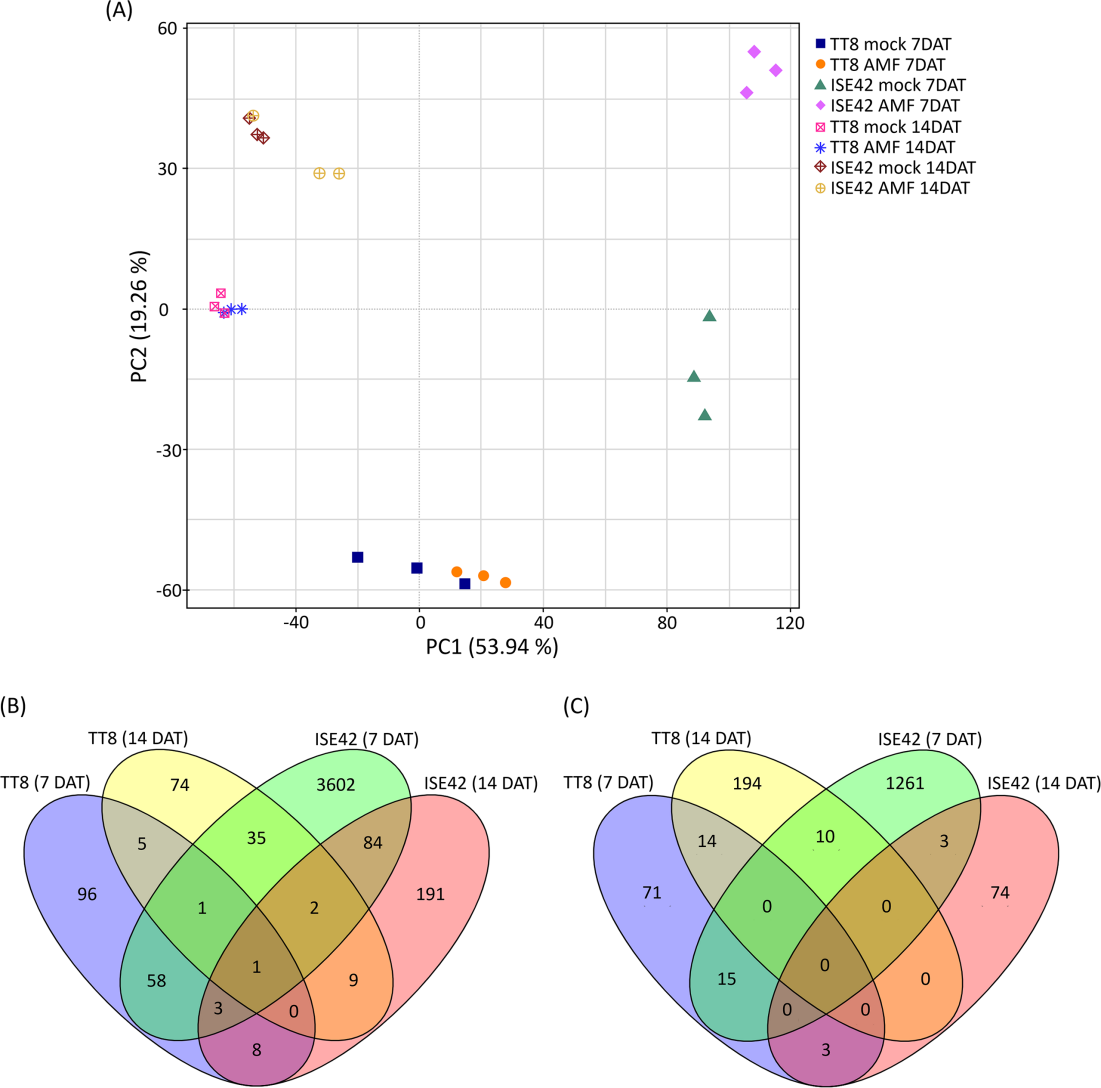
Overview of transcriptome analysis. **(A)** Principal component analysis (PCA) of transcriptomic data. **(B, C)** Venn diagrams of upregulated and downregulated genes in response to AM symbiosis, respectively.

DEGs were identified using fold change were >2 or<0.5 with FDR< 0.05. In TT8, 172 genes were upregulated and 103 downregulated at 7 DAT, while 127 genes were upregulated and 218 downregulated at 14 DAT. In contrast, ISE42 exhibited a much stronger transcriptional responses at 7 DAT, with 3786 upregulated and 1289 downregulated genes. However, at 14 DAT, only 298 and 80 genes were up- and downregulated, respectively, consistent with the reduced symbiotic effect observed in PCA results.

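In TT8, 54 genes were upregulated and 18 downregulated at 7 DAT, and 122 were upregulated and 200 downregulated at 14 DAT. At an unadjusted p below 0.05, 3045 and 4870 of the 24291 genes changed. These calls depended on the fit of all 24 libraries together: a model of the 6 libraries of each comparison alone gave 0 and 3 genes at 7 DAT and 0 and 1 at 14 DAT. In the other direction, array weights with robust empirical Bayes gave 558 and 237 genes at 7 DAT and 220 and 394 at 14 DAT. Quantile normalization gave 28 and 24 genes at 7 DAT. With each library left out in turn, the 7 DAT counts lay between 10 and 263 upregulated and 3 and 38 downregulated genes, and those at 14 DAT between 38 and 176 and between 38 and 352. At 7 DAT, the largest rise without overlap between treatments, apart from the symbiosis-conserved *RAM1*, was that of SETIT_020115mg on chromosome I from 14475964 to 14476789, described as putative ripening-related protein 5. It rose from 0.0262 ± 0.0453 to 3.11 ± 2.86 FPKM (SD, n = 3 libraries each), at least 11.49-fold, with a log2 fold change of 4.14 (standard error 0.64, adjusted p = 0.00716). The largest falls were those of SETIT_040056mg, which has no description (-2.93, adjusted p = 0.0197), and SETIT_004341mg, a cortical cell-delineating protein gene on chromosome V (-2.61, adjusted p = 0.0202). At 14 DAT, the PTI1-like tyrosine-protein kinase gene SETIT_030156mg on chromosome II from 38205346 to 38207338 rose at least 8.181-fold, with a log2 fold change of 3.47 (standard error 0.50, adjusted p = 0.00162), and SETIT_030293mg, described as probable cinnamyl alcohol dehydrogenase 8D, had one of 3.34 (standard error 0.64, adjusted p = 0.00884). SETIT_007964mg, with no description, had a log2 fold change of -5.01 (adjusted p = 0.0102) and lay at 0 in all AMF-treated libraries, at least 2.732-fold lower, and SETIT_004341mg had one of -3.32 (adjusted p = 0.00162).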

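In ISE42 at 7 DAT, 2644 genes were upregulated and 2372 downregulated, and 13039 of the 24291 tested genes had an unadjusted p below 0.05. The median log2 fold change of all tested genes was -0.30, and median-of-ratios scaling of the libraries moved it to -0.08. With that scaling, 3093 genes were upregulated and 1403 downregulated, and the upregulated share of the calls rose from 52.71% to 68.79%, with 4043 calls in common. Quantile normalization gave 3064 and 2473 genes. The counts moved most, to 1087 and 332, under limma's treat test against a 2-fold minimum. With each library left out in turn, between 2314 and 2758 genes were upregulated and between 1891 and 2750 downregulated. Mock- and AMF-treated libraries of the same replicate number, which are different plants, had a mean correlation of 0.147 between their deviations from the group means. With a term for replicate number in the model, 2557 genes were upregulated and 2382 downregulated, of which 4683 were among the calls made without it. The largest rise outside the symbiosis-conserved genes was that of SETIT_004567mg, a gene without a description, from 0 in all mock-treated libraries to 173 ± 57.6 FPKM (SD, n = 3), at least 322.0-fold (log2 fold change of 10.70, standard error 0.26, adjusted p = 3.52e-16). The largest falls were those of the aquaporin gene SETIT_007002mg (PIP1-6), at a log2 fold change of -5.43 (standard error 0.59, adjusted p = 6.2e-07), and of SETIT_012883mg, which has no description, at -5.02 (standard error 0.86, adjusted p = 9.98e-05).

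**Figure D2:**
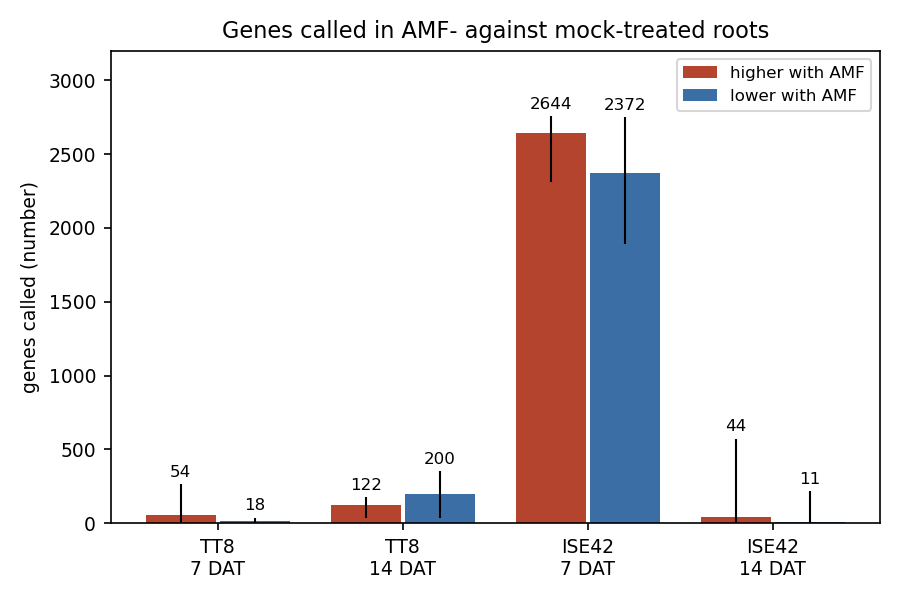
Number of upregulated and downregulated genes (y axis) in the 4 comparisons of AMF- with mock-treated roots (x axis), with vertical lines for the range over fits that each left out 1 library. The bars of ISE42 at 7 DAT, at 2644 and 2372 genes, stand above those of the other 3 comparisons, which reach 200 at most.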

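In ISE42 at 14 DAT, 44 genes were upregulated and 11 downregulated, with 3480 genes at an unadjusted p below 0.05. These counts depended on single libraries: leaving out each in turn gave 0 to 571 upregulated and 0 to 218 downregulated genes, with the highest counts when replicate 1 of the AMF-treated roots was left out. Array weights with robust empirical Bayes gave 766 and 325 genes, the largest counts of any alternative, and the 6 libraries fitted alone gave 1 and 0. Quantile normalization gave 16 and 9 genes. The kinase gene SETIT_030156mg rose at least 7.82-fold, with a log2 fold change of 2.98 (standard error 0.50, adjusted p = 0.0132), and was the only gene upregulated in all 4 comparisons. SETIT_008729mg, without a description, had the largest log2 fold change, 3.79 (standard error 0.68, adjusted p = 0.0226), but its values of 1.41 ± 0.783 FPKM (SD, n = 3) rested on 3 to 11 fragments per library, at least 1.828-fold above the detection floor. SETIT_003972mg changed by -3.71 (adjusted p = 0.00742) and lay at 0 in the AMF-treated libraries, at least 1.097-fold lower, and SETIT_011437mg changed by -2.48 (adjusted p = 0.0417).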

Comparative DEG analysis 63 commonly upregulated and 15 commonly downregulated genes between TT8 and ISE42 in response to AM symbiosis at 7 DAT. 

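At 7 DAT, 20 genes were upregulated in both accessions, where independent lists of 54 and 2644 genes would share 5.88 (Fisher's exact test, one-sided, p = 4.15e-07, adjusted p = 1.66e-06 over the 8 overlaps tested). Commonly downregulated were 4 genes, SETIT_018026mg, SETIT_017063mg, SETIT_024790mg and SETIT_004341mg, named after their values were seen, against 1.76 by chance (Fisher's exact test, p = 0.0917, adjusted p = 0.16). The number of commonly upregulated genes was between 0 and 159 across the alternatives, the extremes being the treat test and array weights. Over all 4 comparisons, 2749 genes were upregulated in exactly 1 and 54 in exactly 2, and 2536 were downregulated in exactly 1 and 31 in exactly 2.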

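At 14 DAT, 1 gene was upregulated in both accessions, the kinase gene SETIT_030156mg, where 0.221 would be shared by chance (Fisher's exact test, one-sided, p = 0.199, adjusted p = 0.265). Its fragments numbered 7 to 37 in AMF-treated and 0 to 1 in mock-treated TT8 libraries, and 22 to 30 and 1 to 3 in those of ISE42. No gene was downregulated in both, with 0.0906 by chance (p = 1 in Fisher's exact test). With array weights 14 genes were commonly upregulated and 3 commonly downregulated.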

At 14 DAT, only 12 genes were commonly upregulated and none downregulated between two accessions. 

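In TT8, 4 genes were upregulated at both 7 and 14 DAT, SETIT_030156mg, SETIT_023769mg, SETIT_022497mg and SETIT_000162mg, named after their values were seen, against 0.271 by chance (Fisher's exact test, one-sided, p = 0.000158, adjusted p = 0.000421), and 6 were downregulated on both days, against 0.148 (p = 4.94e-09 in Fisher's exact test, adjusted p = 3.95e-08). In ISE42, 8 genes were upregulated on both days, where 4.79 would be by chance (Fisher's exact test, p = 0.0998, adjusted p = 0.16), and 1, SETIT_007262mg, was downregulated on both, against 1.07 (p = 0.677 in Fisher's exact test, adjusted p = 0.774). Of the alternatives, array weights moved the ISE42 overlap most, to 202 genes upregulated on both days. Chance numbers assumed lists drawn independently from the 24291 tested genes.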

Temporal comparisons within the same genotype showed minimal overlap in TT8 (7 and 14 genes up- and downregulated at both time points, respectively), whereas ISE42 displayed 90 commonly upregulated and 3 commonly downregulated genes across 7 and 14 DAT (**Figures 4B,C**). These results suggested that AMF colonization elicited a stronger and more dynamic transcriptional responses in drought-tolerant accession ISE42 compared to the drought-sensitive TT8.

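The difference between the effects of AM symbiosis in ISE42 and TT8 was tested directly. At 7 DAT, the effect was more positive in ISE42 than in TT8 for 1906 genes and more negative for 2375, 4281 in all. These directions do not tell in which accession a gene changed more. At 14 DAT, 348 and 145 genes differed in this way, 493 in all. Between 7 and 14 DAT, the effect differed for 4710 genes in ISE42, of which 2084 were higher and 2626 lower at 7 DAT, and for 80 genes in TT8, of which 60 were higher and 20 lower. The largest moves were to 695 genes at 7 DAT and 854 between days in ISE42 under the treat test, and to 1784 at 14 DAT and 674 between days in TT8 with array weights, where the treat test gave 0 and 0. The directions depended on the scaling. Median-of-ratios scaling gave 2318 more positive and 1168 more negative effects in ISE42 at 7 DAT, and 287 and 245 at 14 DAT. Between days it gave 2549 higher and 1291 lower effects at 7 DAT in ISE42, and 68 and 49 in TT8. Quantile normalization gave 2501 and 1912, 169 and 116, 2607 and 2243, and 24 and 22. A term for replicate number gave 4043, 676, 4587 and 210 genes for 7 DAT, 14 DAT, days in ISE42 and days in TT8. With that term within accession and day, the numbers were 2525, 1166, 4019 and 154. With each of the 12 libraries of an interaction left out in turn, the counts were 3374 to 4732 at 7 DAT, 65 to 1194 at 14 DAT, 3793 to 5342 between days in ISE42 and 4 to 258 between days in TT8. From its comparisons of DEGs, the paper proposes that AMF colonization elicits a stronger and more dynamic transcriptional response in the drought-tolerant ISE42 than in the drought-sensitive TT8.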

### 3.3 Gene ontology analysis of DEGs

To gain an overview of the functional roles of DEGs, Gene Ontology (GO) enrichment analysis was conducted. Given the high number of DEGs in ISE42 at 7 DAT, 20 and 8 Biological Property (BP) GO terms were significantly enriched among up- and down-regulated genes, respectively. In contrast, only 6 and 11 BP terms were enriched in up- and down-regulated genes in TT8, respectively.

Consistent with the observed beneficial effects of AM symbiosis on drought tolerance in ISE42, upregulated genes were significantly enriched in GO terms associated with ROS detoxification. These included hydrogen peroxide catabolic/metabolic process (GO:0042744, GO:0042743), cellular detoxification (GO:1990748, GO:0098754, GO:0098869), reactive oxygen species metabolic process (GO: 0072593), oxylipin metabolic/biosynthesis process (GO:0031407, GO:0031408) and peroxidase activity (GO:0004601). 

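GO terms were not analysed here, and gene families were instead taken from the descriptions of 13320 tested genes. Of the 76 tested genes described as peroxidases, 21 (27.6%) were upregulated in ISE42 at 7 DAT, against 10.6% of the other described genes (Fisher's exact test, one-sided, p = 3.16e-05, adjusted p = 0.00041 over 104 tests of 13 families in the 4 comparisons and both directions). Another 6 peroxidase genes were downregulated. Of the 24 germin-like protein genes, 12 were upregulated and 0 downregulated (Fisher's exact test, adjusted p = 4.3e-05), against 0 downregulated at an unadjusted p below 0.05. The largest rise among them was that of SETIT_032400mg (germin-like protein 9-3, chromosome II from 15476239 to 15477117), at least 199-fold, with a log2 fold change of 8.70 (standard error 0.51, adjusted p = 2.41e-10). In TT8 at 7 DAT, 0 peroxidase genes were upregulated and 1, SETIT_020718mg, downregulated, against 4 and 12 at an unadjusted p below 0.05. The effects differed between the accessions for 25 peroxidase and 9 germin-like protein genes. The term for replicate number gave 21 upregulated peroxidase and 12 germin-like protein genes in ISE42.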

Interestingly, the GO term “response to hydrogen peroxide (GO:004252)” was enriched in downregulated genes. Additionally, genes involved in jasmonic acid (JA)-mediated signaling pathway (GO:0009867), which is known to play a role in stress responses, were upregulated in ISE42 (**Supplementary Table 4**).

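Among the genes described as TIFY proteins (a description that the *JAZ* genes carry), 8 of 11 (72.7%) were upregulated in ISE42 at 7 DAT and 1 was downregulated (Fisher's exact test for upregulation, one-sided, p = 2.07e-06, adjusted p = 4.3e-05). Median-of-ratios scaling and quantile normalization gave 9 and 8 upregulated genes, and the term for replicate number 8. At 7 DAT in TT8, 0 of these genes were upregulated, and 4 had a higher value at an unadjusted p below 0.05. The TIFY 11b gene SETIT_037702mg on chromosome IX from 54789199 to 54790107 rose from 284 ± 276 to 1434 ± 664 FPKM in ISE42 (SD, n = 3 libraries each), a log2 fold change of 2.74 (standard error 0.61, adjusted p = 0.00112). The effects differed between the accessions for 6 of the genes, but not for this one (interaction 1.13, adjusted p = 0.322).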

Unexpectedly, several GO terms related to water and fluid transport (GO:0006833, GO:0042044, GO:0005372, GO:0015250) and metal ion transport (GO:0030001, GO:0005506) were enriched in genes downregulated by AM symbiosis in ISE42 at 7 DAT (**Supplementary Table 5**). These findings suggested that AM symbiosis may contribute to drought tolerance in ISE42 not only through ROS detoxification but also by modulating transport process to optimize water and ion balance.

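Genes described as aquaporins were downregulated in ISE42 at 7 DAT in 11 of 22 cases (50.0%), against 9.3% of the other described genes (Fisher's exact test, one-sided, p = 1.25e-06, adjusted p = 4.3e-05), and 3 were upregulated. With median-of-ratios scaling 9 were downregulated, with quantile normalization 12 and with the term for replicate number 11. In TT8 roots at 7 DAT no aquaporin gene was called, while 2 were higher and 5 lower at an unadjusted p below 0.05, and the effects differed between the accessions for 9 genes.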

In contrast, responses to AM symbiosis in TT8 was characterized by enrichment of GO terms related to cellular responses to phosphate starvation/nutrient levels (GO:0016036, GO:0009267, GO:0031667, GO:0031669), which are the classical markers of symbiotic responses. 

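Of the 8 tested genes described with an SPX domain, 3 were downregulated in TT8 at 7 DAT, SETIT_018026mg, SETIT_006987mg and SETIT_037147mg, against 0.0526% of the other described genes (Fisher's exact test, one-sided, p = 1.7e-08, adjusted p = 8.86e-07). The number was between 0 and 3 across the alternatives, with 0 in the fit of the 6 libraries alone, under the treat test and with a block for replicate number within accession and day. SETIT_037147mg (SPX domain-containing protein 5, chromosome IX from 42960061 to 42961441) fell from 64.4 ± 44.3 to 17.6 ± 0.955 FPKM (SD, n = 3 libraries each), with an adjusted p between 0.00174 and 1 across the alternatives. In colonized ISE42 roots at 7 DAT, 2 SPX domain genes were downregulated and 1 was upregulated. The effect on SETIT_037147mg was not shown to differ between the accessions (interaction 1.24, adjusted p = 0.0533). Of the SPX domain genes, 1 had a more positive and 1 a more negative effect in ISE42. With median-of-ratios scaling and with quantile normalization, these numbers were 3 and 1.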

Despite a lower wilting index in AM-colonized TT8 plants, no GO terms directly related to drought stress were significantly enriched, implying that AMF may enhance drought performance in TT8 primarily through improved nutrient acquisition, particularly phosphate (**Supplementary Tables 4**, **5**).

At 14 DAG, despite several visible dehydration symptoms, GO enrichment analysis identified 12 and 1 BP terms among upregulated and downregulated genes, respectively, in TT8. Among upregulated terms, several were associated with phenylpropanoid biosynthesis and metabolic pathways (GO:0009698, GO:0009699), cinnamic acid biosynthesis/metabolic process (GO:0009800, GO:0009803) and phenylalanine catabolic/metabolic process (GO:0006558, GO:0006559), all of which are involved in the production of phenolic compounds that help mitigate abiotic stress. 

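In TT8 at 14 DAT, 0 of 5 tested phenylalanine ammonia-lyase genes were upregulated, and 1 was higher at an unadjusted p below 0.05. Of 15 laccase genes, 1 was upregulated, SETIT_009653mg (Fisher's exact test, one-sided, p = 0.0527, adjusted p = 0.386), and 4 were higher at an unadjusted p below 0.05. The *4CL* gene SETIT_034944mg had a log2 fold change of 1.26 (standard error 0.33, adjusted p = 0.0353), but was upregulated in only 1 of the 6 fits that each left out a library. None of the 43 heat shock protein genes was downregulated, against 10 at an unadjusted p below 0.05. With a term for replicate number, 4 were downregulated, with that term within accession and day 5, and with array weights 2.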

Meanwhile, responses to hydrogen peroxide (GO:0042542) were enriched in downregulated genes, suggesting delayed activation of oxidative stress mitigation pathways by AM colonization in TT8 (**Supplementary Tables 4**, **5**).

In ISE42 at 14 DAT, 16 BP terms were enriched among DEGs regulated by AM symbiosis. 

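Of the 32 tested genes described with xyloglucan or xylan, 0 were downregulated in ISE42 at 14 DAT, while 1 was lower and 8 were higher at an unadjusted p below 0.05. In the fit without replicate 1 of the AMF-treated roots, 0 were downregulated, and with array weights 8 were upregulated and 1 downregulated.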

Notably, more than 75% of downregulated BP terms were associated with cell wall biosynthesis. Conversely, upregulated DEGs were enriched in terms related to lignin metabolism (GO:0046274, GO:0019748, GO:0009808). These results suggested that under prolonged drought, AMF may enhance drought tolerance in ISE42 through the modulation of cell wall biosynthesis and remodeling, which could contribute to improve mechanical strength and stress resilience (**Supplementary Tables 4**, **5**).

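In ISE42 at 14 DAT, none of the 15 tested laccase genes was upregulated, and 3 were higher at an unadjusted p below 0.05. With array weights, 3 were upregulated.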

### 3.4 Genotype-dependent regulation of AM symbiosis-conserved genes under drought stress

Genes essential for AM symbiosis are widely conserved across host plant genomes (Delaux et al., 2014; Favre et al., 2014; Bravo et al., 2016). To assess the influence of drought stress on these genes and compared genotype-specific responses, we examined the expression patterns of 63 AM symbiosis-conserved genes in TT8 and ISE42. At 7 DAT, 44 of these genes were significantly upregulated in ISE42, indicating strong transcriptional activation of the symbiotic pathway under drought conditions. In contrast, only three genes were significantly induced in TT8, despite previous reports of widespread upregulation under well-watered conditions (Chang and Lin, 2023). 

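Of the 63 AM symbiosis-conserved genes, 56 passed the expression filter. In ISE42 roots at 7 DAT, 36 of them were upregulated and 3 downregulated, both over all genes tested and adjusted over the list alone, and the median log2 fold change was 2.28. As a set they rose relative to the other genes (limma's camera test, adjusted p = 4.94e-18 over the 4 comparisons and 4 interactions), with 43 of 56 higher in AMF-treated roots. The filter of at least 5 FPKM moved the count most, to 20 with fewer genes tested, and each fit that left out a library gave 36. The term for replicate number also gave 36 and 3 (camera test, adjusted p = 1.47e-17). The subtilisin inhibitor gene SETIT_019796mg was at 0 in the mock-treated libraries and at 350.1 ± 108 FPKM in the AMF-treated (SD, n = 3), at least 550.8-fold higher (log2 fold change of 11.73, standard error 1.00, adjusted p = 3e-08). SETIT_035307mg (*RAM2*), encoding a glycerol-3-phosphate acyl transferase, rose at least 117-fold, with a log2 fold change of 6.54 (standard error 0.44, adjusted p = 1.27e-09), and the ammonium transporter gene SETIT_004697mg (*AMT3;1*, chromosome V from 42462555 to 42465700) one of 2.79 (standard error 0.34, adjusted p = 2.08e-06). SETIT_021787mg (*DMI3*), a calcium/calmodulin-dependent protein kinase gene, rose by 1.81 (standard error 0.24, adjusted p = 7.07e-06), and the LEA gene SETIT_023221mg changed by -1.95 (standard error 0.26, adjusted p = 6.01e-06). Fragments of 11 marker genes of the list, chosen after their values were seen, numbered 2279 to 4030 per AMF-treated and 0 to 3 per mock-treated ISE42 library.

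**Figure D3:**
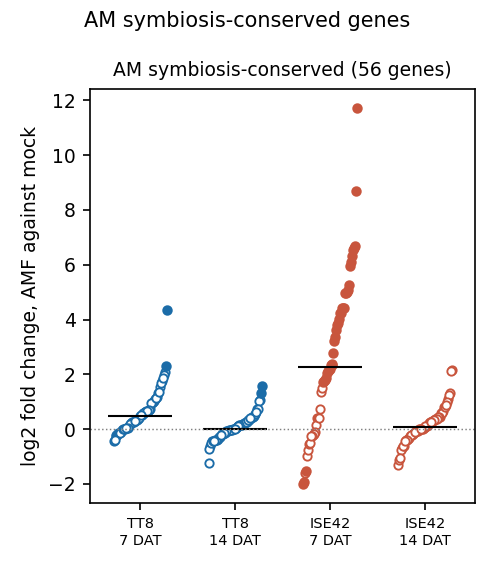
Log2 fold change (AMF- over mock-treated roots, y axis) of the 56 tested AM symbiosis-conserved genes in the 4 comparisons (x axis), with filled points for upregulated or downregulated genes, open points for the others and a black line at the median. The median is 2.28 in ISE42 at 7 DAT and at most 0.49 in the other comparisons.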

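For TT8 at 7 DAT, 2 of the 56 tested genes were upregulated and 18 were higher at an unadjusted p below 0.05, and 4 were upregulated when adjusted over the list alone. Array weights gave 6, the most of any alternative, and the treat test 0. As a set the genes were nevertheless higher in AMF-treated TT8 roots, with 44 of 56 rising (camera test of limma, adjusted p = 3.28e-05), at a median log2 fold change of 0.49. The GRAS transcription factor gene SETIT_027708mg (*RAM1*, chromosome VIII from 24940992 to 24944675) was at 0 in mock-treated and at 2.89 ± 2.65 FPKM in AMF-treated roots (SD, n = 3), at least 41.88-fold higher (log2 fold change of 4.34, standard error 0.62, adjusted p = 0.0036). In ISE42 it rose at least 39.2-fold (log2 fold change of 4.44, standard error 0.62, adjusted p = 1.08e-05), and the effects were not shown to differ between the accessions (interaction 0.09, adjusted p = 0.947). SETIT_038965mg (*Nod-factor receptor 5*) had a log2 fold change of 2.29 (standard error 0.43, adjusted p = 0.0213) and was upregulated in 2 of the 6 fits that each left out a library. The interaction at 7 DAT passed the limits for 31 genes with a more positive and 3 with a more negative effect in ISE42 (camera test, adjusted p = 3.49e-15). The 11 marker genes held 28 to 236 fragments per AMF-treated TT8 library, between 0.84% and 9.31% of the level in colonized ISE42 roots.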

By 14 DAT, induction of symbiosis-conserved genes was markedly reduced or undetectable in both accessions (**Supplementary Table 6**). 

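At 14 DAT, 2 symbiosis-conserved genes were upregulated in TT8, *RAD1* (SETIT_000959mg, 1.58, standard error 0.26, adjusted p = 0.00358) and *AMT3;1* (1.32, standard error 0.34, adjusted p = 0.0336), also when adjusted over the list alone. In ISE42 none was called, while 7 were higher and 2 lower at an unadjusted p below 0.05. The median log2 fold changes were 0.02 and 0.09, and neither set test passed 0.05 (camera, adjusted p = 0.14 in TT8 and 0.815 in ISE42). Leaving out each library in turn gave 1 to 2 upregulated genes in TT8 and 0 to 3 in ISE42. The marker genes held 3 to 22 fragments per AMF-treated ISE42 library at 14 DAT, 0.146% to 0.963% of the level at 7 DAT, which overlapped the 0, 17 and 1 fragments (0% to 0.682%) of the mock-treated libraries of that day.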

Staining confirmed the presence of fungal structures in roots (**Supplementary Figure 1**), yet drought reduced plant-fungus interaction. These findings indicated that transcriptional activation of AM symbiosis-conserved genes under drought stress is strongly genotype-dependent, and that prolonged drought suppresses the expression of these genes, suggesting a dominant effect of drought over AM symbiosis on the root transcriptome.

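Between 7 and 14 DAT, the effect of AM symbiosis on the 56 genes differed in ISE42 for 30 genes that were higher and 4 that were lower at 7 DAT (limma's camera test on the interaction, adjusted p = 3.86e-17). In TT8 1 gene was higher at 7 DAT (camera test, adjusted p = 0.14). At 14 DAT no gene of the list differed between the accessions (camera test, adjusted p = 0.335), with 1 higher and 4 lower in ISE42 at an unadjusted p below 0.05.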

### 3.5 Differential regulation of aquaporin genes by AM symbiosis under short-term and prolonged drought stress

Aquaporins (AQPs), particularly members of the plasma membrane intrinsic protein (PIP) and tonoplast intrinsic protein (TIP) families, play critical roles in facilitating water uptake under drought stress (Shivaraj et al., 2021), and their regulation by AM symbiosis can vary with drought severity (Bárzana et al., 2014). In this study, we investigated how the interaction between plant genotype and AM symbiosis influenced *AQP* expression under both short-term and prolonged drought conditions. 

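Of the 11 *TIP* and 12 *PIP* genes of foxtail millet listed in the paper's figure, 9 and 11 passed the expression filter. For ISE42 at 7 DAT, 4 *TIP* and 10 *PIP* genes were downregulated, and 0 and 0 upregulated, against 0 and 0 at an unadjusted p below 0.05. Adjusted over each family alone, 4 and 10 were downregulated. Median-of-ratios scaling gave 4 and 8, and quantile normalization 4 and 11. The largest move of the counts came with the treat test, to 2 and 4, and the term for replicate number gave 4 and 10. SETIT_007002mg (PIP1-6, chromosome IV from 7477208 to 7478512) fell from 34.1 ± 11.0 to 0.824 ± 0.647 FPKM (SD, n = 3 libraries each), and SETIT_010750mg (PIP2-5) had a log2 fold change of -3.11 (standard error 0.21, adjusted p = 1.69e-09). SETIT_017991mg (PIP1-5) and SETIT_017731mg (PIP1-2) changed by -2.28 and -1.38 (adjusted p = 1e-07 and 1.29e-06). The *TIP* gene SETIT_004276mg (TIP1-3) fell from 361 ± 48.4 to 47.2 ± 6.62 FPKM, a log2 fold change of -2.93 (standard error 0.21, adjusted p = 2.04e-09). In TT8 at 7 DAT none of these genes was called, with log2 fold changes of -1.68 to 0.58 for *TIP* and -0.69 to 2.48 for *PIP* genes. With unadjusted p values below 0.05, 1 *TIP* and 1 *PIP* gene were higher there and 3 and 3 lower. The effects differed between the accessions for 3 *TIP* and 5 *PIP* genes, among them SETIT_007002mg (interaction -7.91, adjusted p = 2.01e-06) and SETIT_004276mg (-3.21, adjusted p = 3.25e-07).

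**Figure D4:**
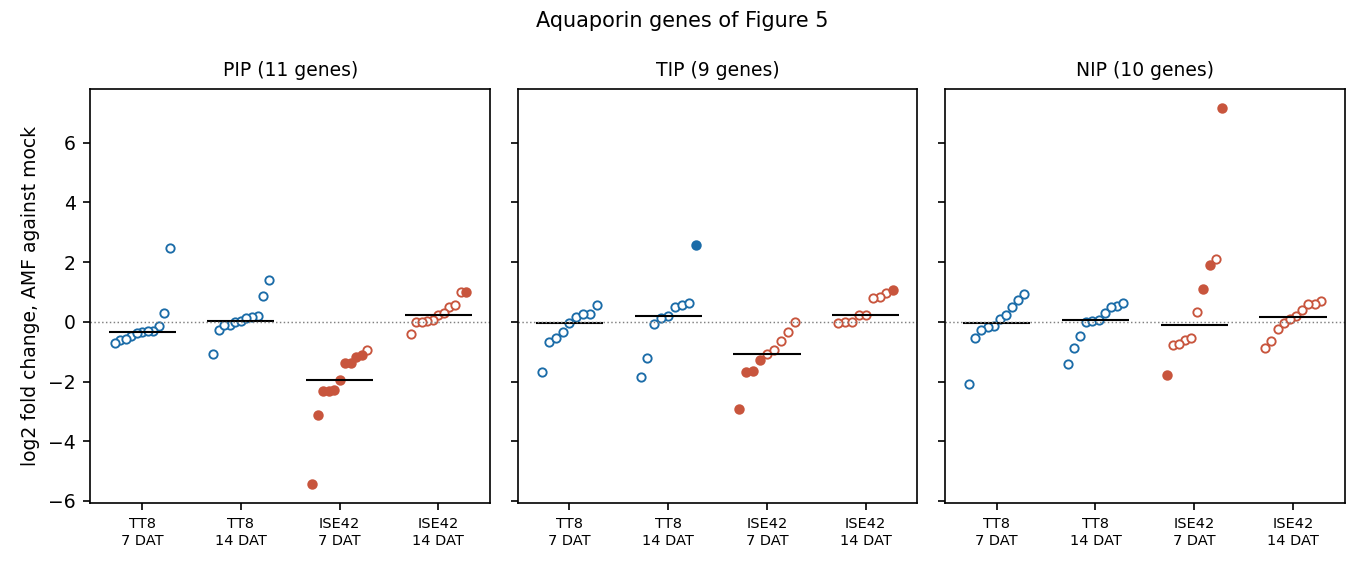
Log2 fold change (AMF- over mock-treated roots, y axis) of the tested *TIP*, *PIP* and *NIP* genes in the 4 comparisons (x axis), with filled points for upregulated or downregulated genes, open points for the others and a black line at the median. In ISE42 at 7 DAT, 4 *TIP* and 10 *PIP* points are filled below 0, and the *NIP* median lies at -0.11 (0.11 with median-of-ratios scaling).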

At 7 DAT, most of *PIP* and *TIP* genes in TT8 were either unaffected or slightly downregulated by AM symbiosis, whereas in ISE42, AMF colonization markedly suppressed the expression of these genes (**Figures 5A,B**), suggesting more effective drought alleviation in ISE42. Notably, several *NOD26-like intrinsic protein* (*NIP*) genes were upregulated in AMF-colonized ISE42 at 7 DAT, but remained unchanged in TT8 (**Figure 5C**). 

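Of the 12 *NIP* genes, 10 were tested, and in ISE42 at 7 DAT 3 were upregulated and 1 downregulated, also when adjusted over the family alone. SETIT_008400mg (NIP1-4, chromosome IV from 29057955 to 29059120) was at 0 in the mock-treated and at 14.5 ± 3.00 FPKM in the AMF-treated libraries (SD, n = 3), at least 92.3-fold higher with a log2 fold change of 7.17 (standard error 0.36, adjusted p = 4.22e-11), and SETIT_022896mg (NIP1-3) rose by 1.10 (standard error 0.22, adjusted p = 0.000521). The third upregulated gene was SETIT_018035mg (NIP1-1). SETIT_015217mg (NIP3-2) rose at least 2.77-fold, a log2 fold change of 2.11 that did not pass (adjusted p = 0.239, with 0.0041 to 1 across the alternatives). Without an expression filter, 5 genes were upregulated, and the treat test gave 1, the replicate term 3. The median log2 fold change of the *NIP* genes was -0.11, against -0.30 for all tested genes. At 7 DAT in TT8 no *NIP* gene was called, with 1 higher and 0 lower at an unadjusted p below 0.05, and the interaction passed for 4 genes, of which SETIT_008400mg was 1 (6.43, adjusted p = 8.56e-08).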

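At 14 DAT, few genes of the *TIP*, *PIP* and *NIP* families changed. In TT8, SETIT_003768mg, a *TIP* gene without a description, rose at least 1.79-fold, with a log2 fold change of 2.57 (standard error 0.32, adjusted p = 0.000398). In ISE42, SETIT_004276mg (TIP1-3) and SETIT_030703mg (PIP2-1) rose by 1.08 (standard error 0.21, adjusted p = 0.0359) and 1.01 (standard error 0.20, adjusted p = 0.0407), and were upregulated in 1 and 1 of 6 fits that each left out a library. At an unadjusted p below 0.05, 3, 2 and 0 of the *TIP*, *PIP* and *NIP* genes were higher and 2, 0 and 1 lower in AMF-treated TT8 roots, and 3, 3 and 1 were higher and 0, 0 and 1 lower in those of ISE42. The effect of AM symbiosis in ISE42 differed between 7 and 14 DAT for 6 *TIP*, 10 *PIP* and 5 *NIP* genes, and in TT8 for 1, 0 and 0.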

By 14 DAT, expression differences between AMF-inoculated and mock-treated plants were negligible in both accessions (**Figure 5**), indicating that the symbiotic modulation of *AQP* expression is largely confined to early drought responses.

**Figure 5:**
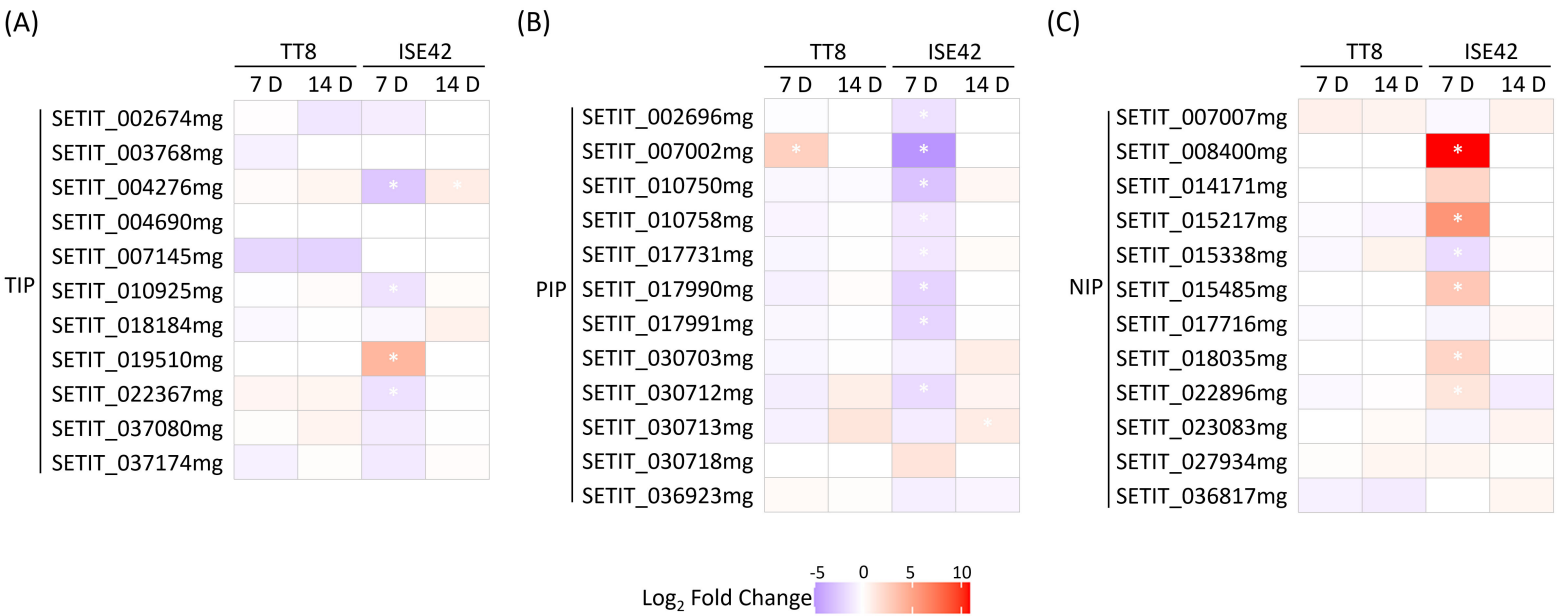
Differentially expressed aquaporin genes in TT8 and ISE42 during drought stress in response to AM symbiosis. **(A-C)** members of the TIP, PIP and NIP subfamilies. Asterisks (*) indicates statistically significant differences.

### 3.6 Regulation of nutrient transport genes by AM symbiosis under drought

AM symbiosis is known to enhance plant nutrient uptake efficiency, particularly for phosphate and nitrogen (Wang et al., 2017). To assess genotype-specific responses under drought, we examined nutrient transporter gene expression in TT8 and ISE42. Of the 12 annotated phosphate transporter 1 (PHT1) family members, only six homologs were detected. 

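Of the 6 *PHT1* homologs, 4 reached 1 FPKM in at least 3 libraries. In colonized ISE42 roots at 7 DAT 1 was upregulated, with or without adjustment over the family alone, and 0 were downregulated, with 2 lower at an unadjusted p below 0.05. The log2 fold changes of the 4 genes ranged from -0.99 to 6.67 in ISE42 and from -1.57 to 2.09 in TT8.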

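*PHT1;9* (SETIT_004288mg), which the annotation describes as inorganic phosphate transporter 1-11, lies on chromosome V from 31289556 to 31291680. In ISE42 roots at 7 DAT its expression was 18.9 ± 4.81 FPKM in AMF-treated and 0.103 ± 0.119 FPKM in mock-treated roots (SD, n = 3 libraries each), a log2 fold change of 6.67 (standard error 0.46, adjusted p = 1.89e-09). Across the alternatives the log2 fold change lay between 4.15 and 7.90, and between 6.40 and 7.12 when each library was left out in turn. In TT8 roots at 7 DAT it was 0.424 ± 0.294 FPKM in AMF-treated roots (SD, n = 3), at least 4.61-fold above the mock-treated roots, which were at the detection floor. This gave a log2 fold change of 2.09 (standard error 0.46, adjusted p = 0.0568), just above the limit, with no overlap between the treatments, and the adjusted p ran from 0.00739 with array weights to 1 under the treat test. Without the variance trend and with array weights the gene was upregulated in TT8. The rise was larger in ISE42 than in TT8 (interaction 4.58, adjusted p = 5.22e-05). At 14 DAT the means were 0.0887 ± 0.0495 and 0.0397 ± 0.0378 FPKM in AMF- and mock-treated TT8 roots and 0.0767 ± 0.0741 and 0.0113 ± 0.0196 FPKM in those of ISE42 (SD, n = 3 libraries each), and the treatments overlapped in both accessions. Between 7 and 14 DAT, the effect fell in ISE42 by 6.09 (adjusted p = 1.84e-06), and the fall in TT8 was not past the limit (1.65, adjusted p = 0.227).

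**Figure D5:**
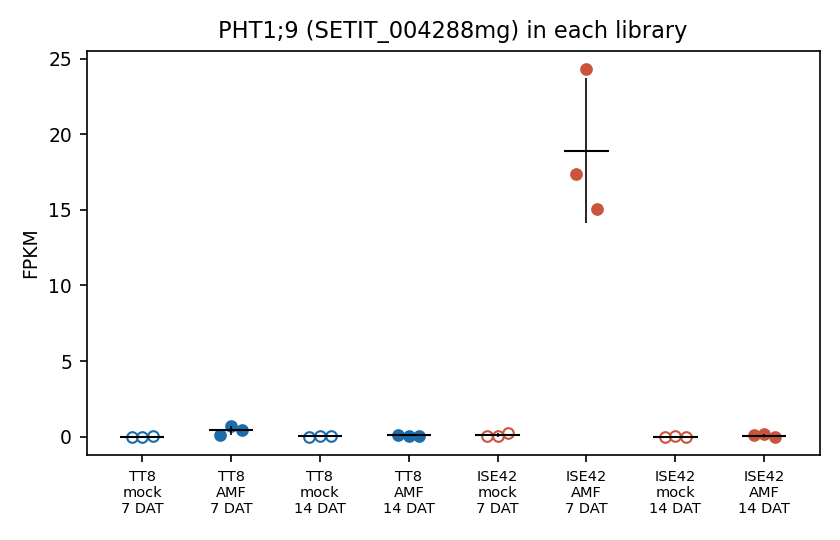
Expression of *PHT1;9* in FPKM (y axis) in the 8 groups of 3 libraries (x axis), with points for libraries and bars for the mean ± SD. Colonized ISE42 roots at 7 DAT stand at 18.9 FPKM, and the next highest mean is 0.424 FPKM, in AMF-treated TT8 roots at 7 DAT.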

Consistent with previous reports (Ceasar et al., 2014; Chang and Lin, 2023), *PHT1;9*, a AM symbiosis-conserved gene, was strongly upregulated at 7 DAT in both accessions, but its expression became undetectable at 14 DAT, likely due to prolonged drought suppression. 

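Besides *PHT1;9*, 3 of the remaining *PHT1* genes were tested, and none was upregulated or downregulated in TT8 or ISE42 at 7 or 14 DAT. With unadjusted p values below 0.05, 2 were lower in AMF-treated ISE42 roots and 1 in those of TT8 at 7 DAT, and 0 and 1 at 14 DAT. Adjusted over the family alone, 1 gene was downregulated in TT8 at 7 DAT and 1 at 14 DAT.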

The remaining five *PHT1* genes were either downregulated or unaffected by AM colonization (**Figure 6A**).

**Figure 6:**
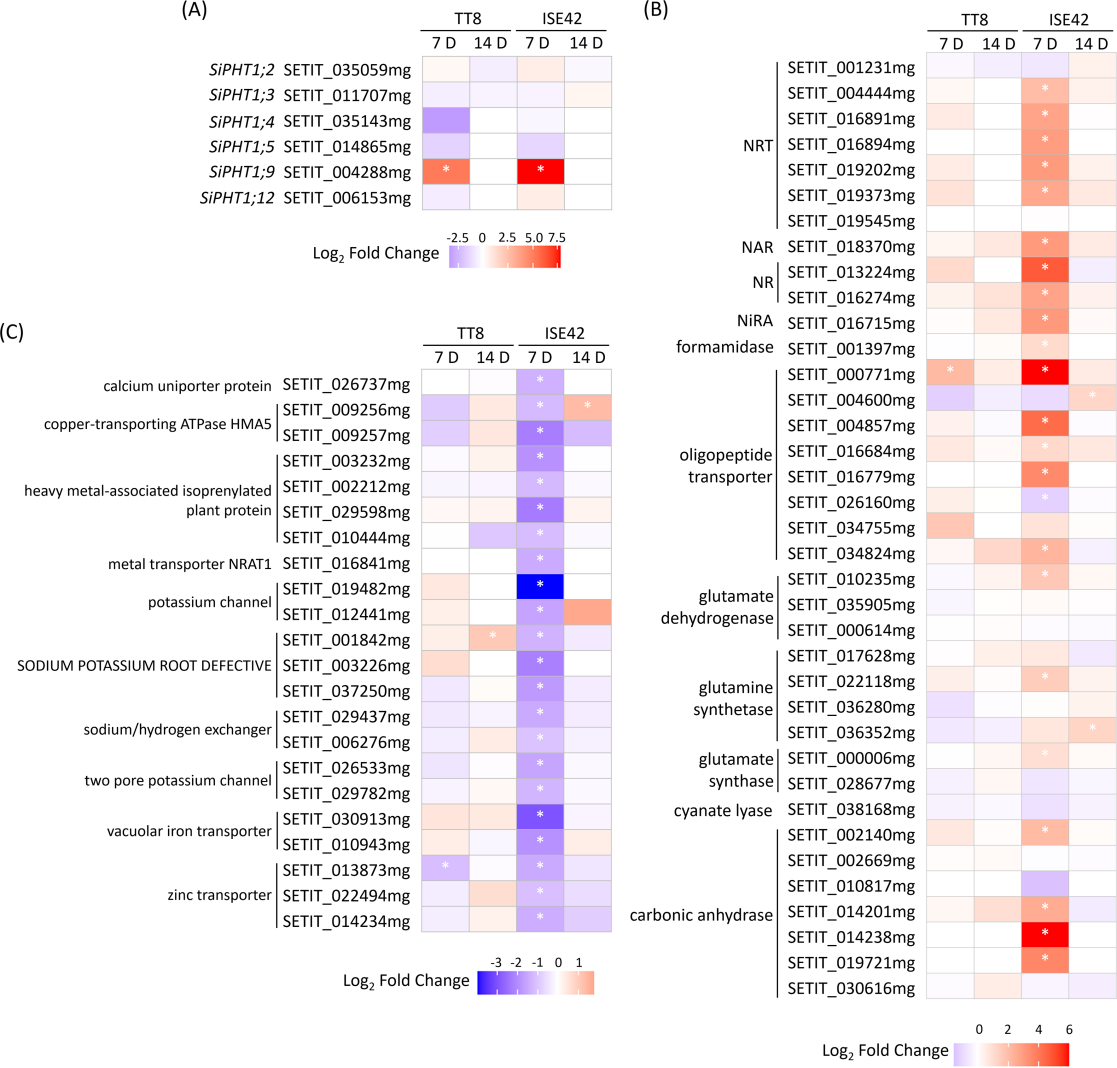
Differentially expressed genes associated with nutrient uptake and assimilation during drought stress in response to AM symbiosis. **(A)** Phosphate transporter genes. **(B)** Nitrate transporter and nitrogen assimilation genes. **(C)** Metal ion transporter genes. Asterisks (*) indicate statistically significant differences.

Nitrogen transport and assimilation showed pronounced genotype-specific regulation. 

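Of the 7 *NRT* genes of Figure 6B, 6 were tested, and 4 were upregulated in ISE42 at 7 DAT, also when adjusted over the family alone, while 0 were downregulated (1 at an unadjusted p below 0.05). SETIT_016891mg (high-affinity nitrate transporter 2.1, chromosome I from 10077252 to 10079106) rose from 5.29 ± 2.12 to 31.0 ± 15.8 FPKM (SD, n = 3 libraries each), a log2 fold change of 2.46 (standard error 0.54, adjusted p = 0.00101). SETIT_019202mg and SETIT_019373mg, which have no description, had log2 fold changes of 2.73 (standard error 0.56, adjusted p = 0.000569) and 2.38 (standard error 0.55, adjusted p = 0.00149). The fourth gene was the *OsNRT2.3a* homolog SETIT_004444mg, and the activating protein gene SETIT_018370mg (NAR2.1) rose by 2.95 (standard error 0.32, adjusted p = 6.49e-07). The treat test gave 0 upregulated *NRT* genes and every other alternative 3 to 5, the term for replicate number 4. For TT8 at 7 DAT none of the *NRT* genes was called, and 0 were higher and 0 lower at an unadjusted p below 0.05. The effect was not shown to differ between the accessions, since the interaction passed for 0 of the 6 genes (3 at an unadjusted p below 0.05), for 1 with median-of-ratios scaling and for 3 with quantile normalization.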

At 7 DAT, five nitrate transporter (*NRT*) genes were significantly upregulated in colonized ISE42 roots, while TT8 showed no significant change. 

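Genes of nitrogen assimilation were examined in ISE42 at 7 DAT. Both tested nitrate reductase genes were upregulated, SETIT_013224mg on chromosome VI from 30238783 to 30243456 with a log2 fold change of 4.47 (standard error 0.55, adjusted p = 2.45e-06) and SETIT_016274mg with one of 2.55 (standard error 0.33, adjusted p = 4.74e-06). The nitrite reductase gene SETIT_016715mg rose from 30.9 ± 21.8 to 234 ± 132 FPKM (SD, n = 3 libraries each; log2 fold change 2.97, standard error 0.41, adjusted p = 9.85e-06). Of the 6 tested carbonic anhydrase genes, 3 were upregulated, SETIT_014238mg, SETIT_014201mg and SETIT_002140mg, by 4.94, 2.43 and 2.01 (adjusted p = 1.11e-07, 0.00245 and 1.83e-05), and 1 was downregulated. A glutamate dehydrogenase gene (SETIT_010235mg) had a log2 fold change of 1.42 (standard error 0.17, adjusted p = 1.5e-06). The glutamine synthetase gene SETIT_022118mg, 1 of 4 tested, had one of 1.15 (standard error 0.33, adjusted p = 0.00696). Of the 2 glutamate synthase genes none was called, with 0.61 for SETIT_000006mg (adjusted p = 0.0867) and -0.93 for SETIT_028677mg (adjusted p = 0.000872, under 2-fold), and 1 was higher and 1 lower at an unadjusted p below 0.05. Over all 29 tested genes of nitrogen assimilation and oligopeptide transport, 13 were upregulated and 4 downregulated, with or without adjustment over the list alone. The treat test moved the upregulated count most, to 9, and the term for replicate number gave 12.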

In ISE42, genes encoding nitrate reductase (NR), nitrite reductase (Nir), and carbonic anhydrase—supplying carbon skeletons for nitrogen assimilation—were also induced, along with glutamine synthase and glutamate synthase, key enzymes in primary amino acid biosynthesis (**Figure 6B**). These effects were absent in TT8 and diminished by 14 DAT, suggesting that enhanced nitrogen acquisition and assimilation may contribute to the improved drought recovery in ISE42.

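In TT8 at 7 DAT, none of the 29 genes of nitrogen assimilation and oligopeptide transport was called, and 5 were higher and 2 lower at an unadjusted p below 0.05. The effects at 7 DAT differed between the accessions for 13 genes, including both nitrate reductase genes (interactions 3.61, adjusted p = 0.00186, and 1.99, adjusted p = 0.00354), the nitrite reductase gene (2.85, adjusted p = 0.00126) and SETIT_014238mg (4.76, adjusted p = 4.18e-05), but not the glutamine synthetase gene SETIT_022118mg (0.54, adjusted p = 0.377). At 14 DAT none of the 29 genes was called in either accession, with 6 higher and 0 lower in TT8 and 4 and 3 in ISE42 at an unadjusted p below 0.05. In ISE42, the effect differed between the days for 14 genes.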

In contrast, several metal ion channels and transporters, including potassium channels, iron transporters, calcium transporter and zinc transporters, were downregulated by AM symbiosis in ISE42 at 7 DAT. 

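All 21 tested metal ion transporter genes of the 22 in Figure 6C were downregulated in ISE42 at 7 DAT, also when adjusted over the list alone, with log2 fold changes of -3.17 to -1.27. The paper marks all 22 as changed in this comparison of the same libraries. The count was thus largely given in advance and does not describe all metal ion transporter genes. Median-of-ratios scaling gave 20 and quantile normalization 21, and the treat test moved the count most, to 8. With the term for replicate number, 21 were downregulated. The largest fall was that of SETIT_030913mg (vacuolar iron transporter 1.2, chromosome II from 29545574 to 29547987), from 59.3 ± 15.8 to 6.38 ± 0.621 FPKM (SD, n = 3 libraries each), a log2 fold change of -3.17 (standard error 0.23, adjusted p = 3.18e-09). The calcium uniporter gene SETIT_026737mg changed by -1.51 (standard error 0.37, adjusted p = 0.0026), the potassium channel gene SETIT_012441mg by -1.63 (standard error 0.48, adjusted p = 0.00832) and the zinc transporter gene SETIT_013873mg by -1.68 (standard error 0.27, adjusted p = 5.08e-05). The zinc transporter, iron transporter and potassium channel groups of the list had 3, 2 and 1 downregulated members.

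**Figure D6:**
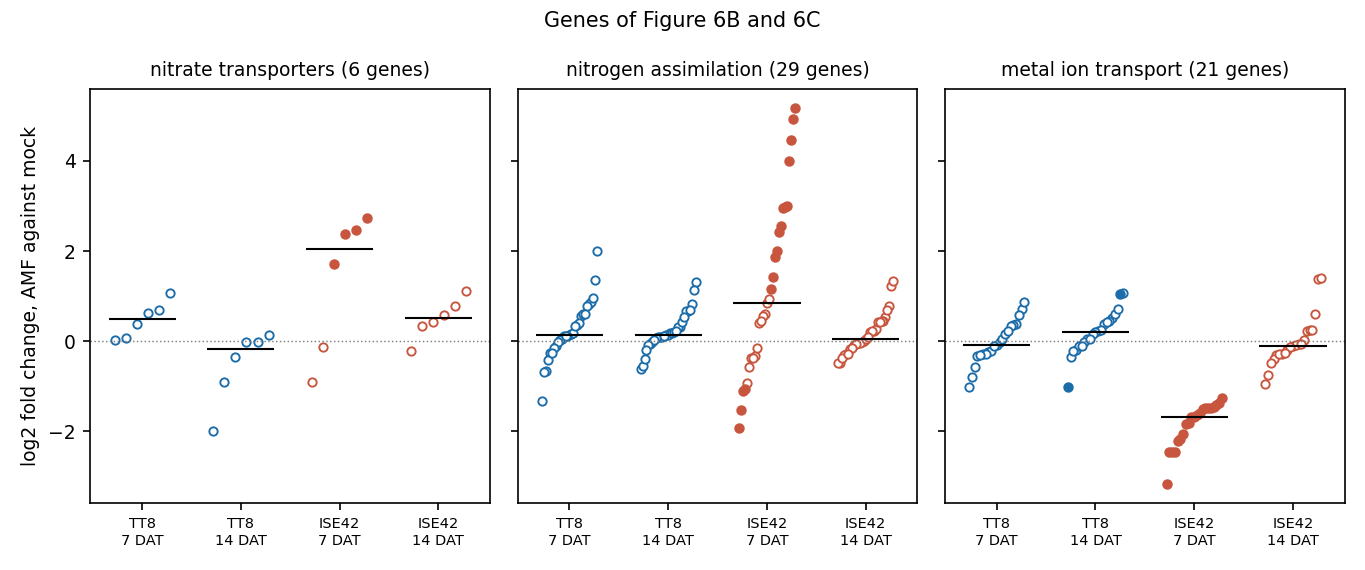
Log2 fold change (AMF- over mock-treated roots, y axis) of the tested *NRT*, nitrogen assimilation and metal ion transporter genes in the 4 comparisons (x axis), with filled points for upregulated or downregulated genes, open points for the others and a black line at the median. For ISE42 at 7 DAT all 21 metal ion transporter points lie below 0 (20 of them downregulated with median-of-ratios scaling) and 4 of 6 *NRT* points are filled above 0. The paper marks all 22 listed metal ion transporter genes as changed in this comparison.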

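At 7 DAT in TT8, none of the 21 tested genes for metal ion channels and transporters was called, while 2 were higher and 1 lower at an unadjusted p below 0.05. The zinc transporter gene SETIT_013873mg had a log2 fold change of -1.01 (standard error 0.27, adjusted p = 0.112), was downregulated with array weights and was the only gene that passed when adjusted over the list alone. At 14 DAT in TT8, SETIT_001842mg (SODIUM POTASSIUM ROOT DEFECTIVE 1) was upregulated, with a log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.0264), and SETIT_010444mg (heavy metal-associated isoprenylated plant protein) downregulated, with a log2 fold change of -1.01 (standard error 0.23, adjusted p = 0.0204). The first remained upregulated in 2 and the second downregulated in 3 of the 6 fits that each left out a library. At 7 DAT the effects differed between the accessions for 19 of the 21 genes, but not for SETIT_013873mg (interaction -0.67, adjusted p = 0.184). The list holds genes that the paper marks as changed in ISE42, so this number was in part given in advance too.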

In TT8, only a few metal transporter genes were affected by symbiosis (**Figure 6C**), potentially reflecting a shift in ion homeostasis or prioritization of essential nutrient uptake under symbiosis and drought.

### 3.7 AM symbiosis modulates phytohormone signaling pathways under drought stress in a genotype-specific manner

The role of abscisic acid (ABA) in regulating plant drought stress responses has been well-established (Aslam et al., 2022). In ISE42 at 7 DAT, AM colonization upregulated two of five *PYL/PYR*, encoding ABA receptors, and genes encoding protein phosphatase 2C (PP2C), the negative regulators of ABA signaling were downregulated. However, several *ABA-responsive element-binding factor* (*ABF*) genes and *Response to Desiccation* (*RD*) *29* (Jia et al., 2012) were repressed, while *ABA 8’-hydroxylase* (*ABA8’OH*) genes, encoding ABA catabolic enzymes, were induced. 

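Of the 5 tested *PYL/PYR* genes, 2 were upregulated in ISE42 at 7 DAT and 2 downregulated, with the same counts when adjusted over the family alone. SETIT_023269mg (PYL4, chromosome III from 16200412 to 16201752) rose from 0.308 ± 0.151 to 3.48 ± 1.16 FPKM (SD, n = 3 libraries each), a log2 fold change of 3.16 (standard error 0.47, adjusted p = 2.26e-05), and SETIT_023264mg (PYL8) from 81.2 ± 6.77 to 231 ± 34.2 FPKM (adjusted p = 1.13e-08). SETIT_037529mg (PYR1) changed by -1.23 (standard error 0.19, adjusted p = 2.49e-05) and SETIT_018378mg (PYL2) by -1.37 (standard error 0.51, adjusted p = 0.0329), and the latter was downregulated in 5 of its 11 alternatives. Of the 10 *PP2C* genes, 6 were downregulated, also when adjusted over the family alone, and 0 upregulated, with 9 lower and 0 higher at an unadjusted p below 0.05. Their counts were 6 with median-of-ratios scaling, 7 with quantile normalization, 6 with the term for replicate number and 3 under the treat test, which moved them most. SETIT_010073mg (PP2C 37), SETIT_022343mg (PP2C 50) and SETIT_013648mg changed by -1.87, -1.63 and -1.88 (adjusted p = 1.63e-06, 6.59e-08 and 1.88e-07).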

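In ISE42 at 7 DAT, 15 of 17 tested *ABF* genes were downregulated, also when adjusted over the family alone, and 0 upregulated, against 0 at an unadjusted p below 0.05. The largest move of the downregulated count came with the treat test, to 6. Median-of-ratios scaling gave 11, quantile normalization 15 and the term for replicate number 15. SETIT_030114mg (bZIP transcription factor TRAB1, chromosome II from 33169307 to 33172549) fell from 65.4 ± 5.46 to 17.6 ± 4.74 FPKM (SD, n = 3 libraries each), a log2 fold change of -1.93 (standard error 0.17, adjusted p = 5.98e-08), and *RD29A* (SETIT_039986mg) by -1.43 (standard error 0.24, adjusted p = 6.61e-05). Of the 3 tested *ABA8'OH* genes, 2 were upregulated, SETIT_017109mg by 2.40 (standard error 0.19, adjusted p = 1.22e-08) and SETIT_038937mg by 4.25 (standard error 0.35, adjusted p = 1.75e-08). SETIT_038937mg is also among the symbiosis-conserved genes, where the paper annotates it as a cytochrome P450 (CYT733A1). The remaining tested gene, SETIT_029603mg (CYP707A4), was downregulated, with a log2 fold change of -1.20 (standard error 0.46, adjusted p = 0.0379), in 3 of the 6 fits that each left out a library.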

Additionally, homologs of *AtABCG25* and *MtABCG20* homologs, encoding a root-to-shoot ABA transporter and an ABA exporter in roots, respectively, was also reduced by symbiosis (**Figure 7A**). 

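The ABCG transporter gene SETIT_013314mg, described as ABC transporter G family member 14, lies on chromosome VI from 3860070 to 3864450, and its expression in ISE42 at 7 DAT was 7.88 ± 1.28 FPKM in AMF-treated and 75.5 ± 27.1 FPKM in mock-treated roots (SD, n = 3 libraries each), a log2 fold change of -3.19 (standard error 0.26, adjusted p = 1.65e-08). SETIT_026135mg (ABC transporter G family member 25) changed by -2.50 (standard error 0.24, adjusted p = 1.03e-07). Both were downregulated under each scaling and with the term for replicate number (2 of 2).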

The changes suggest fine tuning of ABA perception and transport. By 14 DAT, expression differences were no longer apparent. 

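At 14 DAT in ISE42, none of the tested *PYL/PYR*, *PP2C*, *ABF* and *ABA8'OH* genes nor *RD29A* and the ABCG transporter genes was called. At an unadjusted p below 0.05, 1 *PYL/PYR* gene was higher, 1 *PP2C* gene lower, and 1 *ABF* gene higher and 2 lower. The effect of AM symbiosis in ISE42 differed between 7 and 14 DAT for 5 *PP2C* and 14 *ABF* genes.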

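In TT8, none of the *PYL/PYR*, *PP2C*, *ABF*, *ABA8'OH*, *RD29A* and ABCG transporter genes was called at 7 DAT. With unadjusted p values below 0.05, 1 *PP2C* gene was higher, 1 *PYL/PYR* and 1 *ABA8'OH* gene were lower, and 0 *ABF* genes changed. At 14 DAT the *ABF* gene SETIT_026421mg was upregulated, with a log2 fold change of 1.41 (standard error 0.34, adjusted p = 0.0256), in 2 of the 6 fits that each left out a library. The effects at 7 DAT differed between the accessions for 6 *PP2C*, 12 *ABF* and 4 *PYL/PYR* genes and both ABCG transporter genes (interactions -2.80, adjusted p = 2.26e-05, and -2.26, adjusted p = 7.38e-05). They also differed for 2 *ABA8'OH* genes, SETIT_017109mg (2.41, adjusted p = 3.9e-06) and SETIT_038937mg (3.94, adjusted p = 1.31e-05), and for *RD29A* (-1.15, adjusted p = 0.0138).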

In TT8, AM colonization had minimal effects on ABA signaling at either time points (**Figure 7A**).

**Figure 7:**
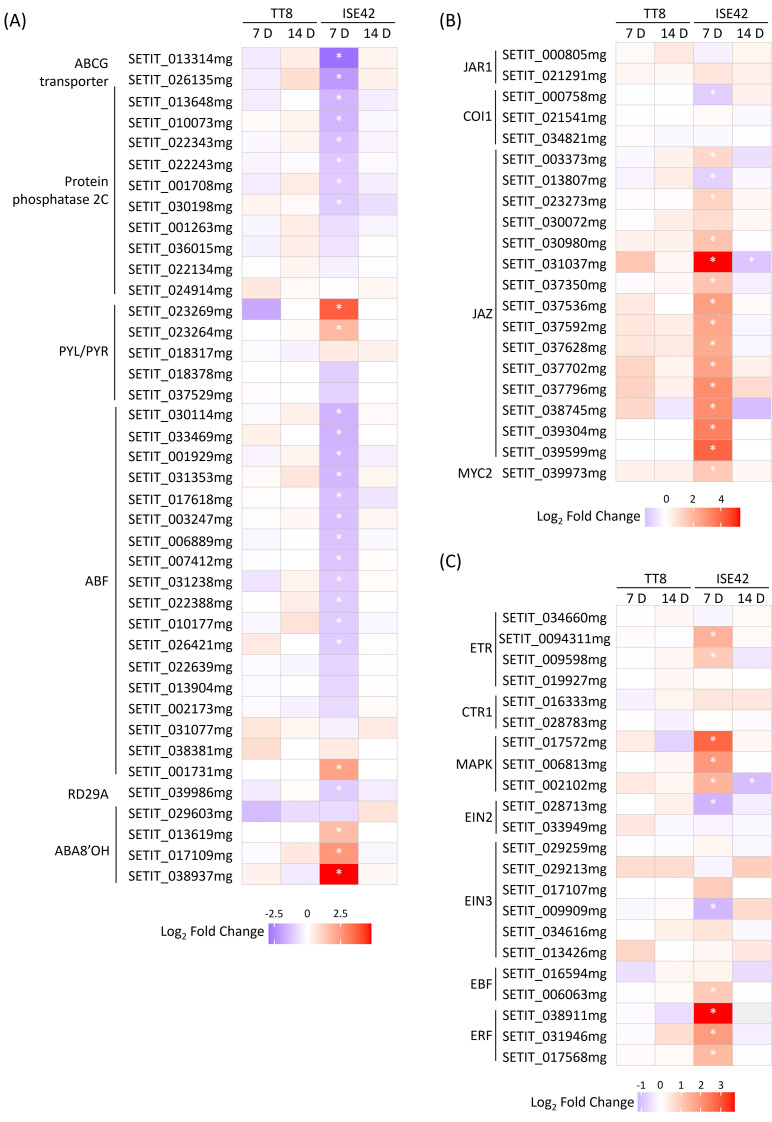
Differentially expressed genes involved in hormone signaling during drought stress in response to AM symbiosis. **(A-C)** ABA, JA and ethylene signaling genes. Asterisks (*) indicate statistically significant differences.

GO enrichment indicated that JA-mediated signaling pathways were also modulated by AM symbiosis. Although JA is traditionally associated with biotic stress responses, it also plays a critical role in coordinating drought responses, partly by enhancing ABA accumulation (Balbi and Devoto, 2008; Liu et al., 2016). At 7 DAT, several *JAZ* genes, encoding JA repressors, were upregulated in AMF-colonized ISE42, while *JAR1* and *COI1*, which are involved in JA signal perception were either unaffected or slightly repressed, suggesting a general suppression of JA signaling in ISE42 (**Figure 7B**). 

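Of the 15 tested *JAZ* genes, 11 were upregulated and 1 downregulated in ISE42 at 7 DAT, with the same counts when adjusted over the family alone. Median-of-ratios scaling gave 12 upregulated genes, quantile normalization 11, the term for replicate number 11 and the treat test, which moved the count most, 7. SETIT_031037mg, on chromosome II from 31968104 to 31970068, rose from 2.07 ± 0.924 to 74.4 ± 6.64 FPKM (SD, n = 3 libraries each), a log2 fold change of 5.18 (standard error 0.43, adjusted p = 2.17e-08), and SETIT_013807mg (TIFY 6a) changed by -1.34 (standard error 0.14, adjusted p = 2.66e-07). Of the 3 *COI1* genes, SETIT_000758mg was downregulated, with a log2 fold change of -1.44 (standard error 0.14, adjusted p = 1.36e-07). The *JAR1* genes SETIT_000805mg and SETIT_021291mg changed by -0.63 and 0.44 (adjusted p = 0.00503 and 0.0285), under the 2-fold limit. In TT8 roots at 7 DAT none of the *JAZ*, *COI1* and *JAR1* genes was called, although 5 *JAZ* genes were higher at an unadjusted p below 0.05 and 1 was upregulated when adjusted over the family alone. The effects differed between the accessions for 9 *JAZ* genes, including SETIT_031037mg (interaction 3.58, adjusted p = 0.000284), and for SETIT_000758mg (-1.49, adjusted p = 2.44e-05).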

Despite the repression of JA signaling genes, genes involved in α-linolenic acid metabolism, which contributes to JA biosynthesis, and *MYC2* gene, a key JA-responsive transcriptional regulator were upregulated (**Figure 7B** and **Supplementary Figure 4**). 

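Of the 39 tested genes of α-linolenic acid metabolism, 13 were upregulated and 0 downregulated in ISE42 at 7 DAT, also when adjusted over the list alone, with 10 lower at an unadjusted p below 0.05. Their median log2 fold change was -0.09 and turned to 0.13 with median-of-ratios scaling and 0.08 with quantile normalization, which gave 15 and 14 upregulated genes. The treat test moved the count most, to 8, and the term for replicate number gave 13. The 12-oxophytodienoate reductase gene SETIT_006673mg on chromosome IV from 6045617 to 6047225, 1 of 6 upregulated of 12 tested, rose by a log2 fold change of 3.82 (standard error 0.48, adjusted p = 2.86e-06). The lipoxygenase gene SETIT_009302mg rose by 2.82 (standard error 0.42, adjusted p = 2.22e-05), the allene oxide cyclase gene SETIT_037205mg by 2.41 (standard error 0.28, adjusted p = 1.27e-06), the allene oxide synthase gene SETIT_035439mg by 1.89 (standard error 0.41, adjusted p = 0.000837) and the acyl-CoA oxidase gene SETIT_006007mg by 1.15 (standard error 0.12, adjusted p = 2.3e-07). *MYC2* (SETIT_039973mg) rose from 80.8 ± 28.6 to 191 ± 32.8 FPKM (SD, n = 3 libraries each), a log2 fold change of 1.28 (standard error 0.20, adjusted p = 3.27e-05), and its effect was not shown to differ from that in TT8 past the limits (interaction 0.83, adjusted p = 0.029). For TT8 at 7 DAT none of the 39 genes was called, with 2 higher and 1 lower at an unadjusted p below 0.05, and the interaction passed for 12.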

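At 14 DAT, no gene among the 15 *JAZ*, 3 *COI1* and 2 *JAR1* genes, *MYC2* and the 39 genes of α-linolenic acid metabolism was called in TT8 or ISE42. At an unadjusted p below 0.05, 0 *JAZ* genes were higher and 3 lower in ISE42 and 3 higher and 0 lower in TT8, and of the α-linolenic acid genes 2 and 4 in ISE42 and 6 and 3 in TT8. The effect in ISE42 differed between the days for 11 *JAZ* and 14 α-linolenic acid metabolism genes.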

No differences were detected by 14 DAT.

Ethylene (ET), another stress-related hormone, is known to positively influence drought tolerance (Gusain et al., 2024). 

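Of the 21 tested genes of the ET signaling pathway, 7 were upregulated and 2 downregulated in ISE42 at 7 DAT, with the same counts when adjusted over the list alone. Median-of-ratios scaling gave 7 upregulated genes, quantile normalization 8 and the term for replicate number 7, and the treat test moved the count most, to 3. Of the 4 ET receptor genes, SETIT_0094311mg on chromosome VII from 4258190 to 4262740 was upregulated, with a log2 fold change of a log2 fold change of 1.23 (standard error 0.12, adjusted p = 1.11e-07), while SETIT_009598mg (ethylene response sensor 2) changed by 0.74 (standard error 0.16, adjusted p = 0.000913) and passed the 2-fold limit with quantile normalization, where the adjusted p over the alternatives ran from 6.25e-05 to 1. The 3 MAP kinase genes SETIT_017572mg, SETIT_006813mg and SETIT_002102mg rose by 2.45, 1.60 and 1.08 (adjusted p = 3.64e-09, 2.18e-07 and 0.01), and the last was upregulated in 4 of the 6 fits that each left out a library. The *ERF* gene SETIT_038911mg rose from 0.690 ± 0.308 to 7.37 ± 0.834 FPKM (SD, n = 3 libraries each; log2 fold change 3.32, standard error 0.31, adjusted p = 9.3e-08), SETIT_031946mg by 1.53 (standard error 0.37, adjusted p = 0.00216) and SETIT_017568mg (ERF1) by 1.04 (standard error 0.11, adjusted p = 5.64e-07). *EIN2* (SETIT_028713mg) changed by -1.47 (standard error 0.12, adjusted p = 1.37e-08).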

In ISE42, AM colonization upregulated multiple components of ET signaling pathway at 7 DAT, including two ET receptors, three MAP kinases and two ET responsive transcription factors (ERFs). 

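In TT8 at 7 DAT, none of the 21 genes for ET receptors, MAP kinases, *CTR1*, *EIN2*, *EIN3*, *EBF* and *ERF* factors was called, with 4 higher and 0 lower at an unadjusted p below 0.05. At 14 DAT, 2 were higher and 1 lower by that measure, and none was called. The effects at 7 DAT differed between the accessions for 9 genes. These included the receptor gene SETIT_0094311mg (interaction 1.08, adjusted p = 9.98e-05), the kinase genes SETIT_017572mg (2.01, adjusted p = 1.37e-05) and SETIT_006813mg (1.53, adjusted p = 7.38e-05), *EIN2* (-1.53, adjusted p = 2.75e-06) and the *ERF* genes SETIT_038911mg (3.33, adjusted p = 2.4e-05) and SETIT_031946mg (1.51, adjusted p = 0.0335). The interaction of the kinase gene SETIT_002102mg did not pass (0.58, adjusted p = 0.342), and that of SETIT_017568mg was under 2-fold (0.90, adjusted p = 0.000402).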

TT8 showed no significant changes (**Figure 7C**).

Collectively, these results highlight a complex, genotype-specific modulation of phytohormone signaling by AM symbiosis in ISE42, characterized by suppression of ABA and JA signaling components alongside activation of ethylene signaling pathways, potentially contributing to enhanced drought tolerance.

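Over the tested genes of each list, the median log2 fold changes in ISE42 at 7 DAT were -1.37 for *PP2C*, -1.42 for *ABF*, 2.55 for *JAZ* and 0.20 for ET signaling genes. With median-of-ratios scaling they were -1.15, -1.20, 2.77 and 0.41, and with quantile normalization -1.48, -1.45, 2.88 and 0.19. In TT8 the same medians were -0.13, 0.04, 0.44 and 0.06. The paper marks 27 of the 40 ABA, 16 of the 21 JA and 11 of the 22 ET genes of Figure 7 as changed in ISE42 at 7 DAT. Larger medians there were thus in part given in advance.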

### 3.8 Genotype-specific activation of transcription factors and calcium signaling pathways by AM symbiosis under drought stress conditions

Members of NAC or APETALA2/ethylene-responsive element binding factors (AP2/ERF) transcription factor families are key regulators of abiotic stress tolerance, including drought (Wang and Dane, 2013; Ma et al., 2024). Transcriptomic profiling identified 88 *AP2/ERF* and 13 *DREB* genes across treatments. In ISE42 roots, AM symbiosis induced 27 *AP2/ERF* and 3 *DREB* genes at 7 DAT and 4 *AP2/ERF* and 5 *DREB* genes at 14 DAT. 

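Supplementary Table 7 lists 48 *AP2/ERF* and *DREB* genes as differentially expressed, of which 42 were tested. In colonized ISE42 roots at 7 DAT, 25 were upregulated and 5 downregulated, with the same counts when adjusted over the list alone. By part of the table, 23 *AP2/ERF* and 3 *DREB* genes were upregulated, with 1 gene in both parts. The largest move of the total came with the treat test, to 13, and it was 27 with median-of-ratios scaling, 26 with quantile normalization and 25 with the term for replicate number. SETIT_018144mg (ERF112, chromosome I from 39010141 to 39011201) rose from 13.4 ± 18.6 to 499.6 ± 223 FPKM (SD, n = 3 libraries each), a log2 fold change of 6.32 (standard error 0.80, adjusted p = 3.42e-06), and SETIT_002846mg (DREB 1F) by 4.73 (standard error 0.41, adjusted p = 3.47e-08). SETIT_015394mg, without a description, changed by -2.68 (standard error 0.18, adjusted p = 1.75e-09). At 14 DAT in ISE42 no gene of the list was called, while 6 were higher and 0 lower at an unadjusted p below 0.05, and array weights gave 3 upregulated *AP2/ERF* and 2 upregulated *DREB* genes.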

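At 7 DAT in TT8, none of the 42 tested *AP2/ERF* and *DREB* genes was called, with 8 higher and 3 lower in AMF-treated roots at an unadjusted p below 0.05. At 14 DAT, the AIL5 gene SETIT_021959mg was downregulated, with a log2 fold change of -1.29 (standard error 0.33, adjusted p = 0.0322), and SETIT_024576mg (AP2/ERF and B3 domain-containing protein) upregulated, with a log2 fold change of 1.51 (standard error 0.40, adjusted p = 0.0382), in 2 and 1 of the 6 fits that each left out a library. Adjusted over the list alone, 3 were downregulated and 1 upregulated at 14 DAT. The effects at 7 DAT differed between the accessions for 23 of the 42 genes.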

No induction was observed in TT8; instead, one and three genes were downregulated at 7 and 14 DAT, respectively (**Supplementary Table 7**). 

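Of the 36 *NAC* genes that Supplementary Table 8 lists as differentially expressed, 35 were tested, and 23 were upregulated and 6 downregulated in ISE42 at 7 DAT. Adjusted over the list alone, these counts were 23 and 7. The treat test moved the upregulated count most, to 13, and it was 25 with median-of-ratios scaling, 26 with quantile normalization and 22 with the term for replicate number. SETIT_002386mg (NAC68, chromosome V from 39822390 to 39824071) rose from 30.6 ± 13.2 to 274 ± 58.3 FPKM (SD, n = 3 libraries each), a log2 fold change of 3.22 (standard error 0.19, adjusted p = 3.22e-10), SETIT_026342mg by 1.70 (standard error 0.21, adjusted p = 2.6e-06) and SETIT_001021mg (NAC74) by 1.87 (standard error 0.29, adjusted p = 4.17e-05). SETIT_017967mg (NAC92) changed by -2.73 (standard error 0.35, adjusted p = 3.7e-06). In TT8 no *NAC* gene was called at 7 DAT (7 higher and 1 lower at an unadjusted p below 0.05), the nearest fall being that of SETIT_010410mg (NAC67, -1.17, standard error 0.27, adjusted p = 0.0687). At 14 DAT no *NAC* gene was upregulated in either accession, with 8 higher in TT8 and 3 in ISE42 at an unadjusted p below 0.05. SETIT_036301mg was downregulated in ISE42 at 14 DAT, by -1.92 (standard error 0.39, adjusted p = 0.0417), in 1 of the 6 fits that each left out a library. SETIT_006565mg had a log2 fold change of 2.18 (standard error 0.63, adjusted p = 0.119) in ISE42 at 14 DAT and was upregulated with array weights.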

Among 106 NAC-domain containing genes detected, 28 were specifically upregulated in colonized ISE42 at 7 DAT, whereas only one and two genes were induced in ISE42 and TT8, respectively, at 14 DAT (**Supplementary Table 7**). These results indicate strong genotype-specific activation of NAC and AP2/ERF transcription factors in AMF-mediated drought responses.

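The difference between ISE42 and TT8 at 7 DAT passed the limits for 19 *AP2/ERF* and *DREB* genes with a more positive and 4 with a more negative effect in ISE42, and for 14 and 5 *NAC* genes. SETIT_018144mg (interaction 5.68, adjusted p = 0.00101), SETIT_002846mg (4.43, adjusted p = 2.17e-05) and SETIT_002386mg (3.24, adjusted p = 1.69e-07) were among the former. The median log2 fold changes in ISE42 were 1.47 and 1.66, against 0.22 and 0.34 in TT8. With median-of-ratios scaling the ISE42 medians were 1.68 and 1.87. Both lists hold genes that the paper marks as changed, most of them in ISE42 at 7 DAT. Larger effects in ISE42 than in TT8 were thus in part given in advance, and these values do not describe the whole families.

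**Figure D7:**
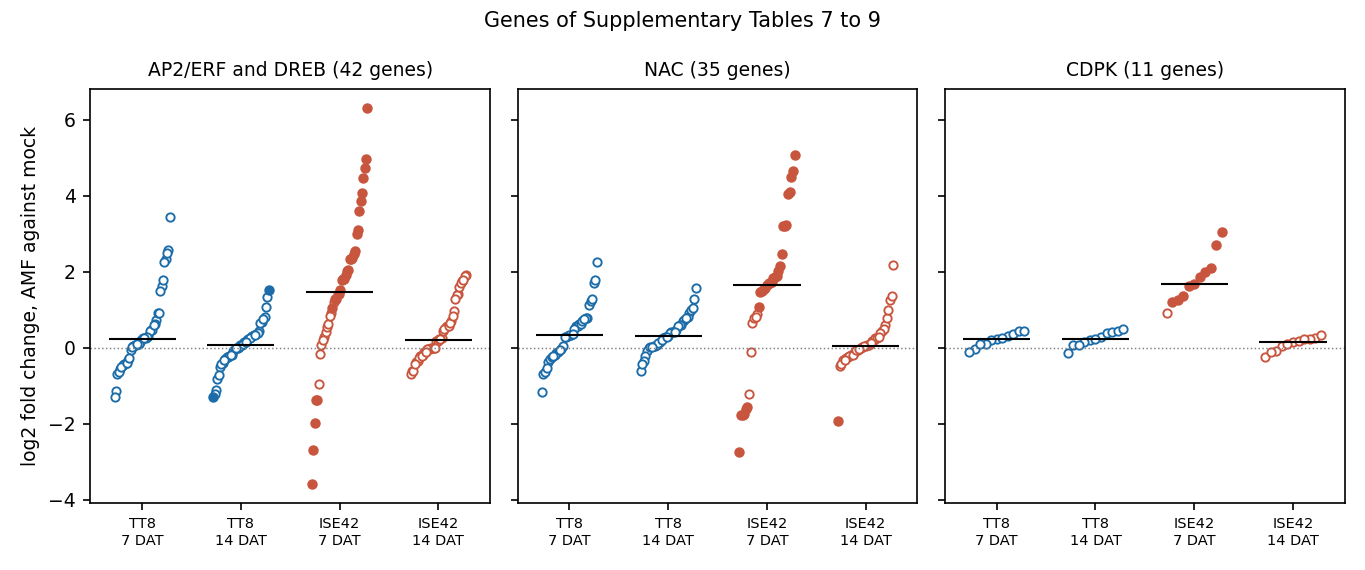
Log2 fold change (AMF- over mock-treated roots, y axis) of the tested *AP2/ERF* and *DREB*, *NAC* and *CDPK* genes in the 4 comparisons (x axis), with filled points for upregulated or downregulated genes, open points for the others and a black line at the median. In ISE42 roots at 7 DAT, 25, 23 and 10 points of these groups are filled above 0, and in the other comparisons few are. The genes are those the paper lists as differentially expressed.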

Calcium functions as a secondary messenger in mediating diverse cellular responses (Rudd and Franklin-Tong, 2001). CALCIUM-PERMEABLE STRESS-GATED CATION CHANNEL1 (CSC1) mediates calcium fluxes under osmotic stress (Hou et al., 2014; Maity et al., 2019). Of 12 *CSC1* homologs identified, four and one were significantly upregulated in ISE42 roots at 7 DAT and 14 DAT, respectively, under AM symbiosis, with no induction in TT8. 

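The 4 *CSC1* homologs of Supplementary Table 9 were all upregulated in ISE42 at 7 DAT, with log2 fold changes of 1.80 to 2.85, also when adjusted over the group alone, with the term for replicate number and under both other scalings. The treat test gave 3. The paper lists only the homologs that it marks as upregulated there, so the count was largely given in advance. SETIT_029046mg (hyperosmolality-gated calcium permeable channel 3.1, chromosome II from 2543328 to 2547338) rose from 50.7 ± 19.8 to 358 ± 89.0 FPKM (SD, n = 3 libraries each), a log2 fold change of 2.85 (standard error 0.21, adjusted p = 3.91e-09), and SETIT_034294mg (CSC1-like protein) by 2.61 (standard error 0.40, adjusted p = 3.32e-05). At 14 DAT none was called in ISE42, 1 was higher at an unadjusted p below 0.05 and 1 was upregulated when adjusted over the group alone. That gene, SETIT_034294mg, had a log2 fold change of 1.18 (standard error 0.40, adjusted p = 0.179), and it was upregulated with array weights and with a block for replicate number within accession and day, at adjusted p values over the alternatives of 0.00297 to 1. In TT8 the log2 fold changes were -0.19 to 0.42 at 7 DAT and 0.07 to 0.37 at 14 DAT, with 0 and 0 at an unadjusted p below 0.05. The difference between the accessions at 7 DAT passed for 4 genes.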

Calcium signals are decoded by calcium-dependent protein kinase (CDPK), which activate downstream signaling cascades (Dekomah et al., 2022). Of 29 foxtail millet *CDPK* genes, 25 were expressed under at least one treatment, and 11 were specifically induced by AM symbiosis in ISE42 roots at 7 DAT (**Supplementary Table 8**). These finding suggest that enhanced drought tolerance in ISE42 may be mediated through CDPK-dependent calcium signaling pathways.

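Of the 11 *CDPK* genes in Supplementary Table 9, 10 were upregulated in ISE42 at 7 DAT, also when adjusted over the group alone, with log2 fold changes of 0.93 to 3.05 for the 11. The largest was that of SETIT_029431mg (CDPK 20, chromosome II from 43623285 to 43627096), from 60.6 ± 51.1 to 424 ± 165 FPKM (SD, n = 3 libraries each), a log2 fold change of 3.05 (standard error 0.37, adjusted p = 1.88e-06). SETIT_016803mg (CDPK 5) had one of 0.93 (standard error 0.22, adjusted p = 0.00157) and passed 2-fold with median-of-ratios scaling, quantile normalization and array weights, so that the scalings gave 11 and 11 upregulated genes, and the adjusted p of that gene ran from 0.000147 to 1 over the alternatives. The largest move of the count came with the treat test, to 6, and the term for replicate number gave 10. In TT8 roots at 7 DAT none was called, none had an unadjusted p below 0.05, and log2 fold changes lay between -0.12 and 0.44. The effects differed between the accessions for 9 genes. The paper marks all 11 as upregulated in ISE42 at 7 DAT, so these counts were largely given in advance. Of the other 14 calcium signaling genes of the table, 8 were upregulated and 2 downregulated in ISE42.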

### 3.9 AM symbiosis enhanced phenylpropanoid and cell wall biosynthesis pathway in a genotype-specific manner under drought stress

The phenylpropanoid biosynthesis converts phenylalanine into aromatic compounds, including flavonoids and lignin, which are critical for oxidative and drought stresses (Vogt, 2010; Sharma et al., 2019). Arogenate dehydratase (ADT), the rate-limiting step in phenylalanine biosynthesis pathways, was strongly induced by AM symbiosis in ISE42 at 7 DAT, with four out of five *ADT* homologs upregulated, compared to only one in TT8.

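Of the 5 tested *ADT* genes, 4 were upregulated in ISE42 at 7 DAT, also when adjusted over the family alone and with the term for replicate number (4). SETIT_035965mg (ADT 3, chromosome IX from 40836423 to 40838281) rose from 14.9 ± 2.21 to 80.4 ± 25.4 FPKM (SD, n = 3 libraries each), a log2 fold change of 2.38 (standard error 0.17, adjusted p = 3.21e-09). SETIT_010188mg, SETIT_029812mg and SETIT_036014mg rose by 1.78, 1.51 and 1.12 (adjusted p = 0.00323, 1.43e-05 and 8.05e-08). For TT8 at 7 DAT none was called over all genes and 1 was when adjusted over the family alone, SETIT_010188mg, with a log2 fold change of 1.70 (standard error 0.45, adjusted p = 0.112). It was upregulated there with array weights and with the term for replicate number, at adjusted p values over the alternatives of 0.011 to 1. The effect differed between the accessions for 3 genes, but not for SETIT_010188mg (interaction 0.08, adjusted p = 0.937).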

In the phenylpropanoid biosynthesis pathway, several key genes encoding *4-coumarate:CoA ligase* (*4CL*), *cinnamoyl-CoA reductase* (*CCR*) and *cinnamyl-alcohol dehydrogenase* (*CAD*) were significantly upregulated in colonized ISE42 roots at 7 DAT. 

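Of the 4 tested *4CL* genes, 2 were upregulated and 1 downregulated in ISE42 at 7 DAT, and of the 4 *CCR* genes 3 were upregulated. Adjusted over each group alone, the upregulated counts were 2 and 3. SETIT_013531mg (*4CL*) rose by a log2 fold change of 2.23 (standard error 0.30, adjusted p = 5.99e-06). SETIT_015117mg (*CCR*, chromosome VI from 13687409 to 13689233) was at 0 in mock-treated and at 1.86 ± 0.603 FPKM in AMF-treated libraries (SD, n = 3), at least 4.72-fold higher with a log2 fold change of 4.25 (standard error 0.27, adjusted p = 6.34e-10). SETIT_017703mg rose by 2.34 (standard error 0.32, adjusted p = 8.35e-06), while a *CCR* gene, SETIT_013961mg, changed by -1.17 (standard error 0.49, adjusted p = 0.0569). SETIT_013961mg was downregulated under 5 of 12 alternatives, among them the term for replicate number. Of the 2 *CAD* genes, SETIT_0172531mg was downregulated, with a log2 fold change of -1.59 (standard error 0.41, adjusted p = 0.00337), and SETIT_010449mg rose by 1.47 (standard error 0.70, adjusted p = 0.0914) without passing. The latter was upregulated under 4 of 12 alternatives, with adjusted p values from 0.000907 to 1, and when adjusted over the *CAD* genes alone. The gene SETIT_016475mg, labelled *C4H* in Figure 8 and described as a phenylalanine ammonia-lyase, rose by 2.72 (standard error 0.69, adjusted p = 0.00299), and the 4-coumarate-CoA ligase-like gene SETIT_035024mg by 0.88 (standard error 0.14, adjusted p = 3.45e-05), under 2-fold. With the term for replicate number, 2 *4CL*, 3 *CCR* and 0 *CAD* genes were upregulated. The effects differed from those in TT8 for 3 *4CL*, 3 *CCR* and 1 *CAD* gene.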

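In TT8 at 7 DAT, no gene of the phenylpropanoid pathway in Figure 8, out of 28 tested apart from the peroxidases, was called, against 4 higher and 1 lower at an unadjusted p below 0.05. The *PAL* gene SETIT_009509mg on chromosome VII from 25037723 to 25040484 was at 184 ± 100.5 FPKM in AMF-treated and 66.4 ± 26.3 FPKM in mock-treated roots (SD, n = 3 libraries each), a log2 fold change of 1.39 (standard error 0.53, adjusted p = 0.279). The *4CL* gene SETIT_013489mg had a log2 fold change of 1.61 (standard error 0.38, adjusted p = 0.0772). It was upregulated with a pseudocount of 1 FPKM, with array weights and with the term for replicate number, and its adjusted p ran from 0.00466 to 1 over the alternatives. Adjusted over the pathway's genes alone, 2 were upregulated. In ISE42 both genes were lower, by -1.20 (standard error 0.53, adjusted p = 0.0701) and -0.69 (standard error 0.38, adjusted p = 0.151), without being called. SETIT_009509mg was downregulated there with quantile normalization, the 6 libraries fitted alone and the term for replicate number. The effects on both genes differed between the accessions (interactions -2.59, adjusted p = 0.0137, and -2.30, adjusted p = 0.00377).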

In TT8, only one *phenylalanine ammonia-lyase (PAL*) gene and one *4CL* gene showed induction. 

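Of the 47 *POD* genes in Figure 8, 37 were tested, and 24 were upregulated and 8 downregulated in ISE42 at 7 DAT. Adjusted over the list alone, these counts were 26 and 8. The paper marks 43 of the 47 as changed in this comparison, so high counts were in part given in advance. The treat test moved the upregulated count most, to 13, and it was 27 with median-of-ratios scaling, 26 with quantile normalization and 24 with the term for replicate number. SETIT_017751mg (peroxidase 5, chromosome I from 35218403 to 35219963) rose from 1.02 ± 0.936 to 48.8 ± 10.4 FPKM (SD, n = 3 libraries each), a log2 fold change of 5.76 (standard error 0.51, adjusted p = 4.17e-08). SETIT_006869mg (peroxidase P7) and SETIT_010606mg (peroxidase 4) rose by 5.08 (standard error 0.56, adjusted p = 7.52e-07) and 3.45 (standard error 0.42, adjusted p = 2.45e-06). SETIT_036602mg (peroxidase N) and SETIT_010431mg (peroxidase 5) changed by -1.69 (standard error 0.15, adjusted p = 4.55e-08) and -1.90 (standard error 0.45, adjusted p = 0.00201). At 7 DAT in TT8 none was called, with 4 higher and 5 lower at an unadjusted p below 0.05. At 14 DAT SETIT_025162mg (peroxidase 5) was upregulated in TT8, with a log2 fold change of 2.07 (standard error 0.48, adjusted p = 0.0229), in 2 of the 6 fits that each left out a library. The effects at 7 DAT differed between the accessions for 26 of the 37 genes.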

Peroxidases (PODs), responsible for oxidative polymerization of monolignols during lignin biosynthesis, were also strongly upregulated in ISE42, with over 30 *POD* genes induced by AM symbiosis, while induction in TT8 was negligible (**Figure 8**).

**Figure 8:**
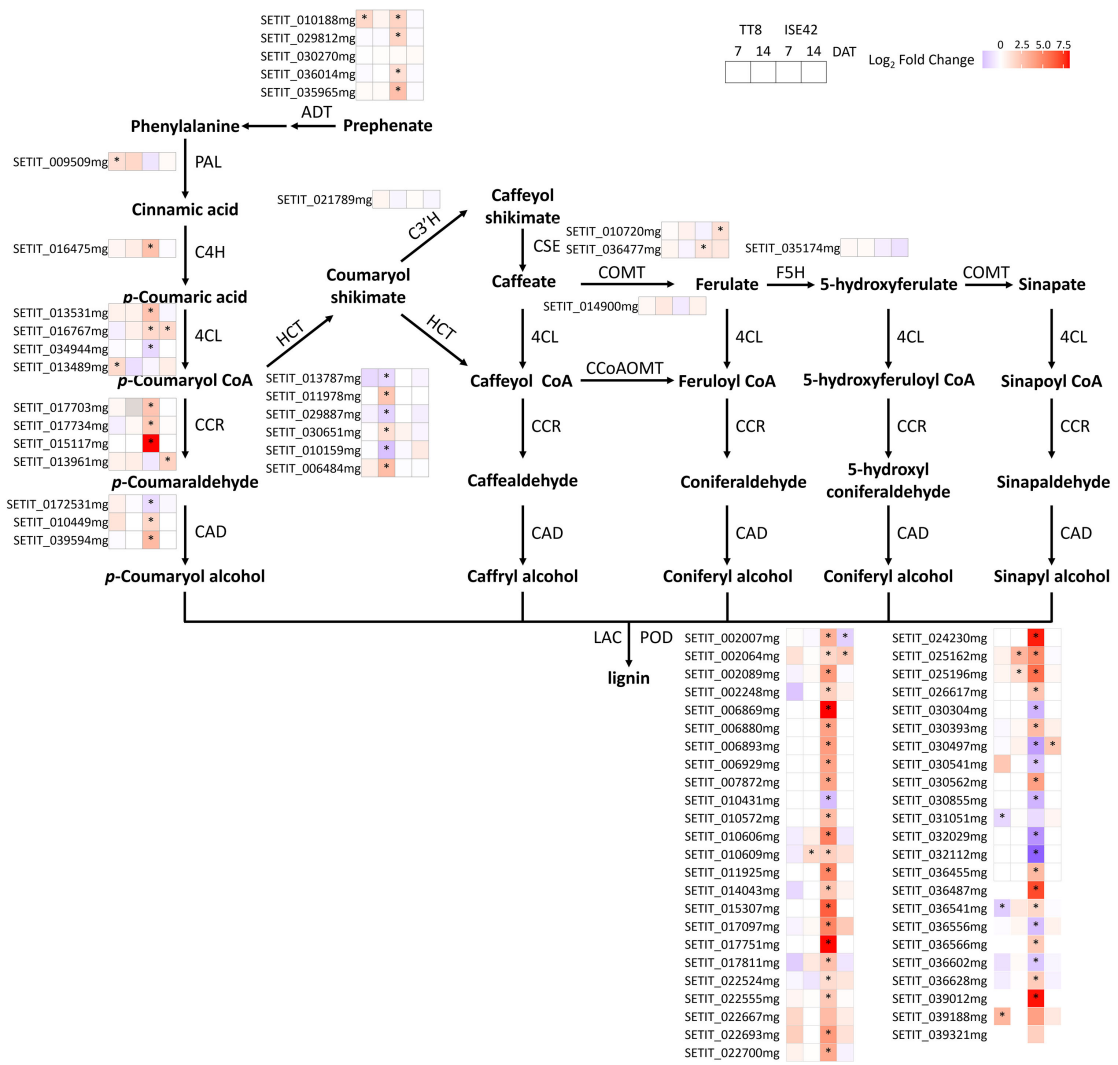
Differentially expressed genes in phenylpropanoid pathways during drought stress in response to AM symbiosis. Asterisks (*) indicate statistically significant differences.

Genes associated with cell wall biosynthesis, including *cellulose synthases* (*CESAs*) and *COBRA* genes were also affected by AM symbiosis. At 7 DAT, six *CESA* genes and two *COBRA* genes were upregulated in colonized ISE42, compared with only one *CESA* and one *COBRA* in TT8. 

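By description, 9 *CESA* genes (catalytic subunits of cellulose synthase) and 3 *COBRA*-like genes were tested. For ISE42 at 7 DAT, 1 *CESA* gene (SETIT_028762mg) was upregulated and 1 (SETIT_028764mg) downregulated, and 1 *COBRA*-like gene (SETIT_035820mg) was upregulated, all named after their values were seen. At an unadjusted p below 0.05 the numbers of higher genes were 1 and 2. Neither family was enriched among the upregulated genes (Fisher's exact test, one-sided, p = 0.639 and 0.288). In TT8 roots at 7 DAT none was called, and 2 *CESA* and 1 *COBRA*-like gene were higher at an unadjusted p below 0.05. Without an expression filter, 2 *COBRA*-like genes were upregulated in ISE42, and the term for replicate number gave 1 *CESA* and 1 *COBRA*-like gene. The effects at 7 DAT differed between the accessions for 1 *CESA* and 1 *COBRA*-like gene.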

At 14 DAT, GO terms related to cell wall biosynthesis and metabolism were enriched among upregulated genes in TT8, including several *CESA* and *laccase* genes, with a similar late-stage pattern also observed in ISE42.

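At 14 DAT, none of the *CESA* genes was upregulated in TT8 or ISE42, with 0 and 5 higher at an unadjusted p below 0.05. No *COBRA*-like gene was called on that day either, with 0 higher and 1 lower in TT8 and 2 higher in ISE42 by that measure. With array weights, 0 and 2 *CESA* and 0 and 1 *COBRA*-like genes were upregulated in TT8 and ISE42, with a term for replicate number 0 and 1 *CESA* genes, and without replicate 1 of AMF-treated ISE42 roots 2 *CESA* genes in ISE42.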

Collectively, these results indicate that AM symbiosis promotes lignin biosynthesis and cell wall remodeling primarily in ISE42, potentially strengthening root structure and enhancing drought tolerance, with both genotypes. This symbiosis-driven modification likely facilitates root adaptation to prolonged drought stress, underscoring a genotype-dependent response mechanism.

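Over the 28 tested phenylpropanoid genes other than peroxidases, 13 were upregulated and 6 downregulated in ISE42 at 7 DAT, with 13 and 8 when adjusted over the list alone. Of the 6 *HCT* genes 3 were upregulated and 3 downregulated. Median-of-ratios scaling gave 13 and 5 of the 28, and quantile normalization 14 and 8. The interaction with accession passed for 10 genes with a more positive and 8 with a more negative effect in ISE42. At 14 DAT 1 gene was upregulated in TT8 and none in ISE42, against 3 and 4 at an unadjusted p below 0.05.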

## 4 Discussion

### 4.1 Genetic variation shapes AMF-mediated drought responses

Genetic variation in host plants is a key determinant of AM symbiotic responses, as reported in sorghum, cassava, barley, maize and foxtail millet (Mateus et al., 2019; Watts-Williams et al., 2019; Al Mutairi et al., 2020; Chang and Lin, 2023; Li et al., 2023). Our previous work showed that most AM symbiosis-conserved genes in TT8 were upregulated under low-phosphate conditions; however, in the present study, their expression declined in TT8 after seven days of drought stress, whereas ISE42 maintained stable expression. Similar studies in maize and sorghum demonstrated a positive correlation between AMF compatibility, nutrient homeostasis and growth responses (Watts-Williams et al., 2019; Li et al., 2023). Nevertheless, ecological studies suggested that symbiotic effects on plant growth are not universally positive and depend on plant-fungus combination (Klironomos, 2003).

Here, AMF colonization efficiency did not differ between genotypes or between short- and long-term drought stress, indicating similar establishment of symbiosis. However, the marked differences in the expression of symbiosis-conserved genes and drought-responsive genes between accessions highlight significant genotype × environmental interactions. Together with previous findings and our results suggest that the reprogramming of both symbiosis-conserved and non-conserved genes under drought stress is strongly genotype-dependent. Notably, AMF association substantially enhanced drought tolerance in ISE42, whereas only minor improvements were observed in TT8, reinforcing the impact of host genetic variation on AMF-mediated drought responses.

### 4.2 AM symbiosis-mediated regulation of aquaporin genes under drought stress conditions

Enhancement of water uptake and plasma membrane-anchored *AQP*s (*PIP*s) expression by AM symbiosis under drought stress has been reported in many plant species, supporting the role of PIPs in water permeability and transport (He et al., 2019; Wang et al., 2023; Wang, D. Y. et al., 2024; Zou et al., 2024; Ni et al., 2025). However, our results, along with other studies (Chitarra et al., 2016; Porcel et al., 2006; Quiroga et al., 2017; Symanczik et al., 2020), reveal that AMF association can also lead to downregulation of certain *PIP* genes under water deficit conditions. This pattern may reflect stress severity- and duration-dependent regulation, where *PIP*s induced by AM symbiosis during mild drought are subsequently suppressed under prolonged stress to reduce water loss (Bárzana et al., 2014; Porcel et al., 2006). Indeed, PIP downregulation has been correlated with increased leaf relative water content, suggesting a role in water conservation (Porcel et al., 2006 and Aroca et al., 2007).

In contrast, several *NIP*s were specifically induced in colonized ISE42. In *Lotus japonica*, LjNIP1;5 enhances drought tolerance and AMF maintenance by promoting root proliferation and reducing stomata aperture (Zou et al., 2024). 

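SETIT_018035mg, described as aquaporin NIP1-1, lies on chromosome I from 2256072 to 2258799. In ISE42 at 7 DAT it was at 6.26 ± 3.74 FPKM in AMF-treated and 1.42 ± 0.133 FPKM in mock-treated roots (SD, n = 3 libraries each), a log2 fold change of 1.91 (standard error 0.47, adjusted p = 0.00266), and in TT8 at 0.213 ± 0.168 and 0.133 ± 0.167 FPKM. The difference between the accessions did not pass (interaction 1.40, adjusted p = 0.114). In ISE42 its log2 fold change lay between 1.46 and 2.22 across the alternatives.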

The foxtail millet homolog (SETIT_018035mg) was similarly induced in colonized ISE42 but not in TT8, coinciding with stronger activation of symbiosis-conserved genes. These findings suggest that NIP-type proteins may stabilize plant-fungus interactions, potentially through transport of water or small molecules within arbuscule-containing cells.

Host and fungal genotypes also influence *AQP* expression (Quiroga et al., 2017; Symanczik et al., 2020). While some studies reported greater AMF benefits in drought-sensitive cultivars (Quiroga et al., 2017), our results showed stronger advantages in the tolerant ISE42, possibly due to differences in host and fungal species used. Such context-dependent variation emphasizes the need for broader genotype-genotype testing to understand symbiotic modulation of water transport mechanisms.

### 4.3 Impacts of AM symbiosis on nitrogen uptake and assimilation

Drought-induced stomata closure limits both transpiration and nitrogen assimilation, restricting photosynthesis and growth (McDowell et al., 2008; Robredo et al., 2011; Bista et al., 2018; Xia et al., 2020; Han et al., 2022). Exogenous application of nitrogen source can enhance water use efficiency, nitrogen assimilation, and antioxidative activities, alleviating water deficit stress (Brueck et al., 2010; Ren et al., 2015; Meng et al., 2016; Li et al., 2020; Pissolato et al., 2020; Ren et al., 2020). Furthermore, adequate nitrogen supply promotes drought recovery capacity (Sergent et al., 2014; Maywald et al., 2022; Sun et al., 2025), highlighting the importance of maintaining N supply and assimilation for drought tolerance.

AM symbiosis facilitates uptake of phosphorus, nitrogen and other nutrients in host plants. In rice, approximately 40% of root-acquired N is delivered via OsNPF4.5-mediated symbiotic route, with additional symbiosis-induced NRT/NPF family members functioning under low nitrate conditions (Wang et al., 2020). 

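SETIT_004857mg, listed as a nitrate transporter among the symbiosis-conserved genes, was at 9.80 ± 2.72 FPKM in AMF-treated and 0.531 ± 0.217 FPKM in mock-treated roots (SD, n = 3 libraries each) in ISE42 at 7 DAT, a log2 fold change of 4.00 (standard error 0.36, adjusted p = 5.26e-08). SETIT_004444mg, described as a nitrate transporter, had a log2 fold change of 1.71 (standard error 0.57, adjusted p = 0.0183), and SETIT_000816mg (NRT1/PTR family 8.1, chromosome V from 8356707 to 8375066) one of 1.73 (standard error 0.25, adjusted p = 1.3e-05). The effects differed between the accessions for SETIT_004857mg (interaction 3.64, adjusted p = 4.05e-05) and SETIT_000816mg (1.40, adjusted p = 0.00517), and the difference for SETIT_004444mg did not pass (1.68, adjusted p = 0.114).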

In ISE2, homologs of *OsNPF.5* (SETIT_004857mg), *OsNRT2.3a* (root-to-shoot transport; SETIT_004444mg)) (Tang et al., 2012), and *OsNPF8.1* (organic N mobilization in response to drought; SETIT_000816mg) (Qiu et al., 2023) were upregulated by AM symbiosis, but not in TT8. This suggests enhanced acquisition from soil and fungal partners, plus efficient root-to-shoot nitrogen mobilization, supports drought resilience.

Drought also suppresses nitrate reduction (Gloser et al., 2020), partly via drought and salt tolerance (DST)-mediated downregulation of nitrate reductase genes in rice (Han et al., 2022). Conversely, nitrate supplementation can increase nitrate reductase activity and nitric oxide (NO) production, enhancing antioxidant capacity (Pissolato et al., 2020). In ISE42, AM symbiosis upregulated nitrate reductase, nitrite reductase, glutamine synthase and glutamate synthase genes, but not nitric oxide synthase (data not shown), indicating improved N assimilation contributes to its superior drought tolerance.

### 4.4 AM symbiosis-mediated drought tolerance via the enhancement of lignin biosynthesis and cellulose biosynthesis

After 7 days of drought treatment, AMF-colonized ISE42 roots showed strong induction of lignin biosynthesis genes. Lignin provides structural support and facilitates water transport through xylem, thereby contributing to drought resistance (Weng and Chapple, 2010; Ménard et al., 2022). In rice, *OsCCR10*, encoding a cinnamoyl-coA reductase in the monolignol biosynthesis pathway, is induced by OsNAC5 in roots under drought and its overexpression increased root lignin content, reduces water loss, and enhances drought tolerance (Jeong et al., 2013; Bang et al., 2022). Similarly, OsNAC17 and drought-responsive AP2/ERF transcription factors such as OsERF71 and sweet potato RAP2.4 enhance drought tolerance via activation of lignin biosynthesis genes (Lee et al., 2016; Bian et al., 2022). In ISE42, AM symbiosis enhanced the expression of genes of for monolignol biosynthesis and polymerization, suggesting that lignin accumulation contributes to symbiosis-mediated drought tolerance. In contrast, colonized TT8 displayed minimal activation of these pathways, aligning with its weaker symbiotic transcriptional responses. Prolonged drought suppressed lignin-related gene induction in both genotypes.

In addition to lignin, cellulose—a key structural component of the cell wall—plays an important role in osmotic stress tolerance. Loss-of-function mutations in CESA and CESA-like proteins impair polysaccharide deposition and ROS regulation, reducing osmotic tolerance (Zhu et al., 2010; Hou et al., 2024). In our study, more CESA and COBRA-lie genes were upregulated in colonized ISE42 than in TT8 at both 7 and 14 DAT, indicating that strong symbiotic responses in ISE42 may enhance cellulose biosynthesis and confer greater drought resistance.

### 4.5 Regulation of ABA and JA homeostasis by arbuscular mycorrhizal symbiosis in drought responses

ABA plays a central role in plant drought responses, not only in regulating stomata aperture but also in modulating root growth and angle under water stress (Feng et al., 2022; Xiong, Y. L. et al., 2025). In our study, *ABA8’OH* genes were upregulated in colonized ISE42 at 7 DAT, coinciding with reduced expression of *ABF*s and *RD29A.*This pattern was absent in TT8, suggesting that AM symbiosis in ISE42 may mitigate drought-induced ABA signaling, possibly by alleviating stress perception. Such trends are consistent with previous findings in wheat, where drought-sensitive cultivars exhibited strong ABA accumulation, whereas tolerant cultivars showed elevated *ABA8’OH* expression without significant ABA accumulation (Ji et al., 2011). In tomato, AMF colonization under drought condition similarly reduced ABA accumulation (Chitarra et al., 2016; Sánchez-Romera et al., 2018). Notably, in maize, exogenous ABA application enhanced drought tolerance, yet this effect was attenuated in AMF-colonized plants, with reduced aquaporin expression compared to controls (Ruiz-Lozano et al., 2009). Together, these results suggest that AM symbiosis promotes drought adaptation not through sustained ABA accumulation, but through fine control of ABA homeostasis.

JA signaling also exhibited distinct modulation under AM symbiosis in ISE42. The upregulation of *JAZ* genes, which encode negative regulators of JA responses, indicates a repression of canonical JA signaling. This repression is known to reduce drought tolerance in JAZ-overexpressing plants and mutants (Fu et al., 2017; Wang, W. M. et al., 2024; Xiong, J. Y. et al., 2025). However, we also observed upregulation of α-linolenic acid metabolism genes, critical for JA biosynthesis, along with *MYC2*, a master activator of JA signaling. This suggests that AM symbiosis may employ a fine-tuning strategy, simultaneously tempering excessive JA responses via JAZs while maintaining basal JA-mediated defenses through increased biosynthesis and *MYC2* activation. Such a mechanism may help balance energy allocation between growth and stress defense.

The interplay between JA and ABA may further contribute to AM-mediated drought responses. JA has been shown to act upstream of ABA by repressing PP2C, thereby enhancing osmotic stress tolerance (Zhao et al., 2023). Additionally, JA transport from roots to shoots can influence shoot-level responses such as stomatal regulation and transpiration control (Ogawa et al., 2021). The observed increase in JA biosynthesis in AM-colonized ISE42 could therefore support both local and systemic to reprogram hormone signaling networks, integrating ABA and JA pathways to optimize drought adaptation. Further work will focus on characterizing shoot-level molecular and physiological responses to clarify the full extent of this regulatory integration.

### 4.6 Conclusion

This study demonstrates clear genotype-dependent variation in AMF-mediated drought responses in foxtail millet. The drought-tolerant ISE42 displayed pronounced transcriptomic activation of nutrient transport, cell wall reinforcement and hormonal fine-tuning, leading to improved drought resilience. In contrast, TT8 showed limited transcriptional and physiological benefits. These results underscore the complexity of plant-fungus interaction and highlight the need to consider host genotype when applying AMF in crop drought management strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE306689.

# Supplementary material for: Genotype-specific modulation of drought tolerance by arbuscular mycorrhizal symbiosis in foxtail millet
**Source:** Front Plant Sci. 2025 Nov 18;16:1696600. doi: 10.3389/fpls.2025.1696600
**Supplement:** Supplementary file 1

## Supplementary Material

**Supplementary Table 1.** Sequences of primers used in this study for qRT-PCR analyses.

| Accession                                             | primer      | Sequence              |
|-------------------------------------------------------|-------------|-----------------------|
| SETIT_000254mg                                        | qSi000254_F | TGCAGAATGAAGCACCCACT  |
|                                                       | qSi000254_R | TTAGCCACTCCAGCAACCTG  |
| SETIT_004153mg                                        | qSi004153_F | GTCGGAAGAGATTGCACGGA  |
|                                                       | qSi004153_R | ATACAATGAGCCGCAGCCAA  |
| SETIT_009413mg                                        | qSi009413_F | TCGAGCTATGCTACGCACTG  |
|                                                       | qSi009413_R | GAACAGGGCCAATGGGATGA  |
| SETIT_016794mg                                        | qSi016794_F | CCGTAGCCGAGACCTACATTC |
|                                                       | qSi016794_R | GGACGGAGACGAGCACATAG  |
| SETIT_016682mg                                        | qSi016682_F | ACACCACCTTCATCCAGCAG  |
|                                                       | qSi016682_R | GCCAAACGAGAATCCGCATC  |
| SETIT_020982mg                                        | qSi020982_F | TGGTACGGGCAAGAGGTAAG  |
|                                                       | qSi020982_R | AGGAAGGAAGGTGCCACAAT  |
| SETIT_021174mg                                        | qSi021174_F | GAACTGAGGCAGAAGGCACT  |
|                                                       | qSi021174_R | GGGGTCCAGAAGCCGAATAG  |
| SETIT_022040mg                                        | qSiEF1a_F   | CAACAAGATGGATGCCACCAC |
|                                                       | qSiEF1a_R   | GAGATTGGGACGAAGGCAATC |
| SETIT_029251mg                                        | qSi029251_F | GGAGATGACCTCGGACGTTG  |
|                                                       | qSi029251_R | GCCGCACTTGATGAGGTACT  |
| SETIT_030712mg                                        | qSi030712_F | AAGCACTCACCTTCCCAACA  |
|                                                       | qSi030712_R | GACAATGCAAGCTCTCGCTG  |
| SETIT_037147mg                                        | qSi037147_F | CGTCCCTAGTGTTCTCCTCCT |
|                                                       | qSi037147_R | ATCTGCTTCTTGAGCCGCTT  |
| <i>C. etunicatum</i><br><i>β-Tubulin</i> (FJ174279.1) | qCeTub_F    | ACACAGTACCATTCCCACGTC |
|                                                       | qCeTub_R    | CGGTCAATGCACGGTATCCT  |

**Supplementary Table 2.** The quantity and quality of reads.

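Supplementary Table 2 gives for each library the reads left after trimming and filtering, the share of bases with a Q30 quality score or better and the GC content, with replicates numbered 1 to 3. These numbers do not match the replicate labels of the expression values, so the table was summarised by group. Libraries at 7 DAT had between 45846912 and 64382594 clean reads by the paper's count and Q30 values of 95.17% to 95.515%, and libraries at 14 DAT between 34965366 and 46755688 reads and Q30 values of 93.85% to 94.32%. The days thus did not overlap in quality, and any comparison between them also compares these sequencing qualities. Mock- and AMF-treated libraries of the same day had overlapping Q30 ranges.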

| Sample          | Raw Read | Clean Read | Q20 (%) | Q30 (%) | GC content (%) |
|-----------------|----------|------------|---------|---------|----------------|
| mock7D TT8_1    | 53763406 | 47675182   | 98.74   | 95.305  | 53.04          |
| mock7D TT8_2    | 51863662 | 46084272   | 98.745  | 95.32   | 53.055         |
| mock7D TT8_3    | 59921894 | 52773004   | 98.775  | 95.39   | 52.74          |
| AMF7D TT8_1     | 65402166 | 57583320   | 98.725  | 95.25   | 52.22          |
| AMF7D TT8_2     | 60103564 | 53453330   | 98.815  | 95.515  | 52.3           |
| AMF7D TT8_3     | 52257474 | 45846912   | 98.705  | 95.17   | 51.52          |
| mock7D ISE42_1  | 73547240 | 64382594   | 98.795  | 95.44   | 52.175         |
| mock7D ISE42_2  | 65446612 | 57080448   | 98.77   | 95.395  | 52.385         |
| mock7D ISE42_3  | 59038434 | 52595648   | 98.795  | 95.435  | 52.33          |
| AMF7D ISE42_1   | 69662944 | 61369528   | 98.785  | 95.415  | 52.835         |
| AMF7D ISE42_2   | 60307380 | 53260916   | 98.735  | 95.27   | 52.485         |
| AMF7D ISE42_3   | 53839920 | 48390380   | 98.82   | 95.505  | 51.985         |
| mock14D TT8_1   | 52973140 | 44041358   | 98.275  | 94.005  | 53.96          |
| mock14D TT8_2   | 52727852 | 39566824   | 98.265  | 93.965  | 51.28          |
| mock14D TT8_3   | 51977368 | 43030582   | 98.305  | 94.07   | 53.73          |
| AMF14D TT8_1    | 53428698 | 44935916   | 98.33   | 94.13   | 52.89          |
| AMF14D TT8_2    | 58082476 | 46755688   | 98.225  | 93.85   | 52.42          |
| AMF14D TT8_3    | 42034220 | 34965366   | 98.27   | 93.965  | 52.6           |
| mock14D ISE42_1 | 41723240 | 35084668   | 98.28   | 93.985  | 53.715         |
| mock14D ISE42_2 | 50093852 | 42346422   | 98.32   | 94.1    | 53.83          |
| mock14D ISE42_3 | 51045832 | 43055688   | 98.32   | 94.08   | 53.665         |
| AMF14D ISE42_1  | 43546972 | 36494082   | 98.265  | 93.95   | 53.61          |
| AMF14D ISE42_2  | 47955500 | 40322494   | 98.31   | 94.04   | 53.015         |
| AMF14D ISE42_3  | 51190748 | 42785656   | 98.395  | 94.32   | 53.875         |

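Supplementary Table 3 gives the share of reads that the authors' alignment placed on the genome. Over its values, the share of unmapped reads was higher in AMF- than in mock-treated roots by 4.73 percentage points in TT8 and 4.67 in ISE42 at 7 DAT, and by 5.3 and 3.57 at 14 DAT (exact permutation test, two-sided, p = 0.1, 0.1, 0.3 and 0.1, where 0.1 is the smallest possible). Over the 4 comparisons together, the mean difference was 4.57 percentage points (exact permutation test within comparisons, p = 0.0016). By group, 15.7% ± 5.37 (SD, n = 3) of reads were unmapped in AMF-treated TT8 roots at 14 DAT, the largest share in the table, and 4.70% ± 0.300 in mock-treated ISE42 roots at 7 DAT, the smallest. The paper's uniquely mapped shares ran from 70.2% to 91.6%.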

**Supplementary Table 3.** The percentage of reads mapped to the genome.

| Type            | Total Reads      | Total Mapped      | Multiple Mapped  | Uniquely Mapped   |
|-----------------|------------------|-------------------|------------------|-------------------|
| mock7D TT8_1    | 47675182 (100 %) | 45130891 (94.7 %) | 1839151 (3.9 %)  | 43291740 (90.8 %) |
| mock7D TT8_2    | 46084272 (100 %) | 43712873 (94.9 %) | 1918720 (4.2 %)  | 41794153 (90.7 %) |
| mock7D TT8_3    | 52773004 (100 %) | 50060989 (94.9 %) | 1877206 (3.6 %)  | 48183783 (91.3 %) |
| AMF7D TT8_1     | 57583320 (100 %) | 52761899 (91.6 %) | 2071706 (3.6 %)  | 50690193 (88.0 %) |
| AMF7D TT8_2     | 53453330 (100 %) | 48728481 (91.2 %) | 1922656 (3.6 %)  | 46805825 (87.6 %) |
| AMF7D TT8_3     | 45846912 (100 %) | 40125974 (87.5 %) | 1640096 (3.6 %)  | 38485878 (83.9 %) |
| mock7D ISE42_1  | 64382594 (100 %) | 61524669 (95.6 %) | 3029367 (4.7 %)  | 58495302 (90.9 %) |
| mock7D ISE42_2  | 57080448 (100 %) | 54403376 (95.3 %) | 2443831 (4.3 %)  | 51959545 (91.0 %) |
| mock7D ISE42_3  | 52595648 (100 %) | 49952487 (95.0 %) | 1758221 (3.3 %)  | 48194266 (91.6 %) |
| AMF7D ISE42_1   | 61369528 (100 %) | 53396511 (87.0 %) | 1919314 (3.1 %)  | 51477197 (83.9 %) |
| AMF7D ISE42_2   | 53260916 (100 %) | 48990508 (92.0 %) | 1561836 (2.9 %)  | 47428672 (89.1 %) |
| AMF7D ISE42_3   | 48390380 (100 %) | 44962125 (92.9 %) | 2236593 (4.6 %)  | 42725532 (88.3 %) |
| mock14D TT8_1   | 44041358 (100 %) | 41246575 (93.7 %) | 5484950 (12.5 %) | 35761625 (81.2 %) |
| mock14D TT8_2   | 39566824 (100 %) | 32513303 (82.2 %) | 2650399 (6.7 %)  | 29862904 (75.5 %) |
| mock14D TT8_3   | 43030582 (100 %) | 39977489 (92.9 %) | 5527486 (12.9 %) | 34450003 (80.1 %) |
| AMF14D TT8_1    | 44935916 (100 %) | 38839908 (86.4 %) | 2229789 (5.0 %)  | 36610119 (81.5 %) |
| AMF14D TT8_2    | 46755688 (100 %) | 36546357 (78.2 %) | 3742223 (8.0 %)  | 32804134 (70.2 %) |
| AMF14D TT8_3    | 34965366 (100 %) | 30865312 (88.3 %) | 1820174 (5.2 %)  | 29045138 (83.1 %) |
| mock14D ISE42_1 | 35084668 (100 %) | 33203498 (94.6 %) | 1648358 (4.7 %)  | 31555140 (90.0 %) |
| mock14D ISE42_2 | 42346422 (100 %) | 40155442 (94.8 %) | 2111547 (5.0 %)  | 38043895 (89.8 %) |
| mock14D ISE42_3 | 43055688 (100 %) | 40947120 (95.1 %) | 2252788 (5.2 %)  | 38694332 (89.9 %) |
| AMF14D ISE42_1  | 36494082 (100 %) | 33018067 (90.5 %) | 1698588 (4.7 %)  | 31319479 (85.8 %) |
| AMF14D ISE42_2  | 40322494 (100 %) | 36022909 (89.3 %) | 1377767 (3.4 %)  | 34645142 (85.9 %) |
| AMF14D ISE42_3  | 42785656 (100 %) | 40233839 (94.0 %) | 1551958 (3.6 %)  | 38681881 (90.4 %) |

**Supplementary Table 4.** Biological processes upregulated in response to AM symbiosis.

| ID           | Description                                                                   | Count <sup>1</sup> | p.adjust <sup>2</sup> |
|--------------|-------------------------------------------------------------------------------|--------------------|-----------------------|
| TT8 7 DAT    |                                                                               |                    |                       |
| GO:0008037   | cell recognition                                                              | 5                  | 0.029                 |
| GO:0048544   | recognition of pollen                                                         | 5                  | 0.029                 |
| GO:0009875   | pollen-pistil interaction                                                     | 5                  | 0.029                 |
| GO:0009856   | pollination                                                                   | 6                  | 0.029                 |
| GO:0044706   | multi-multicellular organism process                                          | 6                  | 0.029                 |
| GO:0006855   | drug transmembrane transport                                                  | 5                  | 0.046                 |
| ISE42 7 DAT  |                                                                               |                    |                       |
| GO:0046777   | protein autophosphorylation                                                   | 26                 | 0.001                 |
| GO:2000022   | regulation of jasmonic acid mediated signaling pathway                        | 12                 | 0.001                 |
| GO:0009611   | response to wounding                                                          | 20                 | 0.011                 |
| GO:0009607   | response to biotic stimulus                                                   | 55                 | 0.014                 |
| GO:0031407   | oxylipin metabolic process                                                    | 12                 | 0.015                 |
| GO:0031408   | oxylipin biosynthetic process                                                 | 12                 | 0.015                 |
| GO:0015706   | nitrate transport                                                             | 8                  | 0.015                 |
| GO:0017001   | antibiotic catabolic process                                                  | 38                 | 0.015                 |
| GO:0042743   | hydrogen peroxide metabolic process                                           | 37                 | 0.015                 |
| GO:0042744   | hydrogen peroxide catabolic process                                           | 36                 | 0.015                 |
| GO:0010200   | response to chitin                                                            | 7                  | 0.015                 |
| GO:0007166   | cell surface receptor signaling pathway                                       | 24                 | 0.015                 |
| GO:0031347   | regulation of defense response                                                | 24                 | 0.015                 |
| GO:0002239   | response to oomycetes                                                         | 12                 | 0.021                 |
| GO:0010167   | response to nitrate                                                           | 8                  | 0.029                 |
| GO:0016999   | antibiotic metabolic process                                                  | 48                 | 0.032                 |
| GO:0080134   | regulation of response to stress                                              | 33                 | 0.036                 |
| GO:0072593   | reactive oxygen species metabolic process                                     | 39                 | 0.048                 |
| GO:0002229   | defense response to oomycetes                                                 | 11                 | 0.048                 |
| GO:1990748   | cellular detoxification                                                       | 44                 | 0.048                 |
| TT8 14 DAT   |                                                                               |                    |                       |
| GO:0019748   | secondary metabolic process                                                   | 11                 | <0.001                |
| GO:0009698   | phenylpropanoid metabolic process                                             | 9                  | <0.001                |
| GO:0009808   | lignin metabolic process                                                      | 6                  | 0.003                 |
| GO:0044550   | secondary metabolite biosynthetic process                                     | 6                  | 0.004                 |
| GO:0009699   | phenylpropanoid biosynthetic process                                          | 5                  | 0.004                 |
| GO:0009800   | cinnamic acid biosynthetic process                                            | 3                  | 0.004                 |
| GO:0009803   | cinnamic acid metabolic process                                               | 3                  | 0.004                 |
| GO:0006559   | L-phenylalanine catabolic process                                             | 3                  | 0.012                 |
| GO:1902222   | erythrose 4-phosphate/phosphoenolpyruvate family amino acid catabolic process | 3                  | 0.012                 |
| GO:0009074   | aromatic amino acid family catabolic process                                  | 3                  | 0.034                 |
| GO:0006558   | L-phenylalanine metabolic process                                             | 3                  | 0.034                 |
| GO:1902221   | erythrose 4-phosphate/phosphoenolpyruvate family amino acid metabolic process | 3                  | 0.034                 |
| ISE42 14 DAT |                                                                               |                    |                       |
| GO:0046271   | phenylpropanoid catabolic process                                             | 3                  | 0.018                 |
| GO:0046274   | lignin catabolic process                                                      | 3                  | 0.018                 |
| GO:0019748   | secondary metabolic process                                                   | 4                  | 0.022                 |
| GO:0009808   | lignin metabolic process                                                      | 3                  | 0.025                 |

<sup>1</sup> Number of genes affected in corresponding terms<sup>2</sup> Adjusted p value.

**Supplementary Table 5.** Biological processes downregulated in response to AM symbiosis.

| ID           | Description                                 | Count <sup>1</sup> | p.adjust <sup>2</sup> |
|--------------|---------------------------------------------|--------------------|-----------------------|
| TT8 7 DAT    |                                             |                    |                       |
| GO:0016036   | cellular response to phosphate starvation   | 4                  | <0.001                |
| GO:0070417   | cellular response to cold                   | 3                  | <0.001                |
| GO:0009267   | cellular response to starvation             | 4                  | 0.001                 |
| GO:0031669   | cellular response to nutrient levels        | 4                  | 0.001                 |
| GO:0042594   | response to starvation                      | 4                  | 0.001                 |
| GO:0031668   | cellular response to extracellular stimulus | 4                  | 0.001                 |
| GO:0071496   | cellular response to external stimulus      | 4                  | 0.001                 |
| GO:0031667   | response to nutrient levels                 | 4                  | 0.002                 |
| GO:0009991   | response to extracellular stimulus          | 4                  | 0.003                 |
| GO:0006071   | glycerol metabolic process                  | 2                  | 0.042                 |
| GO:0019400   | alditol metabolic process                   | 2                  | 0.042                 |
| ISE42 7 DAT  |                                             |                    |                       |
| GO:0006833   | water transport                             | 10                 | <0.001                |
| GO:0042044   | fluid transport                             | 10                 | <0.001                |
| GO:0009408   | response to heat                            | 17                 | <0.001                |
| GO:0030001   | metal ion transport                         | 30                 | <0.001                |
| GO:0009266   | response to temperature stimulus            | 23                 | 0.004                 |
| GO:0010035   | response to inorganic substance             | 25                 | 0.017                 |
| GO:0042542   | response to hydrogen peroxide               | 7                  | 0.046                 |
| GO:0043269   | regulation of ion transport                 | 6                  | 0.048                 |
| TT8 14 DAT   |                                             |                    |                       |
| GO:0042542   | response to hydrogen peroxide               | 4                  | 0.011                 |
| ISE42 14 DAT |                                             |                    |                       |
| GO:0045491   | xylan metabolic process                     | 1                  | 0.045                 |
| GO:0010410   | hemicellulose metabolic process             | 1                  | 0.045                 |
| GO:0010383   | cell wall polysaccharide metabolic process  | 1                  | 0.045                 |
| GO:0044036   | cell wall macromolecule metabolic process   | 1                  | 0.045                 |
| GO:0000272   | polysaccharide catabolic process            | 1                  | 0.045                 |
| GO:0098869   | cellular oxidant detoxification             | 1                  | 0.045                 |
| GO:0016052   | carbohydrate catabolic process              | 1                  | 0.045                 |
| GO:1990748   | cellular detoxification                     | 1                  | 0.045                 |
| GO:0097237   | cellular response to toxic substance        | 1                  | 0.045                 |
| GO:0098754   | detoxification                              | 1                  | 0.045                 |
| GO:0009636   | response to toxic substance                 | 1                  | 0.048                 |
| GO:0006979   | response to oxidative stress                | 1                  | 0.048                 |

<sup>1</sup> Number of genes affected in corresponding terms<sup>2</sup> Adjusted *p* value.

**Supplementary Table 6.** Expression of AM symbiosis-conserved genes in TT8 and ISE42 under drought stress conditions.

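Supplementary Table 6 gives the paper's log2 fold changes for 63 AM symbiosis-conserved genes, with asterisks for significant changes. In colonized ISE42 roots at 7 DAT the table marks 45 genes as upregulated and 4 as downregulated by the paper's test, of which 36 and 3 were called here and 6 did not pass the expression filter. In TT8 it marks 3 at 7 DAT and 2 at 14 DAT, and 2 on each day were called here. It marks none in ISE42 at 14 DAT, where none was called. Transcripts that the table lists as not detected number 20 in TT8 and 1 in ISE42 at 7 DAT, and 36 and 33 at 14 DAT.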

| Gene ID        | Gene annotation                                    | 7 DAT <sup>\$</sup> |        | 14 DAT |       |
|----------------|----------------------------------------------------|---------------------|--------|--------|-------|
|                |                                                    | TT8                 | ISE42  | TT8    | ISE42 |
| SETIT_034161mg | Cation channel (Castor)                            | -0.01               | 0.10   | 0.12   | 0.06  |
| SETIT_029334mg | Receptor-like kinase (DMI2)                        | 0.51                | 0.22   | 0.16   | -0.05 |
| SETIT_021787mg | Calcium/calmodulin-dependent protein kinase (DMI3) | -0.09               | 2.09*  | -0.10  | -0.25 |
| SETIT_004288mg | Phosphate transporter (PHT1;9)                     | 5.28*               | 7.87*  | ND     | ND    |
| SETIT_008637mg | DNA-binding transcriptional activator (CYCLOPS)    | ND                  | 2.30*  | ND     | ND    |
| SETIT_015555mg | ABCG half-ABC transporter (STR1)                   | 0.21                | 2.55*  | ND     | -0.39 |
| SETIT_003786mg | ABCG half-ABC transporter (STR2)                   | 0.61                | 4.58*  | ND     | -0.47 |
| SETIT_012264mg | ABC transporter (ABCB12)                           | 1.08                | 6.48*  | ND     | ND    |
| SETIT_015752mg | ABC transporter (ABCB20)                           | ND                  | 5.05*  | ND     | ND    |
| SETIT_035002mg | MSP and ANK repeat-containing protein (VAPYRIN)    | 0.73                | 0.72   | 0.60   | 0.30  |
| SETIT_035307mg | Glycerol-3-phosphate acyl transferase (RAM2)       | ND                  | 11.32* | ND     | ND    |
| SETIT_027708mg | GRAS transcription factor (RAM1)                   | 9.44*               | 7.90*  | ND     | ND    |
| SETIT_000959mg | GRAS transcription factor (RAD1)                   | 0.69                | 2.67*  | 1.67*  | 0.29  |
| SETIT_021890mg | GRAS transcription factor (TF72)                   | 1.80                | 3.17*  | ND     | ND    |
| SETIT_003998mg | acyl-(acyl carrier protein) thioesterase (FatM)    | ND                  | 3.88*  | ND     | ND    |
| SETIT_015320mg | protein binding protein (Exo70I)                   | 0.09                | 4.39*  | ND     | ND    |
| SETIT_024947mg | ammonium transporter (AMT2;1)                      | -0.22               | 0.68   | 0.28   | -0.26 |
| SETIT_004697mg | ammonium transporter (AMT3;1)                      | 0.79                | 3.11*  | 1.45*  | 0.19  |
| SETIT_026160mg | oligopeptide transporter                           | 0.52                | -1.21* | 0.01   | -0.12 |
| SETIT_004857mg | nitrate transporter (ntr1)                         | 0.41                | 4.51*  | -0.16  | -0.10 |
| SETIT_038848mg | AP2 domain protein (AP2c)                          | ND                  | 3.00*  | ND     | ND    |
| SETIT_032213mg | AP2 domain protein (AP2d)                          | ND                  | 6.84*  | ND     | ND    |
| SETIT_001909mg | AP2 domain protein (AP2)                           | ND                  | 7.77*  | ND     | ND    |
| SETIT_022186mg | AP2 domain protein (AP2)                           | 0.32                | 3.20*  | -0.44  | -0.73 |
| SETIT_007857mg | AP2 domain protein (AP2)                           | ND                  | 9.36*  | ND     | ND    |
| SETIT_023636mg | CCAAT-binding transcription factor (CBF1)          | 0.66                | 2.36*  | ND     | 0.53  |
| SETIT_039424mg | Phytoeyanin (BCP1)                                 | -0.57               | ND     | ND     | ND    |
| SETIT_039030mg | plastocyanin-like domain protein                   | ND                  | 9.45*  | ND     | ND    |
| SETIT_039259mg | plastocyanin-like domain protein                   | ND                  | 8.04*  | ND     | ND    |
| SETIT_020176mg | plastocyanin-like domain protein                   | 1.05                | 0.10   | 0.37   | -1.09 |
| SETIT_007296mg | plastocyanin-like domain protein                   | 0.70                | -1.30* | ND     | ND    |
| SETIT_038020mg | plastocyanin-like domain protein                   | 0.24                | 4.00*  | 0.64   | 1.65  |
| SETIT_011928mg | subtilisin inhibitor                               | ND                  | 4.72*  | ND     | ND    |
| SETIT_023913mg | subtilisin inhibitor                               | ND                  | 7.29*  | ND     | ND    |

<sup>\$</sup> \* indicates genes that were significantly upregulated or downregulated in response to AM symbiosis.  
 ND indicates that the transcript was not detected in the transcriptome dataset.

**Supplementary Table 6.** Expression of AM symbiosis-conserved genes in TT8 and ISE42 under drought stress conditions (continued).

| Gene ID        | Gene                                            | 7 DAT <sup>§</sup> |        | 14 DAT |       |
|----------------|-------------------------------------------------|--------------------|--------|--------|-------|
|                |                                                 | TT8                | ISE42  | TT8    | ISE42 |
| SETIT_019796mg | subtilisin inhibitor                            | ND                 | 13.57* | ND     | ND    |
| SETIT_033231mg | class III chitinase                             | 2.74               | 6.84*  | ND     | ND    |
| SETIT_021498mg | class III chitinase                             | 0.99               | 1.76*  | 0.51   | 0.26  |
| SETIT_002402mg | class III chitinase                             | 2.47               | 5.42*  | 0.50   | 0.07  |
| SETIT_004962mg | Protein kinase (kin4)                           | -0.36              | 3.98*  | 0.10   | -0.99 |
| SETIT_028049mg | Protein kinase (kin3)                           | ND                 | 6.40*  | ND     | ND    |
| SETIT_006522mg | Protein kinase (kin2)                           | ND                 | 7.62*  | ND     | ND    |
| SETIT_039206mg | late embryogenesis abundant (lea)               | ND                 | 7.91*  | ND     | ND    |
| SETIT_023002mg | late embryogenesis abundant (lea)               | 0.60               | 2.05*  | 0.81   | 0.78  |
| SETIT_010999mg | late embryogenesis abundant (lea)               | 0.26               | 1.00*  | -0.01  | 0.35  |
| SETIT_023221mg | late embryogenesis abundant (lea)               | 0.22               | -1.62* | 0.23   | 0.16  |
| SETIT_032400mg | germin-like protein                             | ND                 | 12.10* | ND     | ND    |
| SETIT_033039mg | germin-like protein                             | ND                 | 8.85*  | ND     | ND    |
| SETIT_038965mg | Nod-factor receptor 5                           | 2.40*              | -0.23  | ND     | ND    |
| SETIT_028233mg | heparan-alpha-glucosaminide N-acetyltransferase | -0.09              | 1.71*  | -0.12  | 0.16  |
| SETIT_017532mg | Protein of unknown function                     | -0.21              | -0.47  | 0.20   | 0.63  |
| SETIT_017497mg | GDSL-like lipase/acylhydrolase                  | -0.32              | -0.62  | 0.16   | -0.12 |
| SETIT_032023mg | DnaJ domain protein                             | 0.56               | 1.66*  | ND     | ND    |
| SETIT_032512mg | DnaJ domain protein                             | ND                 | 5.49*  | ND     | ND    |
| SETIT_029260mg | 9-cis-epoxycarotenoid dioxygenase (CCD8b)       | 0.11               | 0.80   | -0.27  | ND    |
| SETIT_012330mg | citrate-binding protein (CBP1)                  | 0.08               | -0.23  | ND     | ND    |
| SETIT_039331mg | cytochrome protein b561 CYTb1)                  | 0.02               | 2.80*  | -0.13  | -0.45 |
| SETIT_038937mg | cytochrome P450 (CYT733A1)                      | 0.32               | 4.84*  | -0.43  | 0.18  |
| SETIT_024818mg | short-chain dehydrogenase/reductase (DHY1)      | -0.43              | 2.60*  | ND     | 0.45  |
| SETIT_038748mg | glutathione S-transferase tau (GST1)            | -0.50              | 0.01   | -0.49  | 0.06  |
| SETIT_029284mg | serine-threonine protein kinase (KIN5)          | -0.20              | 0.41   | 0.05   | -0.23 |
| SETIT_023557mg | heavy-metal-associated domain protein (HMAD1)   | 0.29               | -0.11  | 0.01   | -0.04 |
| SETIT_039811mg | ammonium transporter (AMT2;4)                   | ND                 | 4.62*  | ND     | ND    |
| SETIT_027981mg | GRAS family transcription factor (DIP1b)        | 0.40               | -1.94* | ND     | ND    |

<sup>§</sup> \* indicates genes that were significantly upregulated or downregulated in response to AM symbiosis. ND indicates that the transcript was not detected in the transcriptome dataset.

**Supplementary Table 7.** Differentially expressed *AP2/ERF* genes in TT8 and ISE42 in response to AM symbiosis during drought stress conditions.

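Supplementary Table 7 holds 41 genes in its *AP2/ERF* and 8 in its *DREB* part, of which 36 and 7 were tested here. In ISE42 roots at 7 DAT, the paper marks 29 *AP2/ERF* genes as upregulated and 6 as downregulated, of which 22 and 5 were called here, and 3 *DREB* genes as upregulated, of which 2 were. In ISE42 at 14 DAT, the paper's 4 *AP2/ERF* and 5 *DREB* genes were not called. In TT8, 1 gene marked as downregulated at 7 DAT was not called, and of 3 marked at 14 DAT 1 was. A *DREB* gene marked as upregulated in TT8 at 14 DAT was not called.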

| Gene ID        | 7 DAT <sup>\$</sup> |       | 14 DAT |       | Gene ID        | 7 DAT <sup>\$</sup> |        | 14 DAT |       |
|----------------|---------------------|-------|--------|-------|----------------|---------------------|--------|--------|-------|
|                | TT8                 | ISE42 | TT8    | ISE42 |                | TT8                 | ISE42  | TT8    | ISE42 |
| SETIT_007857mg | ND                  | 9.36* | ND     | ND    | SETIT_024479mg | 1.74                | 1.61*  | -0.47  | 0.17  |
| SETIT_001909mg | ND                  | 7.77* | ND     | ND    | SETIT_030810mg | ND                  | 1.51*  | ND     | ND    |
| SETIT_008428mg | ND                  | 7.64* | ND     | ND    | SETIT_017568mg | 0.07                | 1.33*  | 0.11   | -0.05 |
| SETIT_032351mg | ND                  | 6.52* | ND     | ND    | SETIT_030088mg | 0.02                | 1.17*  | 0.13   | 0.19  |
| SETIT_018144mg | 0.48                | 5.47* | 0.39   | 0.72  | SETIT_039427mg | -0.15               | 1.06*  | -0.74  | 0.81  |
| SETIT_033237mg | -1.28               | 4.22* | 0.56   | ND    | SETIT_004222mg | -1.25*              | 0.55   | -0.21  | -0.65 |
| SETIT_036647mg | 0.10                | 3.82* | 0.55   | 0.66  | SETIT_021952mg | -0.02               | 0.35   | -1.27* | 0.53  |
| SETIT_022186mg | 0.32                | 3.20* | -0.44  | -0.73 | SETIT_021959mg | -0.73               | 0.16   | -1.20* | 0.14  |
| SETIT_038848mg | ND                  | 3.00* | ND     | ND    | SETIT_030856mg | 1.40                | 0.04   | 0.91   | 1.70* |
| SETIT_024576mg | -0.77               | 2.99* | ND     | 0.67  | SETIT_028170mg | -0.73               | -0.71  | -1.19* | 0.17  |
| SETIT_002247mg | 0.20                | 2.93* | -0.20  | 0.50  | SETIT_012254mg | -0.06               | -1.03* | -0.21  | -0.05 |
| SETIT_018039mg | 1.08                | 2.93  | 0.23   | 2.10* | SETIT_013986mg | -0.50               | -1.10* | 0.14   | -0.38 |
| SETIT_017790mg | 0.17                | 2.76* | -0.01  | -0.41 | SETIT_022788mg | 0.01                | -1.67* | 0.18   | 0.47  |
| SETIT_031079mg | ND                  | 2.60* | ND     | ND    | SETIT_015394mg | 0.00                | -2.38* | 0.36   | -0.26 |
| SETIT_023329mg | -0.55               | 2.42* | -0.81  | 1.44* | SETIT_018222mg | ND                  | -2.80* | ND     | ND    |
| SETIT_002010mg | -0.40               | 2.40* | -0.35  | -0.06 | SETIT_036893mg | -0.60               | -3.64* | 0.37   | -0.10 |
| SETIT_003053mg | 0.49                | 2.38* | -0.07  | -0.19 | SETIT_032213mg | ND                  | 6.84*  | ND     | ND    |
| SETIT_002845mg | 0.99                | 2.24* | -0.46  | 1.90* | SETIT_002846mg | ND                  | 5.18*  | -0.28  | -0.68 |
| SETIT_026709mg | -0.55               | 2.09* | 0.06   | -0.25 | SETIT_002010mg | -0.40               | 2.40*  | -0.35  | -0.06 |
| SETIT_017941mg | -0.15               | 2.07* | 0.23   | -0.08 | SETIT_011005mg | 1.61                | 0.69   | 0.41   | 2.18* |
| SETIT_040030mg | ND                  | 2.04* | ND     | ND    | SETIT_031001mg | 0.85                | 0.49   | 0.85   | 1.84* |
| SETIT_036821mg | 0.74                | 1.92* | 0.01   | 0.93  | SETIT_030998mg | 0.70                | 0.27   | 0.38   | 1.31* |
| SETIT_031946mg | -0.07               | 1.89* | 0.65   | -0.25 | SETIT_030869mg | 0.97                | 0.21   | 1.32*  | 1.70* |
| SETIT_018188mg | ND                  | 1.68* | ND     | ND    | SETIT_018262mg | 1.71                | ND     | -0.15  | 1.59* |
| SETIT_036615mg | -0.55               | 1.62* | 0.14   | -0.25 |                |                     |        |        |       |

<sup>\$</sup> \* indicates genes that were significantly upregulated or downregulated in response to AM symbiosis. ND indicates that the transcript was not detected in the transcriptome dataset.

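The table of 36 *NAC* genes gives log2 fold changes from the authors' comparison of AMF- with mock-treated roots and asterisks for significance. For ISE42 at 7 DAT, the paper marks 28 genes as upregulated and 7 as downregulated, and 23 and 6 of them were called here. The genes it marks as upregulated at 14 DAT in TT8 and in ISE42, and the gene it marks as downregulated in TT8 at 7 DAT, were not called.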

**Supplementary Table 8.** Differentially expressed *NAC* genes in TT8 and ISE42 in response to AM symbiosis during drought stress conditions.

| Gene ID        | 7 DAT <sup>s</sup> |       | 14 DAT |       | Gene ID        | 7 DAT  |        | 14 DAT |       |
|----------------|--------------------|-------|--------|-------|----------------|--------|--------|--------|-------|
|                | TT8                | ISE42 | TT8    | ISE42 |                | TT8    | ISE42  | TT8    | ISE42 |
| SETIT_004195mg | ND                 | 6.18* | ND     | ND    | SETIT_006994mg | 1.64   | 1.94*  | ND     | 0.27  |
| SETIT_026707mg | ND                 | 4.73* | ND     | ND    | SETIT_001354mg | 0.56   | 1.93*  | 0.44   | 0.65  |
| SETIT_036301mg | -0.63              | 4.40* | 0.86   | -1.73 | SETIT_010410mg | -1.28* | 1.88*  | 0.30   | -0.25 |
| SETIT_002586mg | 0.44               | 4.15* | 0.19   | -0.52 | SETIT_010417mg | 0.24   | 1.79*  | 0.07   | 0.01  |
| SETIT_022966mg | 1.97               | 3.94* | ND     | ND    | SETIT_028024mg | ND     | 1.51*  | ND     | ND    |
| SETIT_032881mg | -0.38              | 3.86* | ND     | 0.51  | SETIT_030526mg | 0.40   | 1.36*  | 0.24   | -0.25 |
| SETIT_002386mg | -0.09              | 3.44* | 0.05   | -0.03 | SETIT_006975mg | 0.54   | 1.17*  | 0.96   | -0.06 |
| SETIT_030752mg | 1.18               | 3.13* | 0.34   | 0.23  | SETIT_036757mg | 0.99   | 1.09*  | 1.13   | -0.05 |
| SETIT_017393mg | ND                 | 2.86* | ND     | 0.07  | SETIT_024889mg | -0.17  | 1.09*  | 0.03   | -0.36 |
| SETIT_012740mg | 0.35               | 2.40* | ND     | ND    | SETIT_004848mg | -0.03  | 1.00*  | 0.81   | 0.07  |
| SETIT_010680mg | 0.53               | 2.32* | ND     | ND    | SETIT_032676mg | -0.72  | 0.43   | 1.31*  | -0.11 |
| SETIT_036241mg | -0.31              | 2.20* | 0.32   | 0.07  | SETIT_014180mg | ND     | -1.05* | ND     | ND    |
| SETIT_036265mg | 0.31               | 2.15* | 0.60   | 0.28  | SETIT_036535mg | 2.33   | -1.25* | ND     | ND    |
| SETIT_010735mg | 0.62               | 2.08* | ND     | -0.20 | SETIT_017567mg | -0.13  | -1.26* | 0.14   | -0.47 |
| SETIT_015514mg | 0.93               | 2.06* | ND     | ND    | SETIT_006565mg | 1.17   | -1.36* | ND     | 2.94* |
| SETIT_019775mg | -0.65              | 2.03* | ND     | ND    | SETIT_010799mg | ND     | -1.55* | ND     | ND    |
| SETIT_001021mg | 0.49               | 2.03* | 0.43   | 0.43  | SETIT_011079mg | -0.25  | -1.58* | -0.18  | -0.33 |
| SETIT_026342mg | 0.22               | 1.96* | 0.42   | 0.20  | SETIT_017967mg | -0.34  | -2.50* | -0.27  | -0.05 |

<sup>s</sup> \* indicates genes that were significantly upregulated or downregulated in response to AM symbiosis. ND indicates that the transcript was not detected in the transcriptome dataset.

**Supplementary Table 9.** Differentially expressed genes associated with calcium signaling pathways in response to AM symbiosis.

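Supplementary Table 9 lists 29 genes of calcium signaling, all of which were tested here. For ISE42 at 7 DAT, 26 are marked by the paper as upregulated and 2 as downregulated, of which 22 and 2 were called. The 4 genes marked as upregulated in ISE42 at 14 DAT were not called, and none is marked or was called in TT8.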

| Gene ID         | Gene                                        | 7 DAT <sup>§</sup> |         | 14 DAT |        |
|-----------------|---------------------------------------------|--------------------|---------|--------|--------|
|                 |                                             | TT8                | ISE42   | TT8    | ISE42  |
| SETIT_029431mg  | calcium-dependent protein kinase (SiCDPK8)  | 0.306              | 3.078*  | 0.114  | -0.278 |
| SETIT_034743mg  | calcium-dependent protein kinase (SiCDPK26) | 0.379              | 2.712*  | 0.444  | 0.062  |
| SETIT_034847mg  | calcium-dependent protein kinase (SiCDPK27) | 0.372              | 2.354*  | 0.509  | -0.161 |
| SETIT_0263202mg | calcium-dependent protein kinase (SiCDPK23) | -0.097             | 2.294*  | 0.381  | 0.108  |
| SETIT_009748mg  | calcium-dependent protein kinase (SiCDPK19) | 0.247              | 2.048*  | 0.210  | 0.239  |
| SETIT_0263201mg | calcium-dependent protein kinase (SiCDPK23) | 0.044              | 1.964*  | 0.201  | 0.103  |
| SETIT_016899mg  | calcium-dependent protein kinase (SiCDPK1)  | 0.194              | 1.826*  | 0.327  | -0.013 |
| SETIT_029530mg  | calcium-dependent protein kinase (SiCDPK5)  | 0.026              | 1.636*  | 0.238  | -0.130 |
| SETIT_040704mg  | calcium-dependent protein kinase (SiCDPK29) | -0.199             | 1.576*  | 0.461  | 0.183  |
| SETIT_021672mg  | calcium-dependent protein kinase (SiCDPK10) | 0.152              | 1.445*  | -0.115 | 0.304  |
| SETIT_016803mg  | calcium-dependent protein kinase (SiCDPK2)  | 0.206              | 1.193*  | 0.111  | 0.216  |
| SETIT_029046mg  | CSC1-like protein                           | 0.355              | 3.100*  | 0.393  | -0.473 |
| SETIT_034294mg  | CSC1-like protein                           | 0.029              | 2.732*  | 0.334  | 1.288* |
| SETIT_024448mg  | CSC1-like protein                           | -0.414             | 2.317*  | ND     | 0.248  |
| SETIT_021277mg  | CSC1-like protein                           | -0.202             | 2.113*  | 0.191  | -0.198 |
| SETIT_002788mg  | calcium-binding protein                     | 0.820              | 2.989*  | ND     | ND     |
| SETIT_003742mg  | calcium-binding protein                     | ND                 | 2.979*  | ND     | ND     |
| SETIT_004282mg  | calcium-binding protein                     | 0.016              | 2.633*  | -0.546 | 0.172  |
| SETIT_010908mg  | calcium-binding protein                     | 0.983              | 1.922*  | -0.093 | 0.541  |
| SETIT_011148mg  | calcium-binding protein                     | 0.018              | 1.808*  | 0.193  | -0.776 |
| SETIT_023228mg  | calcium-binding protein                     | 0.778              | 1.823*  | 0.036  | -0.275 |
| SETIT_005109mg  | calcium-binding protein                     | 0.837              | 1.770*  | 0.511  | 1.333* |
| SETIT_039896mg  | calcium-binding protein                     | 0.664              | 1.600*  | 0.444  | 0.002  |
| SETIT_010743mg  | calcium-binding protein                     | -0.262             | 1.237*  | 0.333  | -0.416 |
| SETIT_026676mg  | calcium-binding protein                     | 0.012              | 1.157*  | 0.134  | 0.054  |
| SETIT_009077mg  | calcium-binding protein                     | 0.618              | -0.593  | 0.927  | 1.167* |
| SETIT_023383mg  | calcium-binding protein                     | 0.644              | 1.225*  | 0.650  | 1.265* |
| SETIT_039755mg  | calcium-binding protein                     | -0.433             | -1.280* | 0.116  | -0.196 |
| SETIT_004028mg  | calcium-binding protein                     | 1.421              | -2.762* | ND     | ND     |

<sup>§</sup> \* indicates genes that were significantly upregulated or downregulated in response to AM symbiosis. ND indicates that the transcript was not detected in the transcriptome dataset.

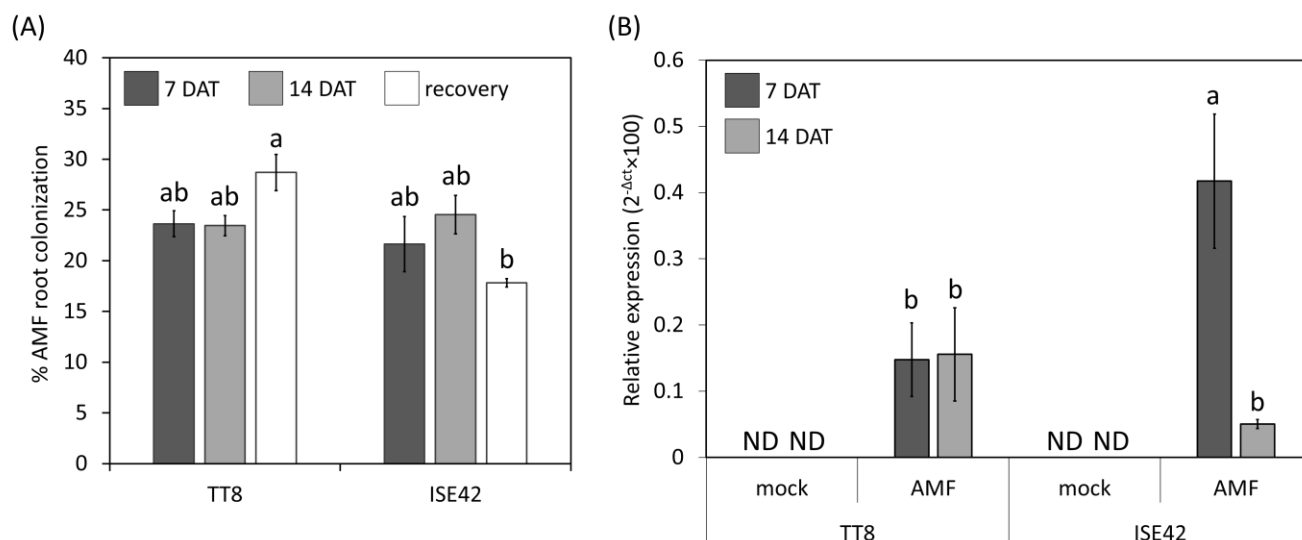

**Supplementary Figure 1.** AMF colonization efficiency in TT8 and ISE42 during drought stress and after water resupply. (A) Percentage of AMF colonization efficiency (N=5). (B) Relative expression of *C. etunicatum*  $\beta$ -Tubulin gene (N=3). Error bars represent the standard error of the mean. Data were analyzed using ANOVA ( $p < 0.05$ ). Different letters above the bars indicate statistically significant differences.

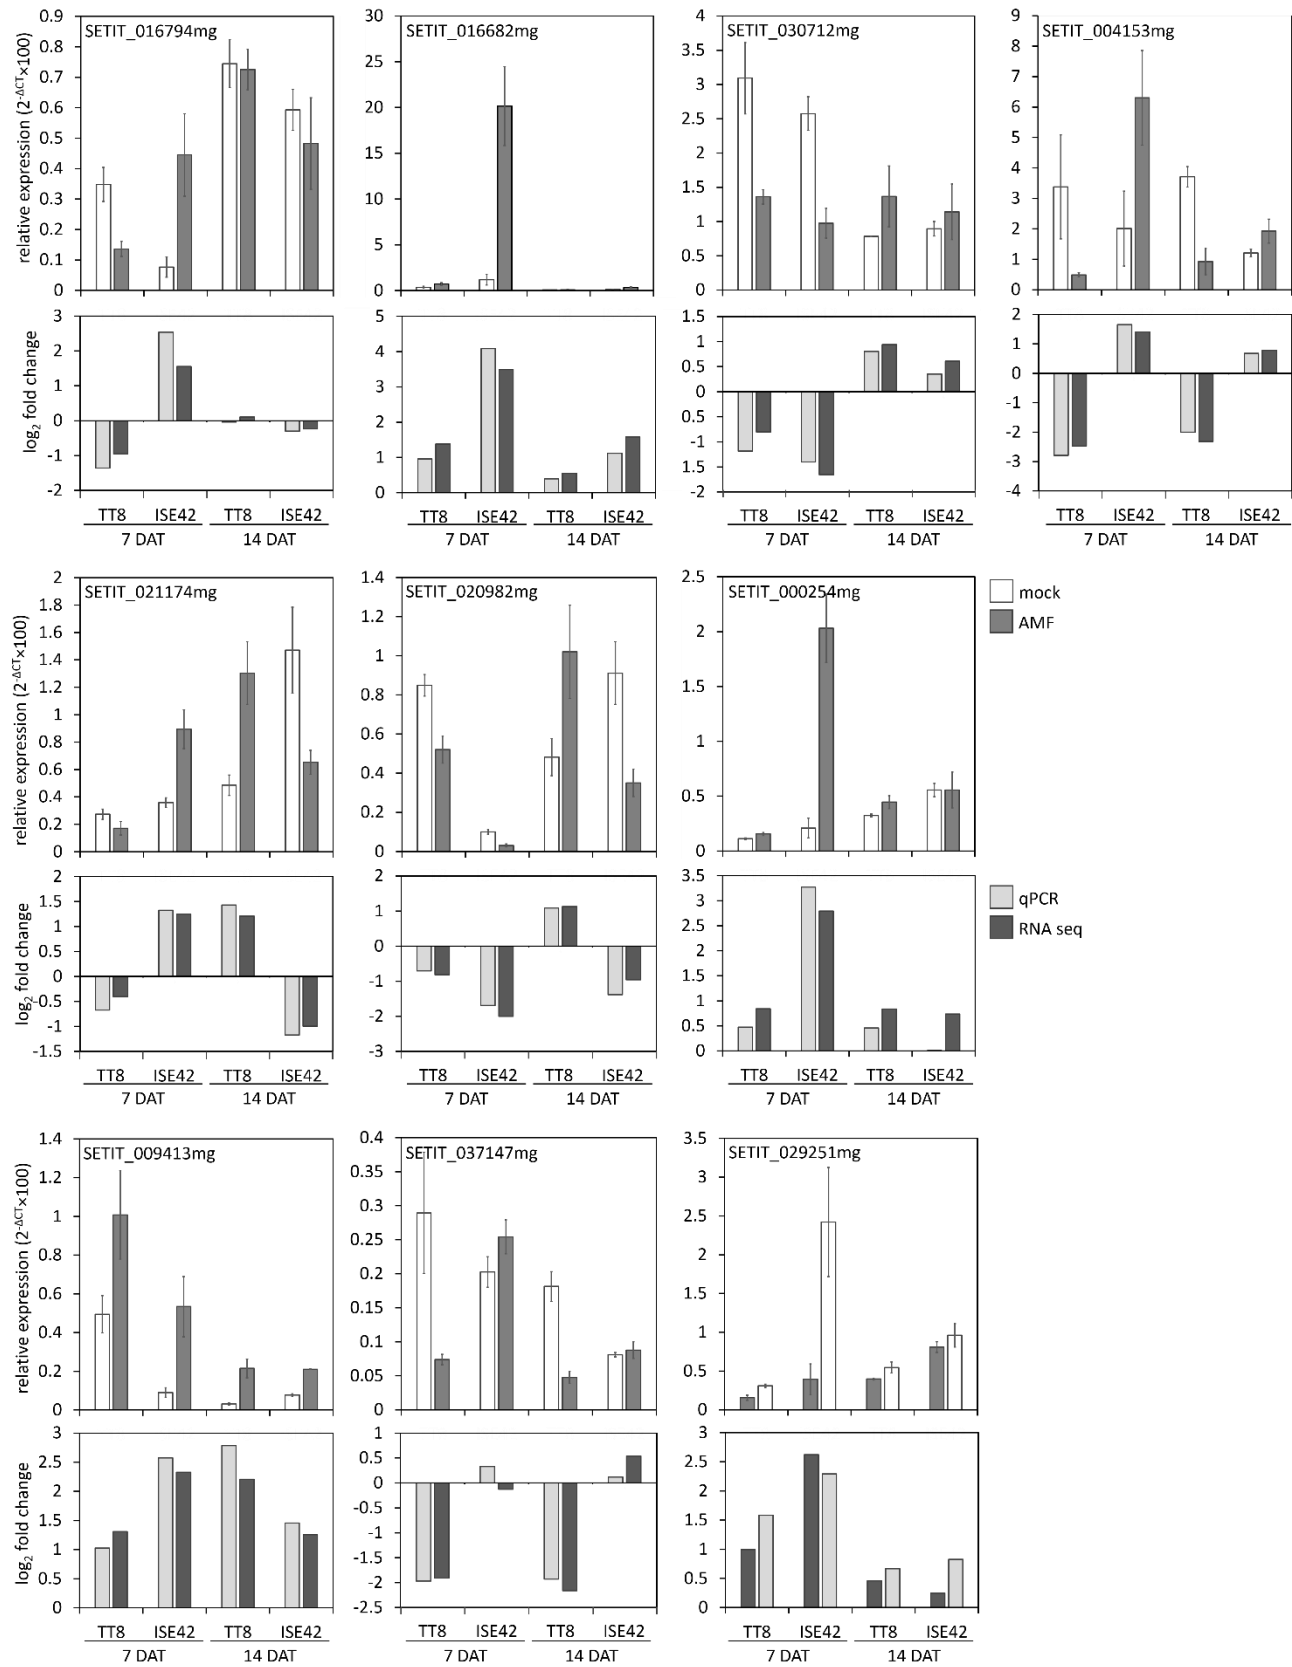

**Supplementary Figure 2.** qRT-PCR validation of selected DEGs identified by RNA-seq. N=3. Error bars represent standard error of the mean.

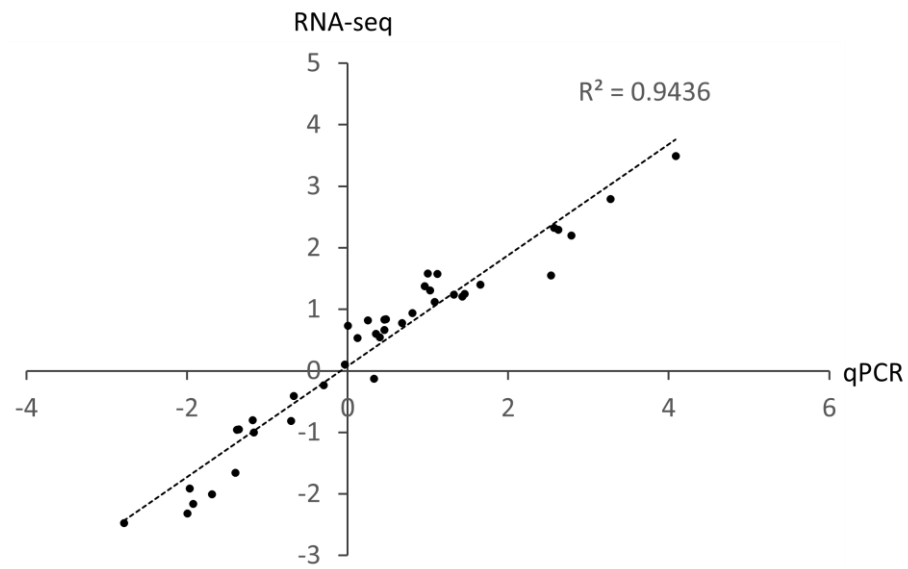

**Supplementary Figure 3.** Correlation of gene expression fold changes as determined by RNA sequencing and validated by qRT-PCR analyses.

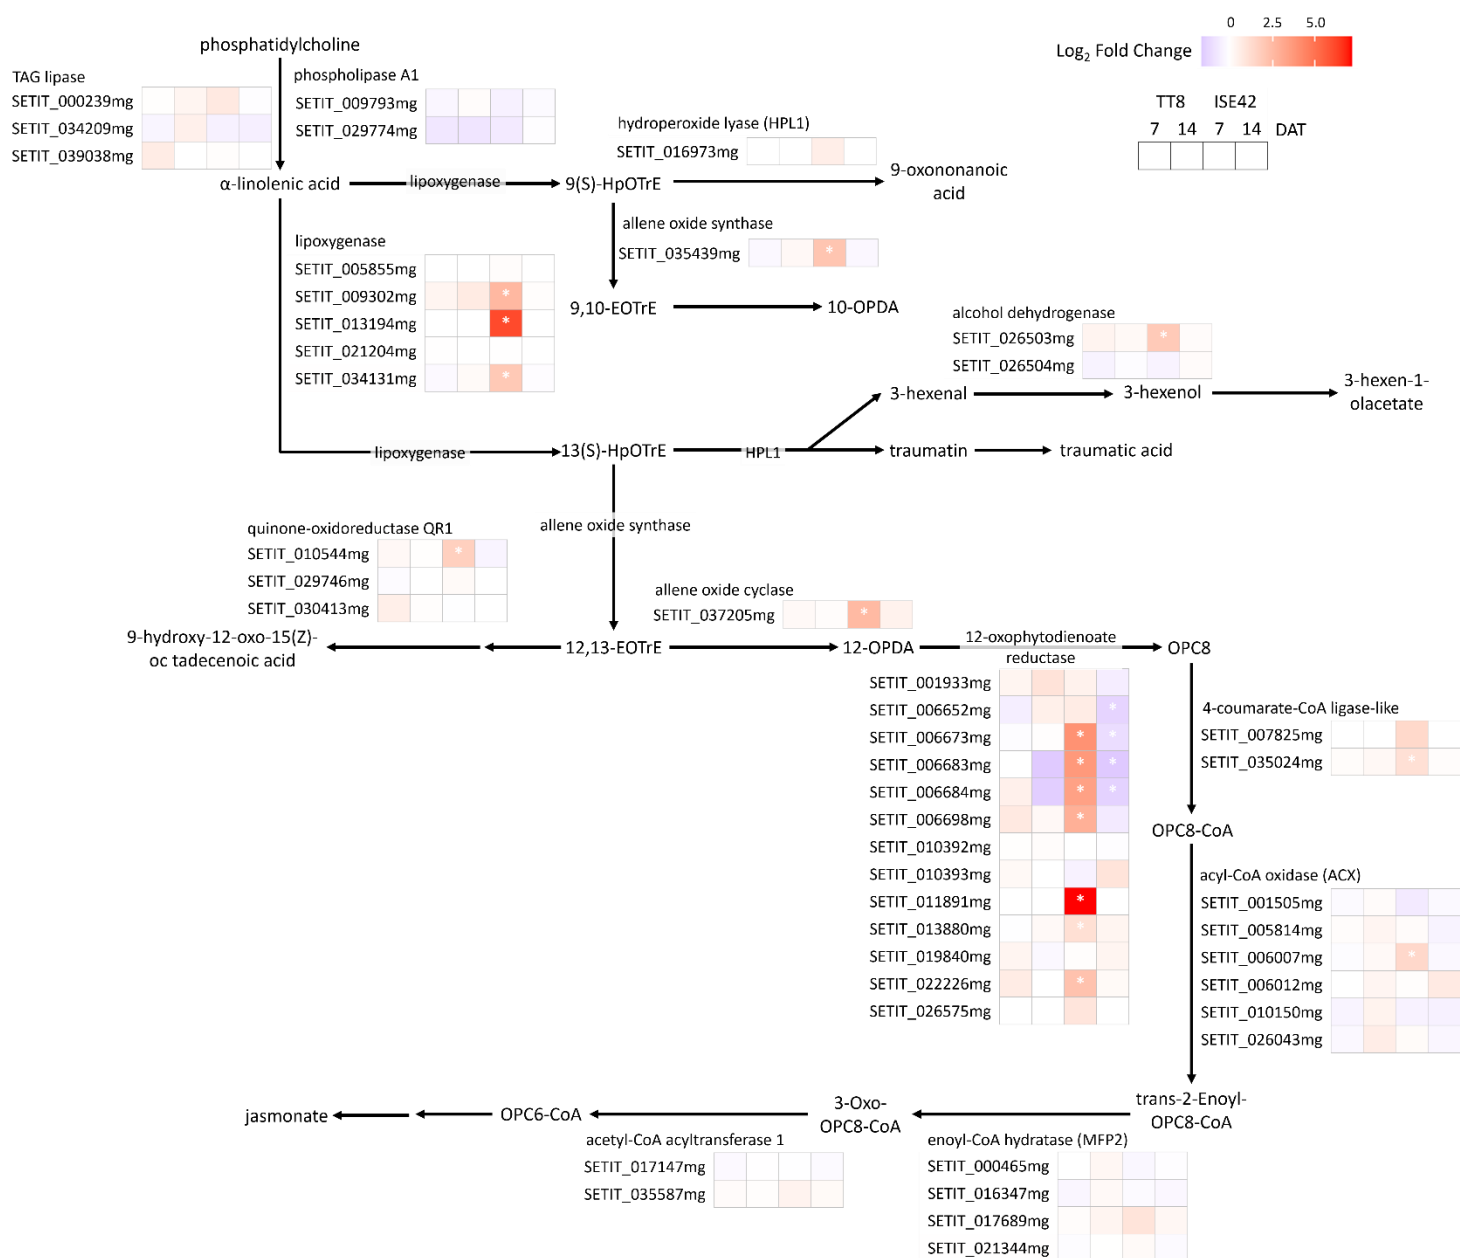

**Supplementary Figure 4.** Effects of AM symbiosis on the expression of genes involved in  $\alpha$ -linolenic acid metabolism in TT8 and ISE42.

How the deposited data were processed for this re-analysis (not part of the article)

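RNA was sequenced from roots of the foxtail millet accessions TT8 and ISE42, inoculated with *Claroideoglomus etunicatum* or mock inoculum and harvested 7 or 14 days after irrigation was withheld, at 6 weeks after transplanting. Each of the 8 groups had 3 libraries. The authors trimmed reads with Trimmomatic v0.38, aligned them with HISAT2 v2.1.0 to the *S. italica* genome v2.0 and tested DEGs with DESeq2, and the deposited values are FPKM per gene and library, so scaling to transcript length and mapped fragments was done by the authors. Whether the library sizes were scaled further was read from the values: in every library, the values were whole numbers of fragments, from which the fragments, gene lengths and library totals were recovered. These totals, 13275855 to 27028250 fragments, were the sums of the fragments within 0.00356%, as for totals used without further scaling. Genes at 0 in every library were listed, so none had been removed for low values. Reads and the qRT-PCR, physiological and growth data were not analysed here.

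Values were processed with R v4.3.3, limma v3.58.1 and data.table v1.17.8, and with Python v3.11.15, pandas v2.3.3, numpy v2.4.6, scipy v1.17.1 and matplotlib v3.10.9. A pseudocount of 0.1 FPKM was added before the log2 transformation, and the 24291 genes with at least 1 FPKM in at least 3 of the 24 libraries were kept. One limma model with a mean for each of the 8 groups was fitted, with empirical Bayes variances that followed mean expression. AMF- and mock-treated roots were compared within each accession and day, and differences between these effects were tested as interactions. All limma tests were two-sided, with Benjamini-Hochberg adjustment over the tested genes of each comparison, and genes were called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Replicate numbers came from the sample labels, and libraries of the same number in mock- and AMF-treated groups are different plants.

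The precision of the values follows from the depth and the replicates. Spearman correlations between replicates were 0.9595 to 0.9862, and the median SD between replicates was 0.154 to 0.291 on the log2 scale. A gene with 3 fragments or fewer in every library of a group was taken to be at the detection floor there, and fold changes against that group were computed against the floor as lower bounds. The model was tested on simulated data, in which 200 genes were changed 4-fold in 1 comparison. Of the 193 of these that passed the filter, 181 were called (93.78%), together with 4 other genes. The simulation gave all genes the same dispersion and held no library that stood apart from its group. It therefore does not show how the model or its alternatives perform with such libraries.

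Gene families were taken from the figures and supplementary tables of the paper, and other groups from the gene descriptions in the deposited table. Overlaps and enrichments were tested with Fisher's exact test (one-sided), sets of genes with limma's camera at a preset correlation between genes of 0.01, and single values of 3 against 3 libraries with exact permutation tests, for which 10 splits give a smallest p of 0.1. Genes are named by a rule set in advance: each gene named in the paper, its supplementary tables or its figures at the statement concerned, and for each comparison at most the 2 called genes with the largest rise and the 2 with the largest fall whose treatments do not overlap. Other genes are given as chosen after their values were seen.

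Alternatives changed 1 choice at a time. They were pseudocounts of 1 and 0.01 FPKM, no expression filter and a filter of 5 FPKM in 3 libraries, median-of-ratios scaling, quantile normalization, fits of the 6 libraries of each comparison alone, variances without a trend, array weights with robust empirical Bayes, limma's treat test against a 2-fold minimum, replicate number as a block (with 2557 upregulated genes in ISE42 at 7 DAT, against 2644 without it), replicate number within accession and day, and fits that each left out 1 library. After the data had been seen, limma's voom on the recovered fragments with 2 kinds of library size and fits of the 12 libraries of each interaction alone were added. Principal components were computed on centred log2 values, and with each gene scaled to unit variance. GO terms were not analysed here, because no GO annotation was at hand.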

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

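All tests of explanations in this part were chosen only after the results were seen.

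The effect of AM symbiosis differed between groups when the difference itself was tested as an interaction. Between the accessions at 7 DAT it differed for 4281 genes (1906 with a more positive and 2375 with a more negative effect in ISE42), and at 14 DAT for 493 genes (348 with a more positive and 145 with a more negative effect). Between 7 and 14 DAT it differed for 80 genes (60 with a more positive and 20 with a more negative effect at 7 DAT) in TT8 and for 4710 genes (2084 with a more positive and 2626 with a more negative effect) in ISE42.

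Other groupings of the libraries were examined for each of these results, by assigning the 12 libraries of an interaction to treatments anew within accession and day, 100 groupings in all with the real one. Of these, 32 parted as many pairs of libraries with the same replicate number as the real grouping, and the other 68, which parted fewer or more, included 1, 0, 3 and 1 with as many genes for the accession interactions at 7 and 14 DAT and the day interactions in TT8 and ISE42. Among the 32, as many genes as in the real grouping were found in 3 of 32 for the accession interaction at 7 DAT, 1 of 32 at 14 DAT, 3 of 32 for the day interaction in TT8 and 2 of 32 in ISE42. The real grouping is 1 of these each time, and each of the others with as many genes kept together the libraries of a treatment in at least 1 of the comparisons. Such groupings keep the effect of that comparison, so high numbers in them were given in advance, and the shares of 3 of 32 and 2 of 32 decide nothing for the interaction at 7 DAT and those between days. Among the 18 groupings that broke up the treatments in both comparisons, 0 of 18 gave as many, and the highest numbers were 1, 1, 4 and 2 genes, but with the real grouping that is 1 of 19, a share that cannot fall below 0.05. Of the 68 others, 1 that broke up both comparisons gave 99 genes for the day interaction in TT8. By the shares alone, an arbitrary grouping cannot be excluded for these 3 interactions. For the interaction at 14 DAT, the share of 1 of 32 lies below 0.05 only without adjustment over the interactions. It argues against an arbitrary grouping there but does not reject it. For the accession interaction at 7 DAT and the day interaction in ISE42, 60 and 57 of the 68 others broke up both comparisons. These gave at most 13 and 5 genes, against 4281 and 4710 with the real grouping, which argues against an arbitrary grouping there. For the day interaction in TT8 it stays open.

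Library depth, scaling and distribution were tested on all 4 interactions, listed as accession at 7 DAT, accession at 14 DAT, day in TT8 and day in ISE42. With every library thinned to the lowest total, 4103, 391, 52 and 4543 genes differed. After median-of-ratios scaling the numbers were 3486, 532, 117 and 3840, and after quantile normalization 4413, 285, 46 and 4850. Of the genes called without these changes, 3785, 347, 47 and 4220 were called again after thinning, 3062, 414, 65 and 3367 after median-of-ratios scaling and 3726, 276, 36 and 4217 after quantile normalization. This was at least 50% apart from the day interaction in TT8 after quantile normalization, with 36 of 80, for which the distribution of the values cannot be excluded. In the other cases none of the 3 accounts for most of the genes. Median-of-ratios scaling moved the accession interaction at 7 DAT from 1906 more positive and 2375 more negative effects to 2318 and 1168, so the directions depend on the scaling. Gene length had Spearman correlations of -5.06e-05, -0.0351, -0.037 and -0.00222 with the difference in effect, which rejects a length bias of that kind.

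Single libraries were left out in turn, and the lowest numbers of genes were 3374, 65, 4 and 3793. For the accession interaction at 14 DAT and the day interaction in TT8 this was under 50% of the number with all libraries, so these results cannot be told apart from the influence of a single library. At 7 DAT, the 10 most abundant genes held a share of the fragments that was lower in AMF- than in mock-treated roots by 0.66 percentage points in ISE42 and 1.05 in TT8. The shift of all other genes that this gives differs between the accessions by a log2 fold change of -0.00631, too small to account for the accession interaction. The difference in unmapped reads between treatments in ISE42 was -0.06 percentage points apart from that in TT8. The SDs were 3.18 and 2.26 in the AMF-treated groups of ISE42 and TT8, so this measure cannot exclude reads of the fungus. Such reads placed on a gene would raise its value in AMF-treated roots. In ISE42 at 7 DAT, 2372 genes were downregulated (1403 with median-of-ratios scaling), which argues against reads of the fungus for these genes. For genes that rose they cannot be excluded. For the day interaction in ISE42, the difference in unmapped reads was 1.1 percentage points higher at 7 than at 14 DAT. Reads of the fungus cannot be excluded here for genes that rose, while the falls at 7 DAT argue against them for the genes that fell. An exchange of single libraries at 7 DAT was rejected. *RAM1* held at least 24 fragments in each AMF-treated library and at most 2 in each mock-treated one, and the accessions lay 123.5 apart on PC1. A biological difference between the accessions at 7 DAT remains a hypothesis, since reads shared between related genes were not tested.

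A signal was also found in genes that the paper does not discuss, those with the largest rises among the called genes whose treatments did not overlap. Each was higher in all 3 AMF-treated than in all 3 mock-treated libraries. They are SETIT_020115mg in TT8 at 7 DAT (log2 fold change of 4.14, adjusted p over the settings tried 0.000657 to 0.375), SETIT_030156mg (3.47, 0.000267 to 0.333) and SETIT_030293mg (3.34, 0.00309 to 1) in TT8 at 14 DAT, SETIT_004567mg in ISE42 at 7 DAT (10.70, 1.78e-19 to 4.76e-05), and SETIT_008729mg (3.79, 0.000463 to 1) and SETIT_030156mg (2.98, 0.000614 to 1) in ISE42 at 14 DAT.

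In the order given, with SETIT_020115mg first, the lowest log2 fold changes with 1 library left out were 3.36, 3.03, 3.04, 10.46, 3.39 and 2.80, and those after median-of-ratios scaling 3.99, 3.60, 3.43, 10.56, 4.00 and 3.06. The rises therefore remained without any 1 library and with this scaling, while the calls held in 6, 6, 5, 6, 1 and 2 of the 6 fits that each left out a library. Their sizes depended on the other settings. Over all of these, the log2 fold changes ran from 1.722 to 6.579, 1.191 to 5.935, 1.635 to 3.971, 7.388 to 14.02, 1.218 to 7.002 and 1.09 to 3.986. SETIT_004567mg had 699, 1265 and 843 fragments in AMF-treated ISE42 libraries at 7 DAT and 0 in the 21 others. The 0 fragments in the 9 other AMF libraries reject reads of the fungus present in all inoculated roots, while 0 fragments in the 12 TT8 libraries leave open a gene that TT8 lacks. SETIT_008729mg rested on 3 to 11 fragments per library. An effect of AM symbiosis on these genes is a hypothesis, since reads shared with related genes were not tested.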

How the results depend on the processing

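All settings listed here were fixed before the data were examined, apart from the 3 named as added after the data had been seen. A count is taken to have changed when it moved by more than 1.5-fold, and the effect of a named gene when it crossed the limits of the test. A principal component share is taken to have changed when it moved by more than its SD over the fits that each left out 1 library (1.09 and 1.02 percentage points). This SD is not a standard error of the share. No effect of a named gene changed direction under any setting run. Values under each setting stand in parentheses, and families refer to ISE42 at 7 DAT. Where no cause is given, none was examined beyond simulated data, on which the settings called 168 to 185 of 193 changed genes, apart from the changed filters (183 of 200 without one, 135 of 136 with the higher one) and the 2 settings named below.

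In ISE42 at 7 DAT, upregulated genes stayed within 1.5-fold of 2644 under 11 of 12 settings (range 1087 to 3224), downregulated genes within 1.5-fold of 2372 under 9 of 12 (332 to 2698) and symbiosis-conserved genes within 1.5-fold of 36 under 11 of 12 (20 to 42). Of the 16 gene families counted there, 14 stayed within that limit under at least 11 of 12 settings. In TT8 at 7 DAT and ISE42 at 14 DAT, where few genes passed, 5 and 4 of 12 settings kept the upregulated count, with ranges of 0 to 558 and 0 to 766.

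With a pseudocount of 1 FPKM, changes were found for genes in TT8 at 7 DAT (31 downregulated), genes in TT8 at 14 DAT (36 upregulated, 120 downregulated, 1 symbiosis-conserved), genes in ISE42 at 7 DAT (1508 downregulated), genes in ISE42 at 14 DAT (15 upregulated), the accession interaction at 14 DAT (319) and the PC1 share of variance (54.06%). Of the 46 other counts, 2 rose and 3 fell past the same limit, and 19 of 167 gene effects became weaker and 4 stronger. At 0.01 FPKM, the counts and shares that changed were genes in TT8 at 7 DAT (30 upregulated, 1 symbiosis-conserved), genes in ISE42 at 14 DAT (19 downregulated) and the PC1 share of variance (44.75%). In the 46 other counts, 1 rose and 3 fell past the same limit, and 5 of 167 gene effects became weaker and 0 stronger.

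Without an expression filter, changes were found for genes in ISE42 at 14 DAT (27 upregulated), upregulated *NIP* genes (5), the PC1 share of variance (46.23%) and the PC2 share of variance (18.6%). Over the 46 other counts, 1 rose and 1 fell past the same limit, and 2 of 167 gene effects became weaker and 0 stronger. Under a filter of 5 FPKM in at least 3 libraries, the counts and shares that changed were genes in TT8 at 7 DAT (34 upregulated, 1 symbiosis-conserved), genes in TT8 at 14 DAT (124 downregulated), genes in ISE42 at 7 DAT (20 symbiosis-conserved), upregulated *NAC* genes (15), the PC1 share of variance (54.29%) and the PC2 share of variance (21.41%). Among the 46 other counts, 0 rose and 3 fell past the same limit, and 0 of 153 gene effects became weaker and 0 stronger. Genes below that filter gave no value.

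After median-of-ratios scaling, changes were found for genes in ISE42 at 7 DAT (1403 downregulated), genes in ISE42 at 14 DAT (19 downregulated) and the PC1 share of variance (47.92%). Of the 46 other counts, 1 rose and 0 fell past the same limit, and 4 of 167 gene effects became weaker and 3 stronger. The median log2 fold change of all genes in ISE42 at 7 DAT moved from -0.30 to -0.08 with it. After quantile normalization, the counts and shares that changed were genes in TT8 at 7 DAT (28 upregulated, 1 symbiosis-conserved), genes in ISE42 at 14 DAT (16 upregulated), the accession interaction at 14 DAT (285), the day interaction in TT8 (46) and the PC1 share of variance (47.8%). In the 46 other counts, 2 rose and 2 fell past the same limit, and 7 of 167 gene effects became weaker and 8 stronger. With each gene scaled to unit variance, the PC1 share was 44.35%.

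With the 6 libraries of each comparison fitted alone, changes were found for genes in TT8 at 7 DAT (0 upregulated, 3 downregulated, 0 symbiosis-conserved), genes in TT8 at 14 DAT (0 upregulated, 1 downregulated, 0 symbiosis-conserved) and genes in ISE42 at 14 DAT (1 upregulated, 0 downregulated). Over the 46 other counts, 0 rose and 11 fell past the same limit, and 39 of 167 gene effects became weaker and 4 stronger. That fit gave 2804, 4631 and 3870 genes for TT8 at 7 DAT, TT8 at 14 DAT and ISE42 at 14 DAT, and 8 and 8 higher symbiosis-conserved genes in TT8, at an unadjusted p below 0.05. It gives no interaction, so the 12 libraries of each interaction were fitted alone, a setting added after the data had been seen. It changed the accession interaction at 14 DAT (282) and the day interaction in TT8 (4). On simulated data, the 6-library fit called 176 of 193 changed genes, against 181 for the fit of all libraries. All simulated genes had the same dispersion, so this does not explain the lower counts of the 6-library fit here.

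With variances that did not follow mean expression, the counts and shares that changed were the day interaction in TT8 (42). Among the 46 other counts, 0 rose and 1 fell past the same limit, and 3 of 167 gene effects became weaker and 1 stronger. Under array weights with robust empirical Bayes, changes were found for genes in TT8 at 7 DAT (558 upregulated, 237 downregulated, 6 symbiosis-conserved), genes in TT8 at 14 DAT (220 upregulated, 394 downregulated), genes in ISE42 at 14 DAT (766 upregulated, 325 downregulated, 3 symbiosis-conserved), the accession interaction at 14 DAT (1784) and the day interaction in TT8 (674). Of the 46 other counts, 22 rose and 0 fell past the same limit, and 4 of 167 gene effects became weaker and 15 stronger.

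Under limma's treat test against a 2-fold minimum, the counts and shares that changed were genes in TT8 at 7 DAT (0 upregulated, 0 downregulated, 0 symbiosis-conserved), genes in TT8 at 14 DAT (0 upregulated, 0 downregulated, 0 symbiosis-conserved), genes in ISE42 at 7 DAT (1087 upregulated, 332 downregulated), genes in ISE42 at 14 DAT (0 upregulated, 0 downregulated), the accession interaction at 7 DAT (695), the accession interaction at 14 DAT (0), the day interaction in TT8 (0), the day interaction in ISE42 (854), upregulated *NIP* genes (1), *NRT* genes (0), *JAZ* genes (7), alpha-linolenic acid metabolism genes (8), ethylene signaling genes (3), AP2/ERF and DREB genes (13), *NAC* genes (13), *CDPK* genes (6) and peroxidase genes (13) and downregulated *TIP* genes (2), *PIP* genes (4), metal ion transporter genes (8), protein phosphatase 2C genes (3) and *ABF* genes (6). In the 46 other counts, 0 rose and 22 fell past the same limit, and 72 of 167 gene effects became weaker and 0 stronger. Its unadjusted p was below 0.05 for 178, 138 and 103 genes in TT8 at 7 DAT, TT8 at 14 DAT and ISE42 at 14 DAT, for 269 and 200 in the 2 interactions at 0, for 3 and 1 symbiosis-conserved genes in TT8, and for 3 *NRT* genes. The test is stricter by design, and on simulated data it called 40 of 193 genes changed 4-fold, against 181.

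With a block for replicate number, changes were found for genes in TT8 at 14 DAT (335 downregulated), genes in ISE42 at 14 DAT (120 upregulated, 29 downregulated) and the day interaction in TT8 (210). Over the 46 other counts, 8 rose and 0 fell past the same limit, and 3 of 167 gene effects became weaker and 6 stronger. With the block set within accession and day, which rests on the 2 replicate numbers shared by both treatments, the counts and shares that changed were genes in TT8 at 7 DAT (1 upregulated, 0 downregulated, 0 symbiosis-conserved), genes in TT8 at 14 DAT (359 downregulated, 1 symbiosis-conserved), genes in ISE42 at 14 DAT (334 upregulated, 123 downregulated, 1 symbiosis-conserved), the accession interaction at 7 DAT (2525), the accession interaction at 14 DAT (1166) and the day interaction in TT8 (154). Among the 46 other counts, 11 rose and 7 fell past the same limit, and 18 of 167 gene effects became weaker and 5 stronger. The latter gave 1197 lower genes and 12 higher symbiosis-conserved genes in TT8 at 7 DAT at an unadjusted p below 0.05. On simulated data it called 162 of 193 changed genes and 63 of those changed in the interaction, against 181 and 141 for the model without it, so a loss of power is a candidate cause of its lower counts.

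The remaining settings were added after the data had been seen. With voom on the recovered fragments and library totals as sizes, changes were found for genes in TT8 at 7 DAT (83 upregulated, 28 downregulated, 1 symbiosis-conserved), genes in TT8 at 14 DAT (46 upregulated, 1 symbiosis-conserved), genes in ISE42 at 14 DAT (8 upregulated, 7 downregulated) and the accession interaction at 14 DAT (224). Of the 46 other counts, 4 rose and 5 fell past the same limit, and 16 of 167 gene effects became weaker and 5 stronger. With median-of-ratios library sizes, the counts and shares that changed were genes in TT8 at 7 DAT (39 downregulated, 1 symbiosis-conserved), genes in TT8 at 14 DAT (63 upregulated, 1 symbiosis-conserved), genes in ISE42 at 7 DAT (1562 downregulated), genes in ISE42 at 14 DAT (6 upregulated) and the accession interaction at 14 DAT (308). In the 46 other counts, 4 rose and 5 fell past the same limit, and 19 of 167 gene effects became weaker and 7 stronger.

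Over the fits that each left out 1 library of the comparison, the counts ranged from 10 to 263 for upregulated genes in TT8 at 7 DAT, 3 to 38 for downregulated genes in TT8 at 7 DAT, 1 to 4 for upregulated symbiosis-conserved genes in TT8 at 7 DAT, 38 to 176 for upregulated genes in TT8 at 14 DAT, 38 to 352 for downregulated genes in TT8 at 14 DAT, 1 to 2 for upregulated symbiosis-conserved genes in TT8 at 14 DAT, 2314 to 2758 for upregulated genes in ISE42 at 7 DAT, 1891 to 2750 for downregulated genes in ISE42 at 7 DAT, 36 to 36 for upregulated symbiosis-conserved genes in ISE42 at 7 DAT, 0 to 571 for upregulated genes in ISE42 at 14 DAT, 0 to 218 for downregulated genes in ISE42 at 14 DAT and 0 to 3 for upregulated symbiosis-conserved genes in ISE42 at 14 DAT. Those of 0 genes in ISE42 at 14 DAT came in both directions without AMF-treated replicate 2 or replicate 4, with an unadjusted p below 0.05 for 1364 and 1310 higher and 740 and 891 lower genes.

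Across the interactions, the same fits gave 3374 to 4732 for the accession interaction at 7 DAT, 65 to 1194 for the accession interaction at 14 DAT, 4 to 258 for the day interaction in TT8 and 3793 to 5342 for the day interaction in ISE42. Of the families, they gave 4 to 6 for downregulated *TIP* genes, 8 to 11 for downregulated *PIP* genes, 2 to 3 for upregulated *NIP* genes, 3 to 4 for upregulated *NRT* genes, 12 to 15 for upregulated nitrogen assimilation and oligopeptide transporter genes, 19 to 21 for downregulated metal ion transporter genes, 6 to 8 for downregulated protein phosphatase 2C genes, 12 to 15 for downregulated *ABF* genes, 11 to 12 for upregulated *JAZ* genes, 12 to 14 for upregulated alpha-linolenic acid metabolism genes, 6 to 7 for upregulated ethylene signaling genes, 19 to 25 for upregulated AP2/ERF and DREB genes, 19 to 22 for upregulated *NAC* genes, 10 to 11 for upregulated *CDPK* genes, 4 to 4 for upregulated *CSC1* genes and 23 to 26 for upregulated peroxidase genes. Over the 24 fits that each left out 1 library, the shares of variance ranged from 48.36 to 51.83% for PC1 and from 18.65 to 21.5% for PC2. Of the 324 other counts of these fits, 29 were higher and 38 lower, and of 1002 gene effects 111 were weaker and 25 stronger.

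Depth limited the lowest values. With every library thinned to the lowest total, the numbers of genes up- or downregulated were 86, 258, 4934 and 61 for TT8 at 7 and 14 DAT and ISE42 at 7 and 14 DAT, against 72, 322, 5016 and 55. Genes with 3 or fewer fragments in a group have fold changes given as lower bounds, and a change of such a gene toward lower values cannot be measured.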

Differences from the paper's values

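Each value was compared with the paper's under the alternatives set before the data were examined, which were 12 settings and the fits that each left out 1 library, and their number is given with each value. A count is said to reach the paper's when it lay within 1.5-fold of it, and a log2 fold change when it lay within 1 SD between replicates. A value that did not reach the paper's may lie below or above it.

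Upregulated genes in TT8 at 7 DAT numbered 54 against the paper's 172, and the fit without TT8 AMF 7 DAT replicate 1 (122) reached it while the other 17 did not. Downregulated genes in TT8 at 7 DAT numbered 18 against the paper's 103, and none of the 18 alternatives reached it, with array weights above it (237). Downregulated genes in ISE42 at 7 DAT numbered 2372 against the paper's 1289, and a pseudocount of 1 FPKM (1508), a filter of 5 FPKM in 3 libraries (1690), median-of-ratios scaling (1403), a block for replicate number within accession and day (1867), the fit without ISE42 mock 7 DAT replicate 1 (1891) and the fit without ISE42 AMF 7 DAT replicate 3 (1904) reached it while the other 12 did not. Chosen after the values were seen, voom with median-of-ratios library sizes (1562) reached it too. Upregulated genes in ISE42 at 14 DAT numbered 44 against the paper's 298, and a block for replicate number within accession and day (334) reached it while the other 17 did not. Downregulated genes in ISE42 at 14 DAT numbered 11 against the paper's 80, and none of the 18 reached it. Array weights (325), a block for replicate number within accession and day (123) and a fit that left out 1 library (218) lay above it.

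Genes upregulated in both accessions at 7 DAT numbered 20 against the paper's 63, and the fit without TT8 mock 7 DAT replicate 4 (70) and the fit without TT8 AMF 7 DAT replicate 1 (49) reached it while the other 22 did not. Genes downregulated in both accessions at 7 DAT numbered 4 against the paper's 15, and none of the 24 reached it. Genes upregulated in both accessions at 14 DAT numbered 1 against the paper's 12, and array weights (14), a block for replicate number within accession and day (13) and the fit without ISE42 AMF 14 DAT replicate 1 (16) reached it while the other 21 did not. Genes upregulated on both days in TT8 numbered 4 against the paper's 7, and a pseudocount of 1 FPKM (5), a pseudocount of 0.01 FPKM (5), no expression filter (5), median-of-ratios scaling (6), variances without a trend (5), a block for replicate number (6), the fit without TT8 AMF 7 DAT replicate 1 (9) and the fit without TT8 AMF 14 DAT replicate 2 (6) reached it while the other 16 did not. Genes downregulated on both days in TT8 numbered 6 against the paper's 14, and array weights (21) and the fit without TT8 mock 7 DAT replicate 1 (10) reached it while the other 22 did not. Genes upregulated on both days in ISE42 numbered 8 against the paper's 90, and a block for replicate number within accession and day (72) and the fit without ISE42 AMF 14 DAT replicate 1 (113) reached it while the other 22 did not. Genes downregulated on both days in ISE42 numbered 1 against the paper's 3, and none of the 24 reached it.

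Upregulated AP2/ERF genes in ISE42 at 14 DAT numbered 0 against the paper's 4 (6 higher at an unadjusted p below 0.05 with the DREB genes), and array weights (3) reached it while the other 17 did not. Upregulated *DREB* genes in ISE42 at 14 DAT numbered 0 against the paper's 5 (their unadjusted number is included in the AP2/ERF one), and none of the 18 reached it. Downregulated AP2/ERF and DREB genes in TT8 at 7 DAT numbered 0 against the paper's 1 (3 lower at an unadjusted p below 0.05), and array weights (1) reached it while the other 17 did not. Downregulated AP2/ERF and DREB genes in TT8 at 14 DAT numbered 1 against the paper's 3, and median-of-ratios scaling (2), quantile normalization (2), array weights (3), a block for replicate number (2), a block for replicate number within accession and day (2), the fit without TT8 mock 14 DAT replicate 3 (2) and the fit without TT8 AMF 14 DAT replicate 2 (3) reached it while the other 11 did not. Upregulated *NAC* genes in ISE42 at 14 DAT numbered 0 against the paper's 1 (3 higher at an unadjusted p below 0.05), and none of the 18 gave a count within 1.5-fold of it. The gene that the paper marks, SETIT_006565mg, was nevertheless upregulated with array weights and in the fit without ISE42 AMF 14 DAT replicate 1. Upregulated *NAC* genes in TT8 at 14 DAT numbered 0 against the paper's 2 (8 higher at an unadjusted p below 0.05), and a block for replicate number within accession and day (2) reached it while the other 17 did not. Upregulated *CSC1* genes in ISE42 at 14 DAT numbered 0 against the paper's 1 (1 higher at an unadjusted p below 0.05), and array weights (1), a block for replicate number within accession and day (1) and the fit without ISE42 AMF 14 DAT replicate 1 (1) reached it while the other 15 did not.

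Upregulated *ADT* genes in TT8 at 7 DAT numbered 0 against the paper's 1 (1 higher at an unadjusted p below 0.05), and array weights (1), a block for replicate number (1), the fit without TT8 mock 7 DAT replicate 4 (1) and the fit without TT8 AMF 7 DAT replicate 1 (1) reached it while the other 14 did not. Upregulated ethylene receptor genes in ISE42 at 7 DAT numbered 1 against the paper's 2, and quantile normalization (2) reached it while the other 17 did not. Upregulated *PAL* genes in TT8 at 7 DAT numbered 0 against the paper's 1 (1 higher at an unadjusted p below 0.05), and none of the 18 reached it. Upregulated *4CL* genes in TT8 at 7 DAT numbered 0 against the paper's 1 (1 higher at an unadjusted p below 0.05), and a pseudocount of 1 FPKM (1), array weights (1), a block for replicate number (1), the fit without TT8 mock 7 DAT replicate 4 (1) and the fit without TT8 AMF 7 DAT replicate 1 (1) reached it while the other 13 did not. Chosen after the values were seen, voom with library totals (1) and voom with median-of-ratios library sizes (1) reached it too. *CESA* and *COBRA* genes were taken here from descriptions, which 13320 of the 24291 tested genes have, and may not be those the paper counted. Upregulated *CESA* genes in ISE42 at 7 DAT numbered 1 against the paper's 6, and none of the 18 reached it. Upregulated *CESA* genes in TT8 at 7 DAT numbered 0 against the paper's 1 (2 higher at an unadjusted p below 0.05), and none of the 18 reached it. Upregulated *COBRA* genes in ISE42 at 7 DAT numbered 1 against the paper's 2, and no expression filter (2) reached it while the other 17 did not. Upregulated *COBRA* genes in TT8 at 7 DAT numbered 0 against the paper's 1 (1 higher at an unadjusted p below 0.05), and none of the 18 reached it.

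SETIT_004288mg in TT8 at 7 DAT had a log2 fold change of 2.09 against the paper's 5.28, and a pseudocount of 0.01 FPKM (4.51) reached it while the other 17 did not. SETIT_027708mg in TT8 at 7 DAT had a log2 fold change of 4.34 against the paper's 9.44, and none of the 17 reached it. SETIT_004288mg in ISE42 at 7 DAT had a log2 fold change of 6.67 against the paper's 7.87, and a pseudocount of 0.01 FPKM (7.90), array weights (7.03) and the fit without ISE42 mock 7 DAT replicate 3 (7.12) reached it while the other 15 did not. Chosen after the values were seen, voom with library totals (7.89) and voom with median-of-ratios library sizes (8.12) reached it too. SETIT_035307mg in ISE42 at 7 DAT had a log2 fold change of 6.54 against the paper's 11.32, and none of the 18 reached it. SETIT_027708mg in ISE42 at 7 DAT had a log2 fold change of 4.44 against the paper's 7.90, and none of the 17 reached it. SETIT_019796mg in ISE42 at 7 DAT had a log2 fold change of 11.73 against the paper's 13.57, and none of the 18 reached it. SETIT_032400mg in ISE42 at 7 DAT had a log2 fold change of 8.70 against the paper's 12.10, and a pseudocount of 0.01 FPKM (12.02) reached it while the other 17 did not. SETIT_038937mg in ISE42 at 7 DAT had a log2 fold change of 4.25 against the paper's 4.84, and a pseudocount of 0.01 FPKM (4.51) and quantile normalization (4.80) reached it while the other 16 did not. Chosen after the values were seen, voom with library totals (4.51) and voom with median-of-ratios library sizes (4.73) reached it too. SETIT_017568mg in ISE42 at 7 DAT had a log2 fold change of 1.04 against the paper's 1.33, and median-of-ratios scaling (1.26) reached it while the other 17 did not. Chosen after the values were seen, voom with median-of-ratios library sizes (1.26) reached it too. For SETIT_004288mg in TT8 at 7 DAT (0.48 to 4.51 over the settings), SETIT_027708mg in TT8 at 7 DAT (1.70 to 7.56 over the settings), SETIT_035307mg in ISE42 at 7 DAT (3.35 to 9.84 over the settings), SETIT_027708mg in ISE42 at 7 DAT (1.71 to 7.11 over the settings), SETIT_019796mg in ISE42 at 7 DAT (8.41 to 15.05 over the settings) and SETIT_032400mg in ISE42 at 7 DAT (5.41 to 12.02 over the settings), the mock-treated group was at the detection floor. These log2 fold changes depend on the pseudocount, and since the fold change is known only as a lower bound, a difference from the paper's higher values cannot be shown.

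The paper's figures and supplementary tables mark with asterisks 115 pairs of a gene and a comparison that were not called here in the same direction, 12 and 12 in TT8 and 61 and 30 in ISE42 at 7 and 14 DAT, 28 of them genes below the expression filter. Of these, the alternatives called 9 with a pseudocount of 1 FPKM, 1 with a pseudocount of 0.01 FPKM, 24 with no expression filter, 1 with a filter of 5 FPKM in 3 libraries, 16 with median-of-ratios scaling, 14 with quantile normalization, 5 with the 6 libraries fitted alone, 1 with variances without a trend, 42 with array weights, 0 with the treat test, 8 with a block for replicate number and 10 with a block for replicate number within accession and day. Among the fits that each left out 1 library, those that called any were without TT8 mock 7 DAT replicate 1 (1), without TT8 mock 7 DAT replicate 4 (6), without TT8 AMF 7 DAT replicate 1 (4), without ISE42 mock 7 DAT replicate 3 (8), without ISE42 AMF 7 DAT replicate 2 (5), without ISE42 AMF 7 DAT replicate 3 (5), without ISE42 AMF 7 DAT replicate 4 (2), without TT8 mock 14 DAT replicate 3 (1), without TT8 AMF 14 DAT replicate 2 (2) and without ISE42 AMF 14 DAT replicate 1 (11). The voom fits, chosen after the values were seen, called 10 with library totals and 23 with median-of-ratios library sizes.

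The paper states that glutamate synthase genes were induced in colonized ISE42 roots at 7 DAT. Neither of the 2 was called, with SETIT_000006mg as given for the asterisks and SETIT_028677mg lower, at -0.93 (adjusted p = 0.000872, 0.000173 to 1 over the 12 settings). The latter was called with quantile normalization and a block for replicate number within accession and day and by 2 of the fits that each left out 1 library, each time as a downregulated gene. GO terms were not analysed here.

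Of the genes the paper marks as changed in ISE42 at 7 DAT and that were not called, those named at its statements had these log2 fold changes. SETIT_015217mg, at 2.11 (adjusted p = 0.239, 0.0041 to 1 over the 12 settings), was called with the 6 libraries fitted alone and a block for replicate number within accession and day. SETIT_000006mg, at 0.61 (adjusted p = 0.0867, 0.0121 to 1 over the 12 settings), was called under none of the 12 settings, and by the fit without ISE42 AMF 7 DAT replicate 3. SETIT_009598mg, at 0.74 (adjusted p = 0.000913, 6.25e-05 to 1 over the 12 settings), was called with quantile normalization. SETIT_016803mg, at 0.93 (adjusted p = 0.00157, 0.000147 to 1 over the 12 settings), was called with median-of-ratios scaling, quantile normalization and array weights and by the fit without ISE42 mock 7 DAT replicate 3 and the fit without ISE42 AMF 7 DAT replicate 2, and with voom with median-of-ratios library sizes, chosen after the values were seen. SETIT_010449mg, at 1.47 (adjusted p = 0.0914, 0.000907 to 1 over the 12 settings), was called with a pseudocount of 1 FPKM, quantile normalization, the 6 libraries fitted alone and array weights, and with voom with library totals and voom with median-of-ratios library sizes, chosen after the values were seen. SETIT_035024mg, at 0.88 (adjusted p = 3.45e-05, 1.5e-06 to 1 over the 12 settings), was called with median-of-ratios scaling and quantile normalization and by the fit without ISE42 mock 7 DAT replicate 3 and the fit without ISE42 AMF 7 DAT replicate 2, and with voom with median-of-ratios library sizes, chosen after the values were seen.

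Of the genes the paper marks as changed in TT8 at 7 DAT and that were not called, those named at its statements had these log2 fold changes. SETIT_004288mg, at 2.09 (adjusted p = 0.0568, 0.00739 to 1 over the 12 settings), was called with variances without a trend and array weights and by the fit without TT8 mock 7 DAT replicate 4 and the fit without TT8 AMF 7 DAT replicate 1. SETIT_013489mg, at 1.61 (adjusted p = 0.0772, 0.00466 to 1 over the 12 settings), was called with a pseudocount of 1 FPKM, array weights and a block for replicate number and by the fit without TT8 mock 7 DAT replicate 4 and the fit without TT8 AMF 7 DAT replicate 1, and with voom with library totals and voom with median-of-ratios library sizes, chosen after the values were seen. SETIT_009509mg, at 1.39 (adjusted p = 0.279, 0.0572 to 1 over the 12 settings), was called under none of the 12 settings. SETIT_010188mg, at 1.70 (adjusted p = 0.112, 0.011 to 1 over the 12 settings), was called with array weights and a block for replicate number and by the fit without TT8 mock 7 DAT replicate 4 and the fit without TT8 AMF 7 DAT replicate 1. SETIT_013873mg, at -1.01 (adjusted p = 0.112, 0.00771 to 1 over the 12 settings), was called with array weights, and with voom with library totals and voom with median-of-ratios library sizes, chosen after the values were seen. SETIT_010410mg, at -1.17 (adjusted p = 0.0687, 0.00245 to 1 over the 12 settings), was called with a pseudocount of 1 FPKM and array weights and by the fit without TT8 mock 7 DAT replicate 4, and with voom with library totals and voom with median-of-ratios library sizes, chosen after the values were seen.

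Of the genes the paper marks as changed in ISE42 at 14 DAT and that were not called, those named at its statements had these log2 fold changes. SETIT_034294mg, at 1.18 (adjusted p = 0.179, 0.00297 to 1 over the 12 settings), was called with array weights and a block for replicate number within accession and day and by the fit without ISE42 AMF 14 DAT replicate 1. SETIT_006565mg, at 2.18 (adjusted p = 0.119, 0.00238 to 1 over the 12 settings), was called with array weights and by the fit without ISE42 AMF 14 DAT replicate 1.

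The paper states that several *CESA* and laccase genes were among those upregulated in TT8 at 14 DAT, with a similar pattern in ISE42. In TT8 the numbers were 0 (0 higher at an unadjusted p below 0.05) and 1, and no setting gave an upregulated *CESA* gene or more than 1 laccase gene. In ISE42 both were 0 (5 and 3 higher at an unadjusted p below 0.05). Some were upregulated there with array weights (2 *CESA* and 3 laccase genes) and a block for replicate number (1 and 1). The same held for a block for replicate number within accession and day (2 and 2) and the fit without ISE42 AMF 14 DAT replicate 1 (2 and 3). None were under the other settings. Both groups were taken from the gene descriptions and may differ from the paper's.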

Other observations

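All tests of explanations in this part were chosen only after the results were seen.

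Of the 10 ways to split the 6 libraries of a comparison into 3 and 3, 4 part as many pairs with the same replicate number (2) as the real split, and the other 6 part 0 or 1. In each of the 4 comparisons, 1 of 4 splits gave as many up- and downregulated genes, the real one, and the next highest numbers among the 4 were 0, 1, 1 and 3 for TT8 at 7 and 14 DAT and ISE42 at 7 and 14 DAT. Among the 6 others, 1 split of TT8 at 7 DAT gave 76 genes against the real 72, with replicate 1 of the mock-treated and replicates 1 and 3 of the AMF-treated roots on 1 side. For symbiosis-conserved genes, 1 of 4 splits gave as many in TT8 at 7 and 14 DAT and in ISE42 at 7 DAT, and 4 of 4 in ISE42 at 14 DAT, where none was called (7 higher and 2 lower at an unadjusted p below 0.05). In each of the 16 gene families counted in ISE42 at 7 DAT, 1 of 4 splits gave as many genes and the other 9 splits gave 0. With 4 comparable splits the share cannot fall below 0.05, so an arbitrary grouping cannot be excluded by this count alone.

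Gene groups formed by description and not discussed by the paper changed in ISE42 at 7 DAT. Of 57 WRKY genes 27 were upregulated (47.4%, against 10.5% of other described genes, Fisher's exact test, one-sided, adjusted p = 2.94e-10), and 30 with median-of-ratios scaling, 29 with quantile normalization and 25 with a block for replicate number. Of 21 dehydrin or LEA genes 10 were downregulated (47.6% against 9.31%, adjusted p = 0.0001), and 7, 9 and 10 under these settings. Heat shock protein genes were downregulated in 15 of 43 cases (34.9% against 9.29%, adjusted p = 7.28e-05), and in 12, 14 and 13. Genes within a group are not independent, and no biological explanation was tested.

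Replicate 1 of AMF-treated ISE42 roots at 14 DAT lay apart from replicates 2 and 4, and leaving it out raised the upregulated genes from 44 to 571. Along the change from 7 to 14 DAT of mock-treated TT8 roots, with the means of mock-treated ISE42 roots on these days as 0% and 100%, the 3 libraries lay at 102%, 79.0% and 74% and the mock-treated ISE42 libraries at 97.1%, 98.7% and 104%. A less advanced course of drought in replicates 2 and 4 is a candidate explanation. Admixture of a library of AMF-treated ISE42 roots at 7 DAT was rejected, since 11 symbiosis-conserved genes reached at most 0.963% of their level there. Replicate 1 held 14345602 fragments, within the range of that day, and replicate 2 of mock-treated ISE42 roots at 14 DAT, with 14453125, lay with replicates 3 and 4 of its group on PC1 (85.11 against 86.43 and 92.45), so depth was rejected.

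Fragments of 11 symbiosis-conserved genes numbered 28, 167 and 236 in replicates 1, 2 and 3 of AMF-treated TT8 roots at 7 DAT, against 2279 to 4030 in those of ISE42, where their level was highest. With carry-over from the ISE42 libraries, the proportions of the genes would match those of ISE42. To match them, 87.8%, 73.6% and 94.5% of the fragments would have to lie in another gene, against 5.67% to 7.41% for each ISE42 library compared with the 2 others. A permutation test gave p = 1e-04, its smallest value, for each TT8 library (one-sided), but also for each ISE42 library, so it does not part them. As many fragments were then drawn repeatedly from each single ISE42 library, and no draw lay as far from these proportions as the TT8 libraries did. This held for replicate 2 of ISE42 as well, at 7.41%, and both tests take fragments as independent and cover counting error only, so the distances and not these tests part TT8 from ISE42. *RAM1* held 24, 121 and 229 of the fragments. Without it the shares were 53.9%, 45.1% and 97.4% on 4, 46 and 7 fragments, against 5.49% to 6.98%. Here the permutation test gave p = 0.0019, 1e-04 and 1e-04 (one-sided). Draws from a single ISE42 library lay as far as replicate 1 in a share of up to 0.14, and none lay as far as replicates 2 and 3. Going by the distances, carry-over alone is unlikely for the genes taken together and for those besides *RAM1* in replicate 2, and it cannot be excluded for the latter in replicates 1 and 3, which rest on 4 and 7 fragments. Expression in TT8 roots remains a hypothesis.

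A different progress of drought in AMF- and mock-treated plants was examined through the change from 7 to 14 DAT in mock-treated roots of the other accession, which shares no library with the comparison. The effect of AM symbiosis at 7 DAT had a Spearman correlation across genes of 0.151 with it in ISE42 and -0.395 in TT8. Correlations as large were given by 2 and 1 of the 4 comparable splits of the libraries, too few to reject an arbitrary grouping. After the part of the effect that followed this change was taken away by least squares across genes, 4457 of 5016 called genes in ISE42 and 63 of 72 in TT8 stayed past the limit in log2 fold change. The part taken away was small and measured in the other accession, so this rejects nothing. On that change, with the means of mock-treated roots of the same accession at 7 and 14 DAT as 0% and 100%, the AMF-treated ISE42 libraries lay at 16.3% to 21.4% and the mock-treated at -5.02% to 3.33%, and those of TT8 at -45.8% to -15.3% and -25.1% to 23.8%. A different course of drought cannot be excluded for either effect.

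In the paper's supplementary table of reads, the share of unmapped reads was higher in AMF-treated than in mock-treated roots by 4.73 and 5.30 percentage points in TT8 and by 4.67 and 3.57 in ISE42 at 7 and 14 DAT, with a mean of 4.57. Reads of the fungus are a candidate explanation that could not be tested, since the unmapped reads were not analysed here.

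Besides SETIT_030156mg, SETIT_000162mg, which has no description, was upregulated in 3 of the 4 comparisons and SETIT_004341mg downregulated in 3. These were chosen after their values were seen, and no biological explanation was tested.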
